# Activation of endogenous retroviruses during brain development causes an inflammatory response

**DOI:** 10.15252/embj.2020106423

**Published:** 2021-03-01

**Authors:** Marie E Jönsson, Raquel Garza, Yogita Sharma, Rebecca Petri, Erik Södersten, Jenny G Johansson, Pia A Johansson, Diahann AM Atacho, Karolina Pircs, Sofia Madsen, David Yudovich, Ramprasad Ramakrishnan, Johan Holmberg, Jonas Larsson, Patric Jern, Johan Jakobsson

**Keywords:** brain development, CRISPR, microglia, transposable elements, Trim28, Immunology, Neuroscience

## Abstract

Endogenous retroviruses (ERVs) make up a large fraction of mammalian genomes and are thought to contribute to human disease, including brain disorders. In the brain, aberrant activation of ERVs is a potential trigger for an inflammatory response, but mechanistic insight into this phenomenon remains lacking. Using CRISPR/Cas9‐based gene disruption of the epigenetic co‐repressor protein Trim28, we found a dynamic H3K9me3‐dependent regulation of ERVs in proliferating neural progenitor cells (NPCs), but not in adult neurons. *In vivo* deletion of *Trim28* in cortical NPCs during mouse brain development resulted in viable offspring expressing high levels of ERVs in excitatory neurons in the adult brain. Neuronal ERV expression was linked to activated microglia and the presence of ERV‐derived proteins in aggregate‐like structures. This study demonstrates that brain development is a critical period for the silencing of ERVs and provides causal *in vivo* evidence demonstrating that transcriptional activation of ERV in neurons results in an inflammatory response.

## Introduction

About one–tenth of the human and mouse genomes is made up of endogenous retroviruses (ERVs) (Jern & Coffin, 2008). This is a result of the cumulative infection of the germ line by retroviruses over millions of years. ERVs are dynamically silenced at the transcriptional level during early development via epigenetic modifications, including histone methylation and deacetylation as well as DNA methylation (Yoder *et al*, 1997; Rowe *et al*, 2010). Together, these repressive mechanisms suppress ERV expression in somatic tissues. However, it is becoming increasingly clear that ERVs are aberrantly activated in various human diseases, including a number of neurological disorders. For example, ERV expression has been found to be elevated in the cerebrospinal fluid and in post‐mortem brain biopsies from patients with multiple sclerosis, amyotrophic lateral sclerosis, Alzheimer’s disease, Parkinson’s disease, and schizophrenia (Perron *et al*, 1997; Garson *et al*, 1998; Andrews *et al*, 2000; Karlsson *et al*, 2001; Steele *et al*, 2005; MacGowan *et al*, 2007; Perron *et al*, 2008; Douville *et al*, 2011; Li *et al*, 2015; Guo *et al*, 2018; Sun *et al*, 2018; Tam *et al*, 2019b).

Aberrant activation of ERVs in the brain has been proposed to be directly involved in the disease process through a number of different mechanisms, including the activation of an innate immune response, direct or indirect neurotoxicity or by modulating endogenous gene networks (Saleh *et al*, 2019; Tam *et al*, 2019a; Jonsson *et al*, 2020). However, causal studies of ERV activation in the brain are challenging, since this phenomenon is difficult to model in the laboratory. Most experimental studies rely on ectopic expression of ERV‐derived transcripts, often using xeno‐overexpression at non‐physiological levels, making it hard to interpret the results (see e.g, (Antony *et al*, 2004; Li *et al*, 2015)). Still, while the role of ERVs in neurological disorders remains unclear (Tam *et al*, 2019a), ERV activation may constitute a new type of disease mechanism that could be exploited to develop much needed therapy for these disorders. Direct experimental evidence on the mechanisms underlying ERV repression and the consequences of ERV activation in the brain is therefore needed.

We recently found that Trim28, an epigenetic co‐repressor protein, silences ERV expression in mouse and human neural progenitor cells (NPCs) (Fasching *et al*, 2015; Brattas *et al*, 2017). Trim28 is recruited to genomic ERVs via Krüppel‐associated box‐zinc finger proteins (KRAB‐ZFPs), a large family of sequence‐specific transcription factors (Imbeault *et al*, 2017). Trim28 attracts a multiprotein complex that establishes transcriptional silencing and deposition of the repressive histone mark H3K9me3 (Sripathy *et al*, 2006). Trim28 is highly expressed in the brain and has been linked to behavioral phenotypes reminiscent of psychiatric disorders (Jakobsson *et al*, 2008; Whitelaw *et al*, 2010; Fasching *et al*, 2015).

In this study, we have investigated the consequences of *Trim28* deletion in the developing and adult mouse brain. We found that while Trim28 is needed for the repression of ERVs during brain development, it is redundant in the adult brain. Our results demonstrate the presence of an epigenetic switch during brain development, where the dynamic Trim28‐mediated ERV repression is replaced by a different more stable mechanism. Interestingly, conditional deletion of *Trim28* during brain development resulted in ERV expression in adult neurons leading to an inflammatory response, including the presence of activated microglia and ERV‐derived proteins in aggregate‐like structures. In summary, our results provide direct experimental evidence *in vivo* for a link between aberrant ERV expression in the brain and an inflammatory response.

## Results

### CRISPR/Cas9‐mediated deletion of *Trim28* in mouse NPCs

To evaluate the consequences of acute loss of *Trim28* in NPCs, we used CRISPR/Cas9 gene disruption. We generated NPC cultures from Rosa26‐Cas9 knock‐in transgenic mice (Fig 1A) (Platt *et al*, 2014), in which Cas9‐GFP is constitutively expressed in all cells. These Cas9‐NPCs were transduced with a lentiviral vector expressing gRNAs (LV.gRNAs) designed to target either exon 3, 4, or 13 of *Trim28 (*g3, g4, g13) or to target *lacZ* (control). 

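The gRNAs were matched to chromosome 7 of the mouse reference genome GRCm38. Trim28 lies on the forward strand, and its transcript Trim28-201 (ENSMUST00000005705.7) spans positions 13024152 to 13031035, with 17 exons and a coding sequence of 834 codons. Each of the 3 guides matched the reverse strand. Guide g3, GCACTCCACACAATAGCTAG, lies at 13025675 to 13025697 of exon 3 with its PAM TGG, and Cas9 is predicted to cut after position 13025680, in codon 165 and after 493 of the 2502 coding bases. The forward strand around this site reads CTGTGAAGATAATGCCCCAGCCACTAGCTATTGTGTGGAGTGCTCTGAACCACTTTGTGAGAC. Guide g4, GGTCCTTGTGAGCGTTGAGC, lies at 13027726 to 13027748 with its PAM TGG, and its cut after position 13027731 falls in codon 235 of exon 4, in the stretch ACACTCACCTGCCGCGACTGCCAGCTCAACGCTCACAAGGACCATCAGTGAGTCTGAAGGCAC. Guide g13, CGCACTGGTTACACATGACC, lies at 13029921 to 13029943 with its PAM AGG, and its cut after position 13029926 falls in codon 638 of exon 13, in the stretch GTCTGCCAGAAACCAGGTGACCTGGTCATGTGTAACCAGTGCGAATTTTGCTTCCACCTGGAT. The control guide against the bacterial gene lacZ, TGCGAATACGCCCACGCGAT, had 0 matches on this chromosome.

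**Figure D1:**
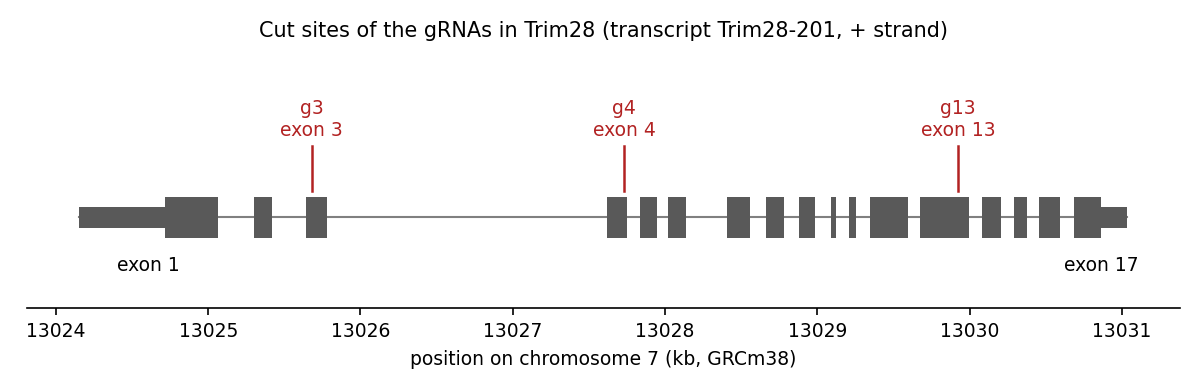
Map of the Trim28 transcript on chromosome 7 (x axis, kb of GRCm38), with exons as boxes, untranslated parts as lower boxes and the cut sites of the 3 gRNAs as red lines. The sites fall in exons 3, 4 and 13.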

The vector also expressed a nuclear RFP reporter gene (H2B‐RFP). Cas9‐NPCs transduced with LV.gRNAs were expanded for 10 days, at which point RFP expressing cells were isolated by FACS (Fig 1A). To assess gene editing efficiency, we extracted genomic DNA from the RFP^+^ Cas9‐NPCs and performed DNA amplicon sequencing of the different gRNA target sites. We found that all three gRNAs (g3, g4 and g13) were highly effective, generating indels at a frequency of 98–99% at their respective target sequences (Fig 1B). The majority of these indels caused a frameshift in the Trim28 coding sequence that is predicative of loss‐of‐function alleles (Fig 1B) resulting in a near complete loss of Trim28 protein (Fig 1C). These results demonstrate that CRISPR/Cas9‐mediated gene disruption is an efficient way to investigate the functional role of *Trim28*.

**Figure 1:**
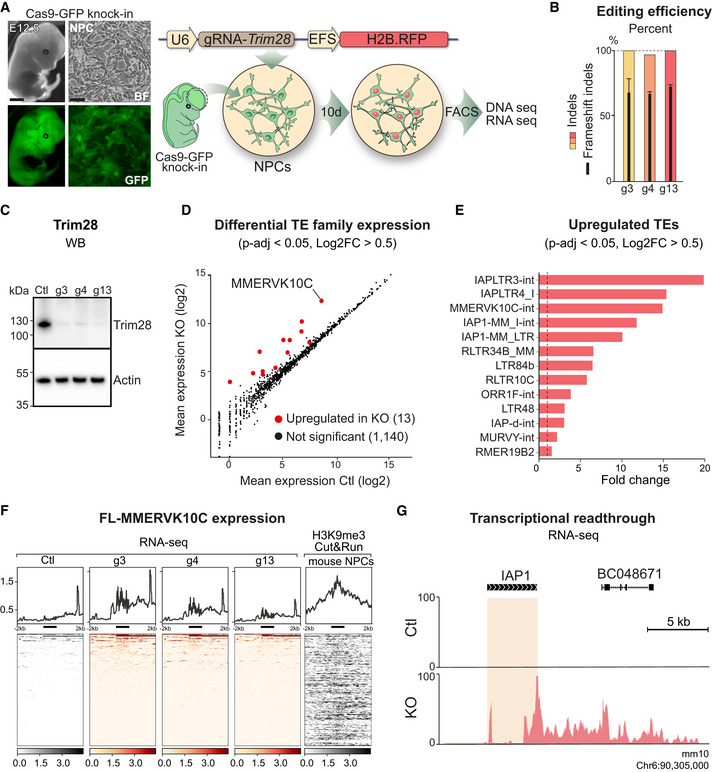
CRISPR/Cas9‐based deletion of Trim28 in NPCs results in upregulation of ERVs A schematic of the workflow for *Trim28*‐KO in mouse NPC cultures. Scale bars: embryo 1 mm, NPCs 20 μm.Estimation of gene editing at the *Trim28* loci using NGS‐sequencing of amplicons. Black bars indicate % of frameshift indels. Columns show an average of two biological replicates per guide RNA and error bars show mean ± SD.Western blot confirmed the loss of Trim28 expression upon *Trim28*‐KO in mouse NPCs.RNA‐seq analysis of the expression of TE families using TEtranscriptsThe significantly upregulated TE families with a fold change larger than 0.5 upon *Trim28*‐KO in mouse NPCs. The dashed line indicates significance.RNA‐seq analysis of the *Trim28*‐KO and control samples, visualizing full length MMERVK10C elements (left panels) and CUT&RUN analysis of H3K9me3 in mouse NPCs (right panel). The location of the full length MMERVK10Cs is indicated as a thick black line under each histogram.Example of transcriptional readthrough outside a full length MMERVK10C into a nearby gene. Source data are available online for this figure.

### Acute loss of *Trim28* in mouse NPCs results in upregulation of ERVs

We next queried if acute *Trim28* deletion in NPCs influences the expression of ERVs and other transposable elements (TEs). 

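Polyadenylated RNA was sequenced from mouse NPCs that express Cas9-GFP, 10 days after transduction. NPCs are dividing cells of the embryonic forebrain kept in culture. The libraries analysed here were 6 Trim28-KO cultures, 2 for each of g3, g4 and g13, and 2 lacZ control cultures, whereas the paper's methods describe triplicates. The authors aligned the reads to GRCm38 with STAR and deposited the number of uniquely mapped reads on each gene, on each individual TE and on each full-length MMERVK10C element, counted with featureCounts. For TE subfamilies they deposited the counts of TEtranscripts, which shares a read with several matches among its copies. The gene counts summed to between 9996885 and 18985593 per Trim28-KO library with a median of 17555738, and to 18488512 and 19922767 in the control libraries. The counts on TE subfamilies summed to between 413717 and 864736 per Trim28-KO library with a median of 700837, and to 617463 and 645027 in the control libraries. Counts were tested here with edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts, and a row was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 0.5 in either direction. TE subfamilies were normalized among themselves, so their CPM are relative to the TE counts, while individual TEs kept the library sizes of the genes. With 6 libraries against 2, an exact two-sided permutation test cannot go below p = 0.0357.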

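Trim28 (ENSMUSG00000005566.14, chromosome 7, 12999114 to 13031035, forward strand) was at 51.3 ± 14.5 CPM (SD, n = 6) in the Trim28-KO libraries and at 181 ± 33.4 CPM (SD, n = 2) in the controls. Its log2 fold change was -1.82 (standard error 0.253, adjusted p = 0.031 from edgeR's quasi-likelihood test), and each Trim28-KO library lay below both controls (exact permutation test, p = 0.0357). With each library left out in turn the log2 fold change stayed between -2.00 and -1.62, but the adjusted p stayed under 0.05 in only 2 of 8 such fits.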

We performed strand‐specific 2 × 150 bp RNA‐seq on LV.gRNA‐transduced Cas9‐NPCs and investigated the change of expression in different ERV families using a TE‐oriented read quantification software, TEtranscripts (Jin *et al*, 2015), while individual elements were analyzed using a unique mapping approach. Both of these analyses revealed an upregulation of ERVs upon the CRISPR‐mediated *Trim28*‐KO in mouse NPCs (Figs 1D and E, and EV1A). 

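The test over 800 TE subfamilies called 8 upregulated and 0 downregulated in the Trim28-KO NPCs (edgeR), 68 having an unadjusted p under 0.05. DESeq2 on the same counts called 13 upregulated and 0 downregulated, and the library sizes of the genes in place of those of the TEs gave the largest number, 17. Leaving out the control lacZ-842 lowered the number to 4. MMERVK10C-int, the internal part of an ERV of the ERVK group, rose from 611 ± 190 CPM (SD, n = 2) to 9028 ± 1893 CPM (SD, n = 6), a log2 fold change of 3.88 (standard error 0.279, adjusted p = 3.0e-05 from edgeR's quasi-likelihood test). With each library left out in turn it lay between 3.61 and 4.25. Among 35091 individual TEs with enough uniquely mapped reads, 193 were upregulated and 0 downregulated (edgeR, 1619 at an unadjusted p under 0.05, DESeq2 230 up and 6 down). Without the control lacZ-842 the numbers were 52 and 0, without the control lacZ-867 57 and 1, and they were 398 and 13 when the number series of the cultures was a block. LTR copies made up 96 of the 193, and 18 were copies of MMERVK10C-int, of which 42 could be tested. Under the same fit, RMER17D2_dup614 on chromosome 7 (34087995 to 34088739) was at 8.12 ± 5.28 CPM (SD, n = 6) with 0 counts in both controls, at least 52.3-fold higher against a floor of 3 counts per control library. MuLV-int_dup107 on chromosome 8 (123426327 to 123434006) was at least 44.8-fold higher than the same floor.

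**Figure D2:**
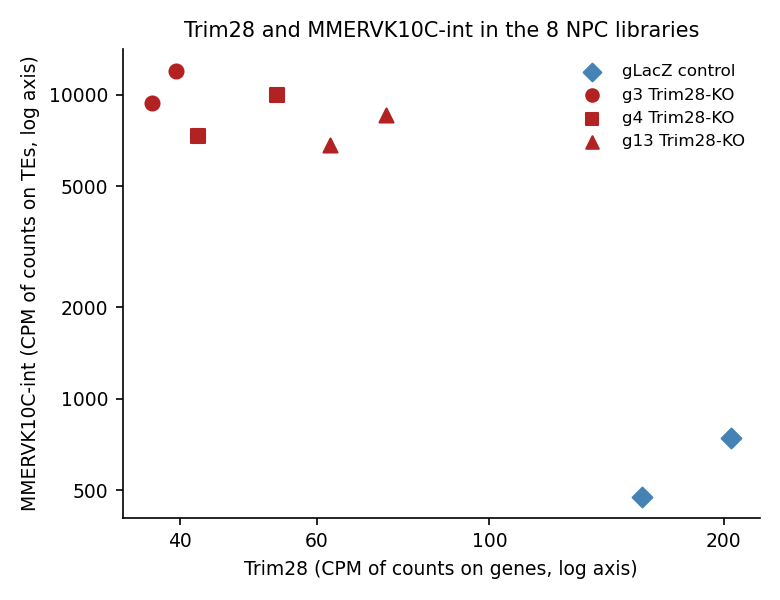
Trim28 (x axis, CPM of counts on genes, log axis) against MMERVK10C-int (y axis, CPM of counts on TEs, log axis) in the 8 NPC libraries, with the guide given by the symbol. The 6 Trim28-KO libraries lie above 6826 CPM of MMERVK10C-int, and the 2 controls at 477 and 746 CPM.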

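Each of the 8 upregulated subfamilies belonged to the ERVK group, of which 239 were tested, against 0 of 561 other subfamilies (Fisher's exact test, two-sided, p = 5.84e-05). Under DESeq2 the split was 9 against 4. IAP1-MM_I-int was at 1979 ± 831 CPM (SD, n = 6) in the Trim28-KO libraries and at 169 ± 116 CPM (SD, n = 2) in the controls, a log2 fold change of 3.55 (standard error 0.535, adjusted p = 0.00955 from edgeR's quasi-likelihood test). IAPLTR4_I had a log2 fold change of 3.79 (standard error 0.677, adjusted p = 0.0264), and IAP1-MM_LTR one of 3.31 (standard error 0.614, adjusted p = 0.0311). RLTR34B_MM rose from 77.1 ± 11.8 (SD, n = 2) to 501 ± 63.1 CPM (SD, n = 6), by 2.70 on the log2 scale. RLTR10C, IAP-d-int and RMER19B2 completed the list, with log2 fold changes of 2.51, 1.59 and 0.61. IAPLTR3-int had a larger log2 fold change, 4.25, but varied between cultures (214 ± 160 against 10.8 ± 4.13 CPM) and did not pass the threshold (adjusted p = 0.163, same test). LTR84b, ORR1F-int, LTR48 and MURVY-int had log2 fold changes of 2.67, 1.91, 1.60 and 1.10 and adjusted p of 0.0661, 0.0999, 0.0921 and 0.0897 under edgeR.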

We found 13 upregulated ERV families, including IAPs and MMERVK10C. Both IAPs and MMERVK10C are recent additions to the mouse genome, and these ERV families include many full length, transposition‐competent elements with the potential to produce long transcripts and ERV‐derived peptides. We confirmed increased transcription of MMERVK10C elements using quantitative RT–PCR (qRT–PCR) (Fig EV1B). We also investigated the expression of other classes of TEs such as LINE‐1s and SINEs but found no evident evidence of significant upregulation. Thus, acute deletion of *Trim28* in NPCs causes transcriptional upregulation of ERVs.

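No subfamily of LINEs or SINEs was called in either direction by edgeR, by DESeq2 or with the library sizes of the genes. In the counts of individual copies from uniquely mapped reads, 76 of 6193 tested LINE copies and 21 of 22049 tested SINE copies were upregulated and 0 of either class were downregulated. The most frequent LINE subfamily among them was L1Md_F2 with 12 copies. L1_Mur2_dup7199 (chromosome 6, 90296317 to 90297086) had 0 counts in both controls and was at least 31.5-fold higher in the Trim28-KO libraries against the floor of 3 counts per library (adjusted p = 0.00153, edgeR's quasi-likelihood test). Of the 97 upregulated LINE and SINE copies, 44.3% lay within 10 kb of an upregulated LTR copy, compared with 0.142% of the other tested LINE and SINE copies.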

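From the higher counts of ERV families and of individual copies in the Trim28-KO cultures, the paper concludes that acute loss of Trim28 activates ERV transcription in NPCs.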

**Figure EV1:**
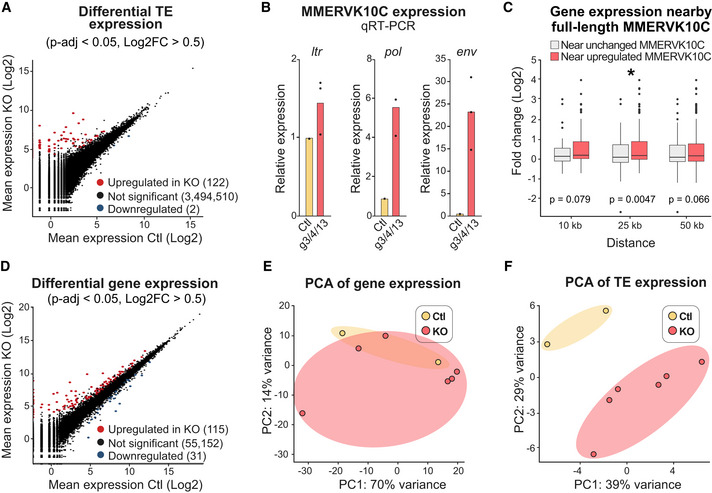
CRISPR/Cas9 deletion of *Trim28* in NPCs results in upregulation of ERVs and nearby genes ADifferential expression analysis of individual TEs in mouse NPCs upon CRISPR/Cas9‐mediatied disruption of *Trim28* was performed with DESeq2 (described in Materials and Methods).BThe upregulated transcription of MMERVK10C elements was validated by qRT–PCR. Columns show an average of the individual data points.CGenes located in the close vicinity of upregulated MMERVK10C elements were significantly upregulated. X‐axis indicate the window‐of‐inclusion for genes located close to an MMERVK10C. Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.DRNA‐seq differential expression analysis of protein coding genes performed with DESeq2 (described in Materials and Methods) in mouse NPCs upon CRISPR/Cas9‐mediatied disruption of *Trim28*.E, FPCA analysis of gene expression was unable to distinguish the *Trim28*‐KO cells from Ctl, while PCA analysis of TE expression was. The spread of the groups is visualized with opaque ellipses. Source data are available online for this figure.

*Trim28* attracts a repression complex containing the histone methyltransferase SETDB1 that deposits H3K9me3 (Sripathy *et al*, 2006). CUT&RUN epigenomic analysis (Skene & Henikoff, 2017) of this histone modification in NPCs revealed that *Trim28*‐controlled ERVs were covered by H3K9me3. For example, almost all full length members of the MMERVK10C family were covered by H3K9me3 (Fig 1F). 

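CUT&RUN cuts and sequences the DNA held by an antibody, here against H3K9me3 in NPCs, with IgG as the negative control. Each antibody had 1 library, so the values have no replicate error. The authors aligned the reads to mm10 with Bowtie2 and deposited a deepTools matrix of the signal over MMERVK10C elements scaled to 1000 bp, with flanks of 2000 bp in bins of 10 bp. Each value is a difference between the coverage of the H3K9me3 and IgG libraries, it can fall below 0, and neither its direction nor its scale is stated, so values were compared only within the matrix. The read depth of these libraries is unknown from the matrix. The matrix lists 325 elements, of which 16 appear more than once, and 309 were counted.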

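The mean signal was 1.13 over the 309 elements and 0.516 over their flanks, with a median of 0.847 over the elements (quartiles 0.234 and 1.63) and 0.316 over the flanks. The signal of the element was above that of its own flanks in 224 of 309 elements, or 72.5% (exact 95% binomial interval 67.2 to 77.4%). Taking the median over bins in place of the mean gave 50.8%, the lowest share among the definitions tried, because both medians were equal in 114 elements. These shares compare an element with its own flanks, which may carry the mark too. They do not count the elements covered by H3K9me3, of which the paper speaks.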

Notably, only a handful of these individual elements were transcriptionally activated after *Trim28*‐KO. This suggests that *Trim28* binds to many full length ERVs in NPCs but is only responsible for transcriptional silencing of a small subset of them. However, these elements are highly expressed upon *Trim28* deletion.

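The elements of this table are annotated MMERVK10C-int copies of RepeatMasker, and the full-length ERV predictions of the methods were not used here. The elements were fitted together with the other ERVK copies, and p was adjusted over both. Of the 309 elements, 20 had enough uniquely mapped reads to be tested in the NPCs, and 12 of these were upregulated (edgeR). Leaving out the control lacZ-842 lowered this number to 4. The mean H3K9me3 signal was 0.995 ± 1.14 (SD over elements, n = 12) over the upregulated elements and 0.992 ± 0.889 (SD, n = 8) over those tested but not upregulated, a difference within the spread between elements (permutation test over elements, two-sided, p = 0.994). The 289 elements with too few reads had a mean signal of 1.14.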

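The counts on all full-length elements summed to between 895 and 2900 per Trim28-KO library, with a median of 1688, and to 230 and 336 in the controls. MMERVK10C-int_dup97 (chromosome 1, 90988730 to 90995842, reverse strand) rose from 0.402 ± 0.417 CPM (SD, n = 2) to 61.7 ± 19.3 CPM (SD, n = 6), a log2 fold change of 7.22 (standard error 0.639, adjusted p = 4.65e-05 from edgeR's quasi-likelihood test). The element dup532.1 (chromosome 3, 96508207 to 96515310), which overlaps the listed element dup532, was at 3.83 ± 1.21 CPM (SD, n = 6) and had 0 counts in both controls, at least 24.6-fold higher. The element dup1705 on chromosome 9 (62579237 to 62583053) rose by 4.99 on the log2 scale to 1.05 ± 0.279 CPM (SD, n = 6). The other 9 had log2 fold changes between 1.76 and 4.91.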

TEs have the potential to change the surrounding epigenetic landscape and consequently influence the expression of protein coding genes in their vicinity (Fasching *et al*, 2015; Brattas *et al*, 2017; Chuong *et al*, 2017). Accordingly, we found, for example, that genes located in the close vicinity of an upregulated MMERVK10C element also displayed a significant upregulation (Fig EV1C). 

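A gene was taken as near when an upregulated MMERVK10C-int copy lay within 50 kb of it, and was compared with genes whose MMERVK10C-int copies within that distance were not upregulated. The 23 near genes had a median log2 fold change of 0.0887 and the 501 others one of 0.0377, a difference of 0.05 (permutation test over genes, two-sided, 100000 resamples, p = 0.391). Genes are not independent replicates, so this p describes these libraries. With a window of 10 kb the medians were 1.34 for 8 near genes and 0.0575 for 168 others, a difference of 1.28 (p = 9.7e-04, same permutation test). Windows of 20 and 25 kb gave differences of 0.387 (p = 0.00546) and 0.388 (p = 0.00521) by the same permutation test, and full-length elements in place of all copies one of 0.247 (p = 0.0049). Within 50 kb the difference was 0.69 (permutation test, p = 0.00161) without the control lacZ-842 and 0.33 (p = 0.0466) without the control lacZ-867. Leaving out genes that overlap a copy gave 0.018 (permutation test, p = 0.789). None of the 23 near genes was called upregulated by edgeR.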

In some instances, this was due to the activated ERV acting as an alternative promoter (Fig 1G). 

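BC048671 (ENSMUSG00000049694.13) lies on chromosome 6 from 90301219 to 90305449 on the forward strand. It had 0 counts in both controls and was at 3.30 ± 2.30 CPM (SD, n = 6) in the Trim28-KO libraries, at least 21.3-fold higher against the floor of 3 counts per library. The libraries ranged from 1.24 to 7.80 CPM, and the adjusted p was 0.0871 (edgeR's quasi-likelihood test). Gm43891 (ENSMUSG00000108119.1) lies upstream of it, from 90296222 to 90299333, and rose from 0 counts to 7.74 ± 3.34 CPM (SD, n = 6), at least 49.8-fold (adjusted p = 0.0188, same test). The LINE copy L1_Mur2_dup7199 overlaps Gm43891, so reads there can be counted for either. The counts per gene do not show which promoter a transcript began from.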

Since Trim28 has additional functions in the cell (Quenneville *et al*, 2011) (Ziv *et al*, 2006) (Bunch *et al*, 2014), we also investigated the expression of all protein coding genes in *Trim28*‐KO NPCs. This analysis revealed that acute loss of *Trim28* in NPCs had only a modest effect on protein coding genes (115 up‐ and 31 downregulated genes, respectively, Fig EV1D, Table EV1). In addition, PCA analyses of differentially expressed protein coding genes and TEs revealed that the *Trim28*‐KO cells separated from control cells based on TE expression rather than gene expression (Fig EV1E and F). Together, these results demonstrate that Trim28 silence the transcription of ERVs in NPCs but has a modest direct effect on protein coding genes.

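Of 16469 genes with enough counts, 29 were upregulated and 3 downregulated (edgeR, 752 at an unadjusted p under 0.05). DESeq2 called 121 upregulated and 29 downregulated on the same counts, and edgeR with the number series of the cultures as a block called 93 and 43. The number of changed genes was 2 without either control and 58 without the culture KO-845. In simulated counts with the spread of these libraries, edgeR recovered 33.5% of the changed genes with 9.46% false calls, and DESeq2 56.5% with 26.6% false calls. Fbxw19 (ENSMUSG00000074061.4, chromosome 9, 109476654 to 109495875) was at 10.3 ± 2.75 CPM (SD, n = 6) with 0 counts in the controls, at least 66.4-fold higher. Fbxw16, a neighbouring paralog on chromosome 9 from 109432316 to 109449140 whose reads could be split with those of Fbxw19, was at least 33.7-fold higher. Vmn1r211 and Vmn1r210 on chromosome 13, from 22847426 to 22857561 and from 22825875 to 22831348, were at least 22.7-fold and 17.9-fold higher from 0 counts. Apart from Trim28, the downregulated genes were Ina, with a log2 fold change of -1.56 (standard error 0.225, adjusted p = 0.0344), and Inhbb, with one of -1.42 (standard error 0.196, adjusted p = 0.031), both by edgeR's quasi-likelihood test.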

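The libraries were compared on the first and second principal components of the 500 most variable genes or TE subfamilies, as log2 CPM with a prior count of 2. For TE subfamilies the components held 34.9% and 25.4% of the variance, and the mean distance between the groups was larger than that within them by 5.31 units (exact permutation test over 28 splits, one-sided, p = 0.0357). For genes the components held 61.1% and 19.3%, and the difference was 10.8 units (p = 0.107, same exact permutation test). Over the 16 splits that keep 1 control in each number series, a test chosen after seeing the data, both differences were the largest, with an exact permutation p of 0.0625 each, the smallest possible. The first component of the genes followed the number series of the cultures, which accounted for 88.1% of its variance, and genotype accounted for 2.30%. Genotype accounted for 95.6% of the second component of the genes, on which both controls (-22.1 and -24.3) lay apart from all 6 Trim28-KO cultures (3.92 to 14.4), and for 67.6% of that of the TE subfamilies. With all tested rows these shares were 60.5% for genes and 70.4% for TE subfamilies. After the variance stabilizing transformation they were 31.0% and 56.8%, so the high share of the genes depends on the setting. With the variance stabilizing transformation of DESeq2, the difference for the genes was -2.66 (p = 0.536) and that for the TE subfamilies 3.50 (p = 0.0357), by the same exact permutation test. For the TE subfamilies p rose to 0.286 without the control lacZ-842 and to 0.143 without the control lacZ-867, which is the smallest p that 6 libraries against 1 allow.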

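The paper reasons from the strong rise of ERV transcripts next to the small number of changed genes, and concludes that in NPCs Trim28 acts on ERVs with little direct effect on protein coding genes.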

### Deletion of *Trim28* in adult neurons *in vivo*

Alongside our previous data (Fasching *et al*, 2015; Brattas *et al*, 2017), these results confirm that *Trim28* is critical to repress ERVs in NPCs. However, it remains unclear how relevant these findings are to the situation *in vivo*. Therefore, we next investigated the consequences of deleting *Trim28* in mature neurons of adult mice. We designed adeno‐associated viral vectors (AAV) vectors to drive expression of the *in vitro* verified gRNAs (AAV.gRNA) and used them separately or combined in the forebrain of Cas9‐GFP knock‐in mice. The AAV.gRNA vectors expressed H2B‐RFP under the neuronal‐specific synapsin promoter, allowing us to visualize and isolate transduced neurons (Fig 2A).

**Figure 2:**
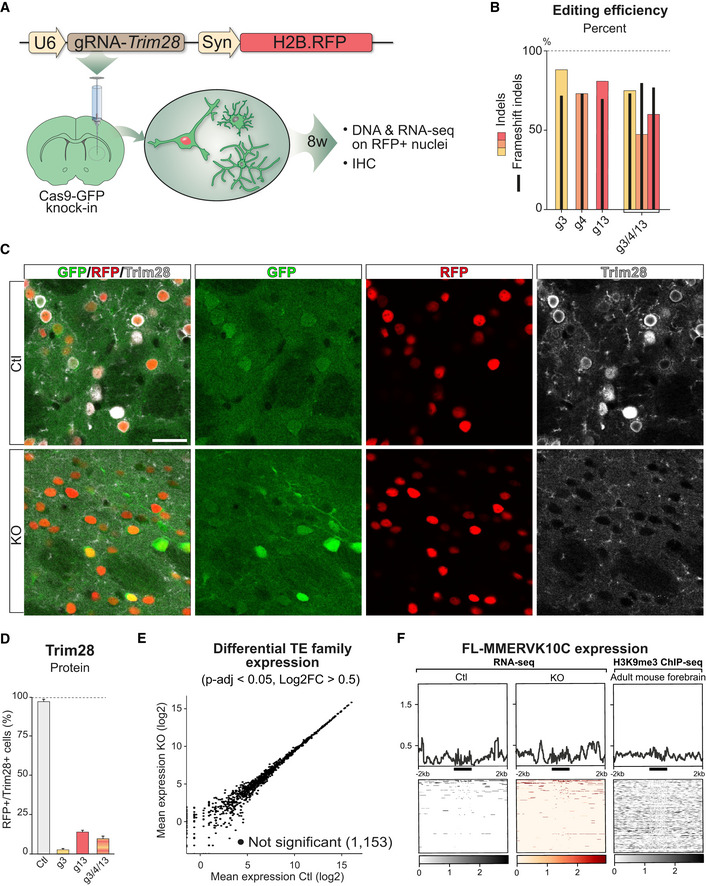
CRISPR/Cas9 deletion of Trim28 in adult neurons *in vivo* AA schematic of the workflow targeting *Trim28* in the mouse forebrain using AAV vectors expressing the gRNA and a nuclear RFP reporter. 8 weeks later, the injected animals were analyzed either by immunohistochemical analysis or nuclei isolation by FACS prior to DNA/RNA‐sequencing.BEstimation of gene editing at the *Trim28* loci using NGS‐sequencing of amplicons from DNA isolated from 50,000 RFP^+^ nuclei per animal. One animal per group was analyzed. Black bars indicate % of the detected indels that disrupted the frameshift.C, DGene editing of the *Trim28*‐loci resulted in a robust loss of Trim28 protein, as evaluated by IHC where the expression of Trim28 in RFP^+^ cells was quantified and is displayed as mean ± SEM. Approximately 600 RFP^+^ cells per animal and group was evaluated. Scale bar 30 μm.ERNA‐seq analysis of the expression of TE families using TEtranscripts.FRNA‐seq analysis of the *Trim28*‐KO and control samples, visualizing full length MMERVK10C elements (left panels) and ChIP‐seq analysis of H3K9me3 in adult forebrain neurons (right panel). The location of the full length MMERVK10Cs is indicated as a thick black line under each histogram. Source data are available online for this figure.

We injected AAV.gRNA into the forebrain of adult Cas9‐GFP mice and sacrificed the animals after 8 weeks. The RFP expressing neuronal nuclei were isolated by FACS and amplicon sequenced to estimate the gene editing efficiency. All three gRNAs resulted in highly efficient gene editing (indel frequencies of 73–89%) where the majority of the indels were frameshift mutations (Fig 2B). Efficient deletion of *Trim28* was subsequently verified by immunohistochemistry (IHC) analysis, where quantification of Trim28 protein in RFP^+^ cells showed loss of Trim28 expression in the majority of neurons (83–97%) in all of the groups (Fig 2C and D).

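Nuclear RNA was sequenced from RFP+ nuclei sorted from the forebrain of adult mice that express Cas9-GFP in all cells, after injection of AAV vectors that carry the gRNAs. The paper gives 8 weeks between injection and analysis, and the sample labels give 2 months. The libraries were 4 Trim28-KO animals, injected with g3, g4, g13 or all 3 guides together, and 1 lacZ control animal. Alignment and counting were those of the NPC libraries. The gene counts summed to between 10774215 and 13067559 per Trim28-KO library with a median of 11439372, and to 10430897 in the control. The counts on TE subfamilies summed to between 1250164 and 1414281 per Trim28-KO library with a median of 1318793, and to 955878 in the control. The spread in edgeR came from the Trim28-KO animals alone, so the control animal is assumed to vary like them, and an exact two-sided permutation test of 4 against 1 cannot go below p = 0.2.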

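Trim28 was at 99.98 ± 5.25 CPM (SD, n = 4) in the Trim28-KO libraries, which ranged from 93.8 to 105 CPM, and at 143 CPM in the control. Its log2 fold change was -0.51 (standard error 0.154, adjusted p = 0.415 from edgeR's quasi-likelihood test), and it stayed between -0.54 and -0.49 with each Trim28-KO animal left out. These counts are of all Trim28 transcripts, and a transcript with a small deletion at the cut site is still counted.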

We next queried ERV expression in adult neurons lacking Trim28. We sequenced the RNA from the isolated RFP^+^ nuclei and investigated the expression of ERV families as well as individual elements, using the same bioinformatical methods used for the NPCs. Remarkably, and in contrast to the NPC experiment, we observed no activation of ERVs upon *Trim28* deletion in adult neurons (Fig 2E). 

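In the sorted nuclei, 0 of 970 TE subfamilies passed the thresholds under edgeR, with 96 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0541, and DESeq2 called 1 up and 1 down. Without the animal that received all 3 guides, edgeR called 16 subfamilies, 12 of them upregulated, and with the library sizes and factors of the genes it called 34, all upregulated. MMERVK10C-int was at 2103 ± 111 CPM of TE counts (SD, n = 4) in the Trim28-KO libraries and at 1549 CPM in the control, a log2 fold change of 0.44 (standard error 0.126, adjusted p = 0.255 from edgeR's quasi-likelihood test). Each Trim28-KO animal was above the control animal, which is the smallest exact p of this design (permutation test, p = 0.2). The adjusted p was 0.0381 without the animal with all 3 guides and lay between 0.0381 and 0.505 over the Trim28-KO animals left out. It was 0.0181 with the library sizes and factors of the genes, at a log2 fold change of 0.76, and 0.0192 from uniquely mapped counts summed over the copies, at 0.62. In simulated counts with the spread of these libraries, edgeR recovered 54.5% of changed subfamilies, 39% of those changed 2-fold and 70% of those changed 4-fold. Changes as small as that of MMERVK10C-int here were not simulated. Of 36 full-length MMERVK10C elements tested, 0 passed the thresholds (edgeR, 5 at an unadjusted p under 0.05, lowest adjusted p 0.0559). Their p was adjusted together with that of the other ERVK copies, so 0 holds for that larger family of tests. The counts on all full-length elements summed to between 1191 and 1336 per Trim28-KO library and to 650 in the control.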

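Among 105426 individual TEs tested from uniquely mapped reads in the same 5 libraries, edgeR called 172 upregulated and 4 downregulated, and DESeq2 30 and 2. The 172 were 82 SINE, 46 LINE and 44 LTR copies, among them 2 of 82 tested MMERVK10C-int copies. Of the 176 calls, 15 lie on chromosome Y and 7 on chromosome X. On Y-linked genes the control had 1 count, the animals with g4 and with all 3 guides 0, and those with g3 and g13 8428 and 7247. RLTR6-int_dup939 (chromosome 11, 121311593 to 121317617) had 0 counts in the control and was at least 32.9-fold higher in the Trim28-KO libraries against the floor of 3 counts. The number depended on single libraries, since it was 1061 without the animal with all 3 guides and 86 without the animal with g3. When each library in turn was set against the other 4, the animal with all 3 guides gave the largest number of calls, 292, and the control gave 176. Among 19004 genes, edgeR called 0 (1560 at an unadjusted p under 0.05, lowest adjusted p 0.201), and DESeq2 called 14 up and 11 down.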

We also found no transcriptional activation of any other TE classes.

These results were particularly striking since Trim28 and many of its KRAB‐ZFP adaptors are expressed in the brain, suggesting it is a significant organ for Trim28‐mediated TE silencing (Imbeault *et al*, 2017). We therefore performed a series of additional control experiments to verify this finding. To ensure that the lack of ERV activation was not due to a bystander effect of nearby glial cells in which *Trim28* could be inactivated using our experimental setup, we developed an additional CRISPR‐approach for cell type‐specific deletion of *Trim28* in neurons using transgenic mice that conditionally express Cas9‐GFP upon Cre expression (Stop‐Cas9‐GFP knock‐in) (Platt *et al*, 2014) (Fig EV2A). We generated AAV vectors expressing the gRNAs and a Cre‐inducible H2B‐RFP reporter and an AAV vector expressing Cre under the control of the neuron‐specific Synapsin1 (Syn) promoter. 

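Nuclear RNA from RFP+ neuronal nuclei of Stop-Cas9-GFP mice was sequenced and processed in the same way, from 4 Trim28-KO animals (g3, g4, g13 or all 3 guides) and 1 lacZ control. In these mice Cas9 is made only where Cre, here driven by a neuronal promoter, has removed a stop sequence. The gene counts summed to between 9562644 and 11437265 per Trim28-KO library with a median of 10799402, and to 8790346 in the control. The counts on TE subfamilies summed to between 1211545 and 1447485 per Trim28-KO library, with a median of 1404193, and to 1082972 in the control. Trim28 was at 105 ± 15.8 CPM (SD, n = 4) in the Trim28-KO libraries, which ranged from 88.5 to 127 CPM, and at 105 CPM in the control. Its log2 fold change was -0.0026 (standard error 0.238, adjusted p = 1.00 from edgeR's quasi-likelihood test) and took either sign, from -0.10 to 0.07, with each Trim28-KO animal left out. A transcript with a small deletion at the cut site is counted here as in the Cas9-GFP libraries.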

Upon transduction, Cre expression and subsequent expression of RFP and Cas9‐GFP resulted in highly efficient neuron‐specific gene editing of *Trim28* (Fig EV2, EV3, EV4, EV5). RNA‐seq analysis for TE expression revealed no ERV activation upon *Trim28* removal (Fig EV2E), which were in line with our results from the ubiquitous Cas9‐GFP knock‐in mice. 

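Of 978 TE subfamilies in the Stop-Cas9-GFP nuclei, 0 passed the thresholds under edgeR (28 at an unadjusted p under 0.05) and 0 under DESeq2, and under edgeR 0 passed with each Trim28-KO animal left out. MMERVK10C-int was at 2377 ± 141 CPM (SD, n = 4) and at 1754 CPM in the control, a log2 fold change of 0.44 (standard error 0.15, adjusted p = 0.999 from edgeR's quasi-likelihood test). Each Trim28-KO animal was again above the control animal (exact permutation test, p = 0.2). Among 110086 individual TEs, 13 were upregulated and 1 downregulated, 3 of the 13 being LTR copies and 0 of 80 tested MMERVK10C-int copies being called. The number of individual TEs was between 8 and 18 with each Trim28-KO animal left out. The downregulated copy, B1_Mus2_dup40598, lies on chromosome Y (1016317 to 1016463) at 4.42 ± 5.10 CPM (SD, n = 4) against 21 CPM, and 2 of the 4 Trim28-KO animals had 0 counts on the Y-linked genes examined. Of 32 full-length MMERVK10C elements, 0 passed (edgeR, 5 at an unadjusted p under 0.05), with p again adjusted together with the other ERVK copies. The counts on all full-length elements summed to between 1187 and 1570 per Trim28-KO library and to 951 in the control. Of 18777 genes, 0 passed under edgeR (459 at an unadjusted p under 0.05) and 1 under DESeq2.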

To further verify that the lack of ERV expression was not caused by potential Cas9‐mediated side effects which may occur *in vivo*, we injected AAV vectors expressing Cre into the forebrain of adult floxed *Trim28* animals (Cammas *et al*, 2000) (Fig EV2F). 

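RNA was sequenced from 8 adult Trim28-flox animals injected with AAV vectors, 4 libraries labelled Trim28-KO (KO-794, KO-795, KO-796 and KO-823) and 4 labelled control (ctl-797, ctl-798, ctl-799 and ctl-822). In these mice Cre removes part of the Trim28 gene, so no Cas9 or gRNA is involved. The gene counts summed to between 18197428 and 20554891 per library labelled KO with a median of 19225022, and to between 17256362 and 24212358 per library labelled control with a median of 19922127. The counts on TE subfamilies summed to between 1314096 and 1646209 in the libraries labelled KO, with a median of 1494956, and to between 1229876 and 1766812 in those labelled control, with a median of 1625670. An exact two-sided permutation test of 4 against 4 cannot go below p = 0.0286. The labels were followed as given in every comparison, and each fold change is the libraries labelled KO over those labelled control.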

Again, we obtained a highly efficient *Trim28* deletion in adult mouse neurons but did not observe ERV activation (Fig EV2, EV3, EV4, EV5). Furthermore, ChIP‐seq from adult mouse forebrain (Jiang *et al*, 2017) showed a lack of H3K9me3 accumulation on MMERVK10C sequences in adult neurons, in line with our observed lack of transcriptional activation upon *Trim28* deletion (Fig 2F). 

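Trim28 was at 136 ± 7.41 CPM (SD, n = 4) in the libraries labelled KO and at 28.4 ± 2.46 CPM (SD, n = 4) in the libraries labelled control. The log2 fold change by these labels was 2.26 (standard error 0.102, adjusted p = 2.74e-06 from edgeR's quasi-likelihood test), so the targeted gene goes against the labels, in each of the 8 libraries (exact permutation test, p = 0.0286). Any direction drawn from these libraries below therefore holds by label only. Of 885 TE subfamilies, 0 passed the thresholds under edgeR (26 at an unadjusted p under 0.05) and 0 under DESeq2. MMERVK10C-int was at 2182 ± 297 CPM of TE counts (SD, n = 4) in the libraries labelled KO and at 2177 ± 342 CPM (SD, n = 4) in those labelled control, a log2 fold change of 0.0032 (standard error 0.147, adjusted p = 1.00 from edgeR's quasi-likelihood test) that is within the spread between animals (exact permutation test, p = 0.971). In simulated counts with the spread of these libraries, edgeR recovered 85.5% of 200 subfamilies changed 2- or 4-fold. Smaller changes, or fewer changed subfamilies, were not simulated. Among 46564 individual TEs, 0 were higher and 3, each a SINE copy, were lower in the libraries labelled KO (edgeR). The number called lay between 0 and 10 with each library left out, and DESeq2 called 1 higher and 28 lower. Of 12 full-length MMERVK10C elements tested, 0 passed (edgeR, 1 at an unadjusted p under 0.05). The counts on all full-length elements summed to between 1117 and 1709 per library labelled KO and to between 963 and 1759 per library labelled control.

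**Figure D3:**
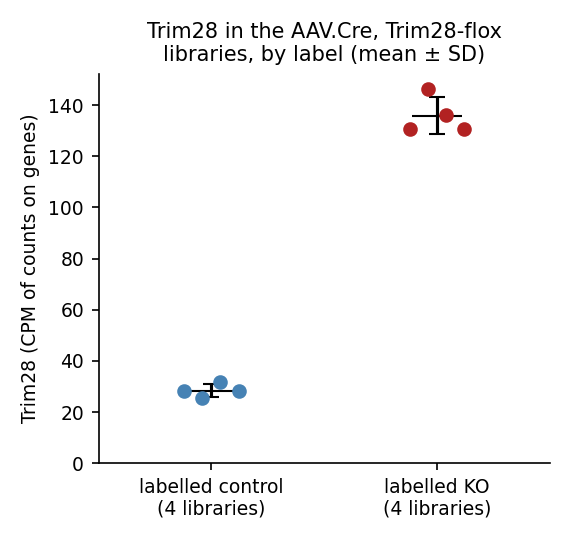
Trim28 (y axis, CPM of counts on genes) in the 8 AAV.Cre, Trim28-flox libraries by their label, each point a library and the lines the mean and SD. The 4 libraries labelled control lie between 25.6 and 31.6 CPM, and the 4 labelled KO between 131 and 146 CPM.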

Taken together, these results demonstrate that Trim28 is not required to silence the transcription of ERVs in adult neurons.

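The change of MMERVK10C-int between genotypes was tested against that in the cortex of Emx1-Cre animals in a joint model, with an interaction term. It differed by 2.89 on the log2 scale from that in the AAV.Cre, Trim28-flox neurons (adjusted p = 2.56e-08, edgeR's quasi-likelihood test), by 2.93 with the labels of the latter exchanged. Counts of nuclear RNA and of tissue RNA come from different experiments, so a joint model holds tissue and batch together with the timing of the deletion. The paper reasons from the absence of called ERV families in its 3 experiments on adult neurons, in contrast to the NPCs, and concludes that adult neurons do not need Trim28 to keep ERVs silent.

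**Figure D4:**
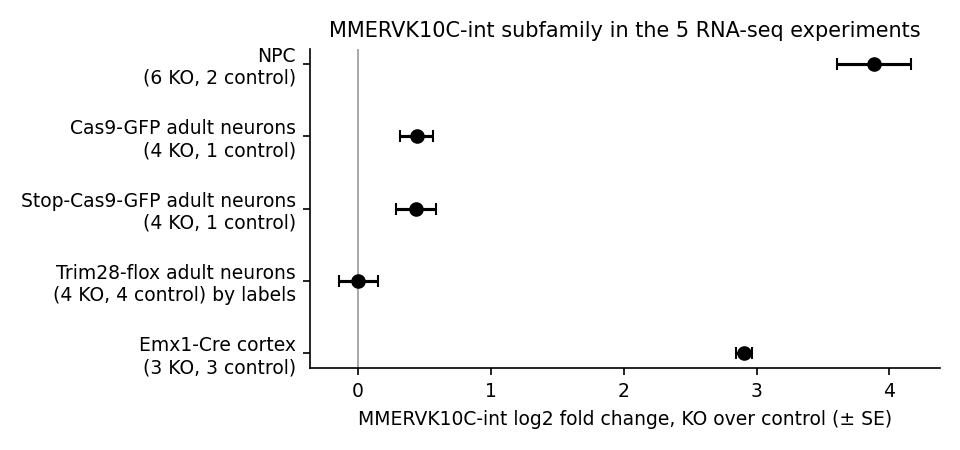
Log2 fold change of the MMERVK10C-int subfamily (x axis, KO over control, with the standard error as a line) in the 5 RNA-seq experiments (y axis). It was 3.88 in NPCs, 0.44 in either Cas9 experiment on adult neurons, 0.0032 in Trim28-flox neurons by the labels and 2.90 in the Emx1-Cre cortex.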

**Figure EV2:**
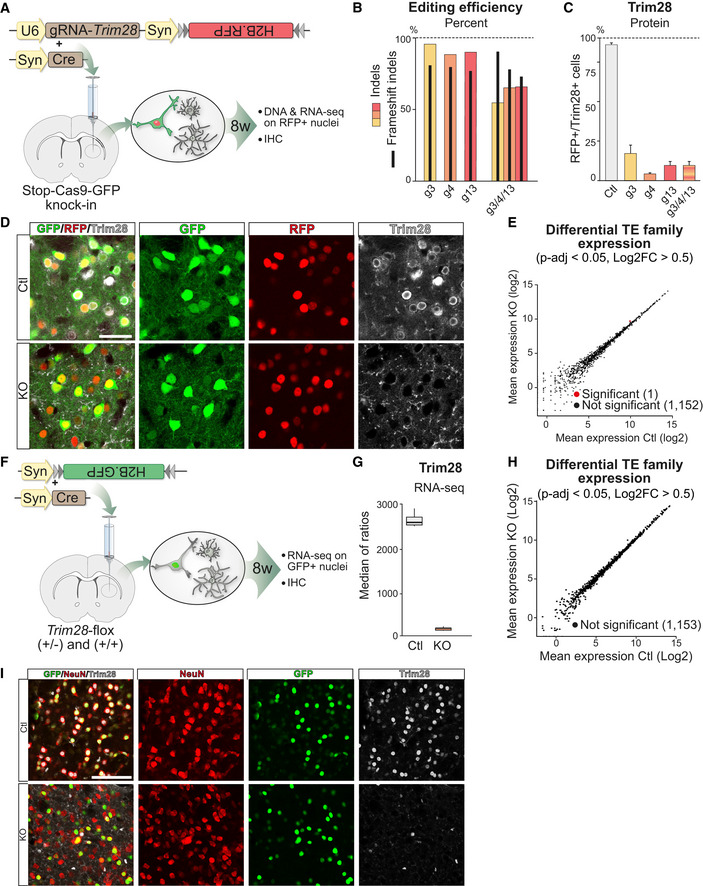
Deletion of *Trim28* in adult neurons *in vivo* does not result in an upregulation of ERVs AA schematic of the workflow targeting *Trim28* in the forebrain of Stop‐Cas9‐GFP knock‐in mice using AAV vectors expressing the gRNA and a nuclear RFP reporter as well as an AAV vector expressing Cre, specifically in neurons by the Synapsin promoter. 8 weeks after injection, the animals were analyzed either by IHC or by DNA/RNA‐sequencing following nuclei isolation by FACS.BGene editing efficiency was evaluated by amplicon sequencing of the respective targeted sequences. DNA was isolated from 50,000 RFP^+^ nuclei per animal, one animal per group was analyzed. Black bars indicate % of frameshift mutations.C, DNeuron‐specific editing of the *Trim28*‐loci resulted in a robust loss of the Trim28 protein in neurons, as evaluated by IHC where the expression of Trim28 in RFP^+^ cells was quantified and is displayed as mean ± SEM. Approximately 550 RFP^+^/GFP^+^ cells per animal and group was evaluated. Scale bar 30 µm.EDifferential expression analysis of TEs in adult neurons from the Stop‐Cas9‐GFP knock‐in mice upon *Trim28*‐KO was done by using TEtranscripts and DESeq2 (described in Materials and Methods).FA schematic of the workflow targeting *Trim28* in adult neurons in the forebrain of *Trim28*‐flox mice (+/− and +/+) by co‐injecting AAV vectors expressing Cre or nuclear GFP under the control of the Synapsin promoter. 8 weeks after injection, the animals were analyzed either by IHC or by RNA‐sequencing following nuclei isolation by FACS.GRNA‐seq analysis of the isolated GFP^+^ nuclei revealed a loss of the *Trim28* transcript. Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.HTE differential expression analysis on the adult neurons in the *Trim28*‐flox animals was done using TEtranscripts and DESeq2 (described in Materials and Methods).IIHC for Trim28, GFP, and the neuronal marker NeuN revealed a complete neuronal loss of the protein Trim28 in the *Trim28*‐KO animals (*Trim28*‐flox mice (+/+)). Scale bar 75 µm.

**Figure EV3:**
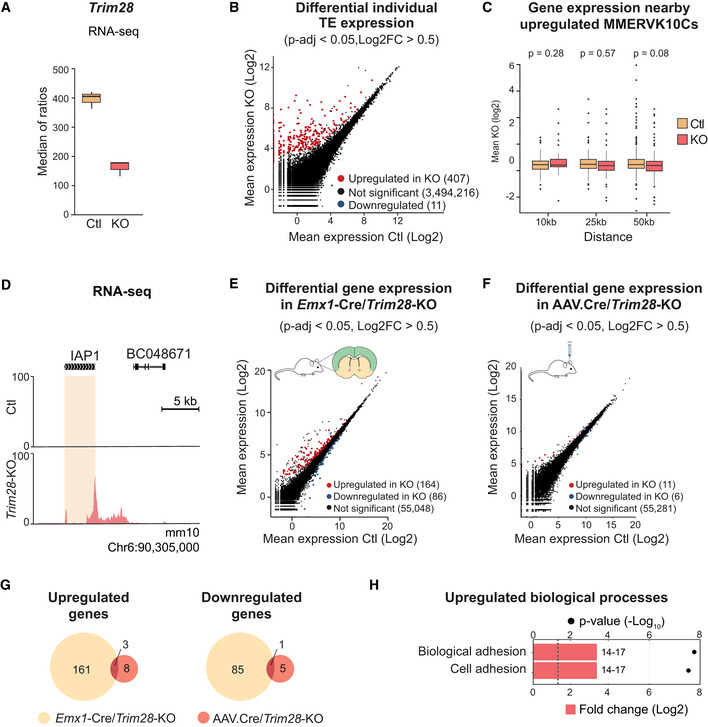
Differential gene expression upon loss of *Trim28* RNA‐seq analysis of *Trim28* expression in the adult cortex of *Emx1*‐Cre/ *Trim28*‐KO animals (*Emx1*‐Cre(+/−), *Trim28*‐flox(+/+)). Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.Differential TE expression analysis for individual TEs in the adult cortex of *Emx1*‐Cre/*Trim28*‐KO animals compared to their Cre‐negative control litter mates was performed with DESeq2 (described in Materials and Methods).Expression of genes nearby upregulated full length MMERVK10Cs were not upregulated in the *Emx1*‐Cre/*Trim28*‐KO animals. X‐axis indicate the window‐of‐inclusion for genes located close to an MMERVK10C (test performed with DESeq2, Log2FC > 0). Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.No transcriptional readthrough into nearby genes from upregulated MMERVK10Cs were observed, exemplified with an UCSC screenshot of the same location in the genome as shown in Fig 1G.Differential gene expression performed with DESeq2 (see Materials and Methods) in the adult cortex of *Emx1*‐Cre/*Trim28*‐KO animals compared to their control litter mates.Differential gene expression performed with DESeq2 (see Materials and Methods) in the adult forebrain upon AAV.Cre/*Trim28*‐KO compared to controls.Venn diagrams showing significantly up‐ and downregulated genes in the *Emx1*‐Cre/*Trim28*‐KO and the AAV.Cre/*Trim28*‐KO animals, as well as the genes overlapping in between them.GO term analysis of the overlapping upregulated genes between *Emx1*‐Cre/*Trim28*‐KO and the AAV.Cre/*Trim28*‐KO animals.

**Figure EV4:**
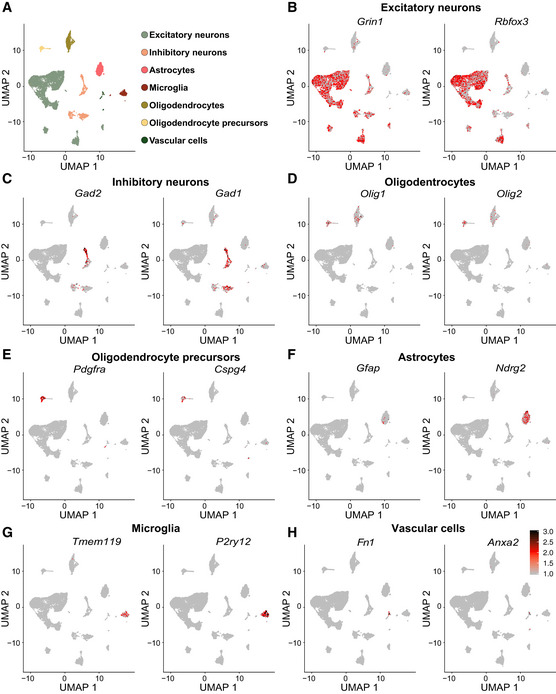
Cell type marker expression projected onto the UMAP plot of *Emx1*‐Cre/*Trim28* cell clusters AAn overview of the defined cell clusters from single cell RNA‐seq of *Emx1*‐Cre/*Trim28*‐flox animals in an UMAP plot.B–HThe projected expression of two cell markers per cluster on the UMAP. Source data are available online for this figure.

**Figure EV5:**
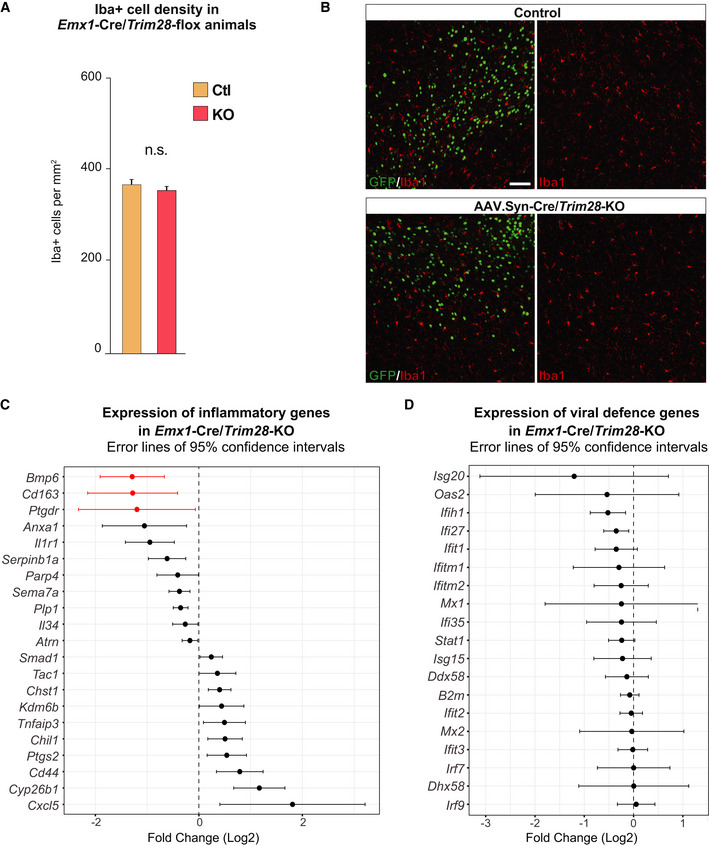
Iba1^+^ densities and inflammatory/viral defense genes upon *Trim28*‐KO The number of Iba1^+^ cells did not differ in the cortex of *Emx1*‐Cre/*Trim28*‐KO animals and controls, here shown as mean ± SEM, unpaired *t*‐test. Iba1^+^ cells were counted in 20 photographs (20x objective) per animal, control *n* = 3 and KO *n* = 2.Immunohistochemical analysis for the microglia marker upon *Trim28*‐KO in mature neurons *in vivo* (AAV.Syn‐Cre/*Trim28*‐KO animals) revealed no difference in Iba1 morphology between *Trim28*‐KO animals and controls. Scale bar 75 μm.Inflammatory genes were chosen from 216 genes annotated in the immune response GO term (GO0006954) if none of the confidence intervals overlapped zero Three genes were significantly downregulated upon the *Emx1*‐Cre/*Trim28*‐KO and are labeled in red: *Bmp6*, *Cd163*, and *Ptgdr* (*P*‐adj < 0.05), *n* = 3 per condition. Error lines showing 95% confidence intervals. The list of viral defense genes was retrieved from (Liu *et al,* 2018). None of these were significantly different upon the *Emx1*‐Cre/*Trim28*‐KO. Source data are available online for this figure.

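In the bulk cortex libraries, Bmp6 on chromosome 13 was at 1.35 ± 0.404 CPM in the Trim28-KO animals and at 2.64 ± 0.477 CPM in the controls (SD, n = 3 each), a log2 fold change of -0.98 (standard error 0.261, adjusted p = 0.122 from edgeR's quasi-likelihood test). Cd163 on chromosome 6 had a log2 fold change of -1.06 (standard error 0.304, adjusted p = 0.161, same test), with 0.946 ± 0.460 against 2.08 ± 0.235 CPM. Ptgdr on chromosome 14 had a log2 fold change of -1.37 (standard error 0.452, adjusted p = 0.263, same test), with 0.287 ± 0.112 against 0.764 ± 0.315 CPM. None of the 3 passed the threshold over all genes. In the nuclei, Bmp6 was among the genes that lead the unnamed cluster of 129 nuclei.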

### Deletion of *Trim28* in NPCs *in vivo*

Our results demonstrate that Trim28 is essential for transcriptional repression of ERVs in NPCs, but not in mature neurons. This suggests the existence of an epigenetic switch, where the dynamic and reversible Trim28/H3K9me3‐mediated repression found in brain development is replaced by a different stable silencing mechanism in the adult brain. This is similar to what has been observed in early development where Trim28 participates in the establishment of DNA methylation to stable silence transposable elements (Wiznerowicz *et al*, 2007). To test this hypothesis, we deleted *Trim28* in dividing neural progenitors *in vivo*, which give rise to mature neurons in adulthood. We bred *Emx1*‐Cre transgenic mice (Iwasato *et al*, 2000) with *Trim28*‐flox mice (Cammas *et al*, 2000), resulting in *Trim28* deletion in cortical progenitors starting from embryonic day 10 (Figs 3A and EV3A). For better visualization of *Trim28*‐excised cells by IHC, we included a *Cre*‐inducible GFP reporter (gtRosa26‐Stop‐GFP) in the breeding scheme. With this setup, GFP expressing cells will correspond to cells in which Trim28 was deleted during development.

**Figure 3:**
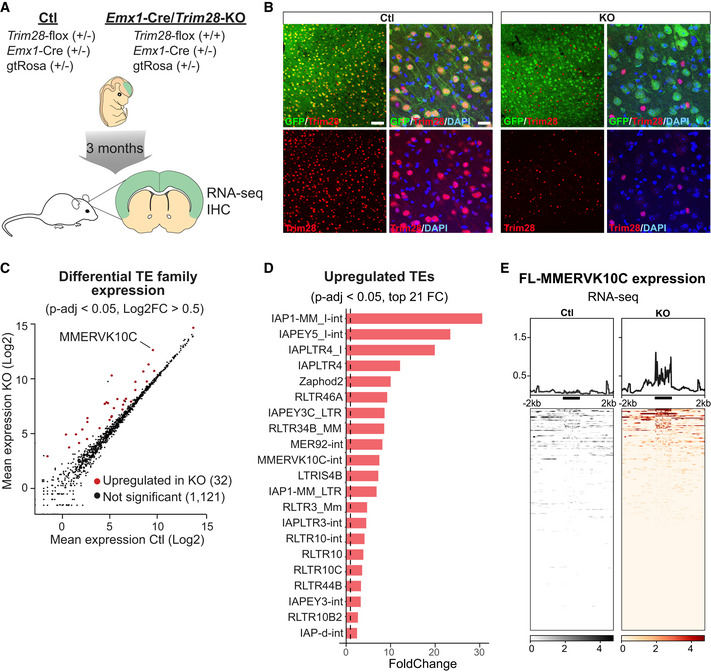
Deletion of Trim28 during brain development results in aberrant TE expression in the adult brain A schematic of the breeding scheme resulting in highly efficient conditional deletion of *Trim28*‐KO during cortical development and analyzing the adult tissue 3 months later by IHC and RNA‐seq.IHC for Trim28 in the adult cortex revealed that the protein was lost in cells exposed to Cre‐activity during brain development (GFP^+^ cells). Scale bars: low magnification 75 μm, high magnification 20 µm.RNA‐seq analysis of the expression of TE families using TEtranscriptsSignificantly upregulated TE families upon the *Trim28*‐KO, in which the families with the highest fold change are listed.RNA‐seq analysis of full length MMERVK10Cs in the adult tissue. The location of the full length MMERVK10Cs is indicated as a thick black line under each histogram.

*Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice were born at the expected ratio and survived into adulthood. Their overall brain morphology and size was not affected by the loss of *Trim28* during cortical development. IHC analysis of adult brains revealed that Trim28 protein was absent in virtually all pyramidal cortical neurons and that these cells also expressed GFP, demonstrating a highly efficient Cre‐mediated excision of *Trim28* during development (Figs 3B and EV3A). Cells that did not express GFP—for example, microglia and interneurons—expressed Trim28 as expected.

We performed RNA‐seq on adult cortical tissue from these animals and control siblings to analyze ERV expression. 

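Polyadenylated RNA from the cortex of 3 Emx1-Cre (+/-), Trim28-flox (+/+) animals (60, 73 and 76) and 3 control animals (64, 65 and 77) aged 3 months was sequenced. Emx1-Cre is active in the progenitors of cortical excitatory neurons and of part of the glia. The gene counts summed to between 16748967 and 18592289 per Trim28-KO library with a median of 17042796, and to between 17206220 and 25345083 per control library with a median of 21332513. The counts on TE subfamilies summed to between 310446 and 449744 per Trim28-KO library, with a median of 434265, and to between 383094 and 551504 in the controls, with a median of 495407. Processing and tests were those of the NPC libraries, and an exact two-sided permutation test of 3 against 3 cannot go below p = 0.1. Trim28 was at 7.83 ± 1.52 CPM (SD, n = 3) in the Trim28-KO cortex and at 20.4 ± 1.28 CPM (SD, n = 3) in the controls, a log2 fold change of -1.39 (standard error 0.15, adjusted p = 3.78e-04 from edgeR's quasi-likelihood test). It lay between -1.48 and -1.23 with each animal left out. The methods of the paper and the sample labels describe the controls as carrying Emx1-Cre and 1 floxed Trim28 allele, while the legend of Fig EV3 calls them Cre-negative.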

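In the Emx1-Cre cortex, 29 of 739 TE subfamilies were upregulated and 0 downregulated (edgeR, 91 at an unadjusted p under 0.05), and DESeq2 called 30 upregulated. The 29 comprised 27 LTR subfamilies, the LINE Lx5b with a log2 fold change of 0.68 and the DNA transposon Zaphod2 with one of 3.27. Leaving out each animal in turn gave between 27 and 32. IAP1-MM_I-int rose from 90.5 ± 16.6 to 2753 ± 586 CPM of TE counts (SD, n = 3 each), a log2 fold change of 4.93 (standard error 0.181, adjusted p = 4.34e-09 from edgeR's quasi-likelihood test). MMERVK10C-int rose from 1827 ± 117 to 13670 ± 284 CPM (SD, n = 3 each), a log2 fold change of 2.90 (standard error 0.0606, adjusted p = 1.6e-11, same test) that stayed between 2.86 and 2.96 with each animal left out. IAPLTR4_I, IAPLTR4, RLTR46A, IAPEY3C_LTR, RLTR34B_MM and MER92-int had log2 fold changes of 4.19, 3.57, 3.17, 3.10, 3.09 and 3.02. Of the 8 subfamilies upregulated in NPCs, 7 were among the 29.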

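Of 13997 individual TEs tested, 347 were upregulated and 35 downregulated (edgeR), and DESeq2 called 300 and 19. The 347 were 164 LTR, 100 SINE and 83 LINE copies. MMERVK10C-int had 21 upregulated copies of 29 tested, and IAPEz-int had 31 upregulated copies. Of the 183 SINE and LINE copies, 29.5% lay within 10 kb of an upregulated LTR copy, against 0.180% of the others. B2_Mm1a_dup2286 on chromosome 2 had 0 counts in the controls and was at least 63.3-fold higher against the floor of 3 counts per library. Of the 35 lower copies, 4 lay within 10 Mb of Trim28 on chromosome 7, among them B2_Mm1a_dup6729 (13015924 to 13016110), L1Md_T_dup8917 (7216427 to 7222868) and B2_Mm1a_dup6686, which had 0 counts in the Trim28-KO cortex. The number of lower copies was 16 without the control animal 64.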

In adult cortical tissue from *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+), we observed a robust upregulation of several ERV families, many of which were also upregulated *in vitro* in the NPC experiment, including, e.g, MMERVK10C (Figs 3C and EV3B—individual TEs). Similar to the NPC experiment, we found that only a few full length elements were activated, but that these were highly expressed (Fig 3D and E). Thus, the deletion of *Trim28* in NPCs *in vivo* during brain development results in the expression of ERVs in the adult brain. 

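Of 17 full-length MMERVK10C elements with enough reads in the cortex, 12 were upregulated (edgeR), and between 12 and 15 with each animal left out. The counts on all full-length elements summed to between 1041 and 1572 per Trim28-KO library and to between 253 and 463 per control library. MMERVK10C-int_dup846 (chromosome 4, 131222117 to 131229229, forward strand) had 0 counts in the controls and was at 6.21 ± 1.29 CPM (SD, n = 3), at least 46.0-fold higher against the floor of 3 counts per library (adjusted p = 1.95e-10, edgeR's quasi-likelihood test). The element dup2481 (chromosome 12, 70183634 to 70190146) was at 21.3 ± 2.76 against 2.27 ± 0.761 CPM (SD, n = 3 each), a log2 fold change of 3.20. The element dup854 (chromosome 4, 139952849 to 139958343) rose by 4.42 on the log2 scale, from 0.383 ± 0.159 to 8.46 ± 2.17 CPM (SD, n = 3 each). Upregulated in both the cortex and the NPCs were 2 elements, of 6 that could be tested in both.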

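The paper concludes from the rise of ERV families and of individual elements in this tissue that loss of Trim28 in NPCs during brain development leaves ERVs expressed in the adult brain.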

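Within 50 kb of an upregulated MMERVK10C-int copy lay 22 genes tested in the Emx1-Cre cortex, with a median log2 fold change of -0.0363, compared with 0.00333 for 495 genes near other copies. The difference of -0.04 was within the chance range (permutation test over genes, two-sided, 100000 resamples, p = 0.319), and its sign changed with the animal left out, from -0.0622 to 0.00987. A window of 10 kb gave a difference of 0.10 (p = 0.157, same permutation test). Of the 22 genes, 2 were upregulated under edgeR, Gm40123 with a log2 fold change of 2.15 (adjusted p = 0.00111) and Abhd12b with one of 2.47 (adjusted p = 0.0208).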

Notably, and in contrast to the *Trim28*‐KO in NPCs *in vitro*, we did not detect an effect on nearby gene expression by activation of ERVs (Fig EV3C) nor observe any transcriptional readthrough from activated ERV elements into neighboring genes. This also included the very same elements that had this property *in vitro* in NPCs (Figs 3E and EV3D). These results demonstrate that deletion of *Trim28* during brain development *in vivo* results in high‐level expression of ERVs in the adult brain.

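BC048671 had too few counts in the cortex to be tested. Gm43891, which lies just upstream of it on chromosome 6, had 0 counts in the controls and was at 10.1 ± 1.35 CPM (SD, n = 3) in the Trim28-KO cortex, at least 74.8-fold higher against the floor of 3 counts per library (adjusted p = 1.12e-06, edgeR's quasi-likelihood test). Fbxw19 and Fbxw16 were at 6.81 ± 1.83 and 2.79 ± 0.488 CPM (SD, n = 3 each) with 0 counts in the controls, at least 50.4-fold and 20.6-fold higher. Readthrough was not analysed here, since it needs the aligned reads.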

### Downstream transcriptional consequences of ERV activation in the brain

Our finding that *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice survive—despite high levels of ERV expression in the brain—raises the question about the downstream consequences of ERV activation *in vivo*. We first compared the expression of protein coding genes in *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice to their control littermates. We included RNA‐seq data from animals in which *Trim28* was deleted in adult neurons (AAV.Syn‐Cre, *Trim28‐*flox (+/+)) in this analysis since these samples provide an important control setting in which the loss of *Trim28* does not impact ERV expression but only other Trim28 targets (Fig EV2, EV3, EV4, EV5). Analysis of the *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice revealed 164 significantly upregulated and 86 significantly downregulated genes, of which 26 of the upregulated and 13 of the downregulated were similarly changed in the AAV.Cre, *Trim28‐*flox (+/+) mice (Fig EV3, EV4, EV5, Table EV1). This demonstrates that the loss of Trim28 during brain development causes substantial downstream effects on gene expression. 

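Of 16271 genes, 140 were upregulated and 76 downregulated in the Emx1-Cre cortex (edgeR, 1488 at an unadjusted p under 0.05), and DESeq2 called 163 and 89. With each animal left out the number ranged from 104 without the control 77 to 344 without the Trim28-KO animal 76. In the AAV.Cre, Trim28-flox libraries 2 genes were higher and 5 lower by their labels, of 17102 tested (edgeR, 810 at an unadjusted p under 0.05), and DESeq2 called 13 and 25. Among 14635 genes tested in both experiments, 147 and 5 passed the thresholds. By the labels, 0 of them changed with the same sign and 3 with opposite signs, Trim28, Mkrn3 and Nup62cl. This is more than chance gives (Fisher's exact test, p = 9.78e-06). Trim28 was deleted in both experiments, so it was shared by design, and the test was not run without it. Under DESeq2 0 genes changed with the same sign and 9 with opposite signs. As Trim28 goes against the labels of the flox libraries, the signs of this overlap hold by label only. All 37 tested genes that Table EV1 lists for these libraries had the sign opposite to that table. The 0 genes with the same sign by label therefore do not by themselves go against the paper's overlap. Of 96 upregulated and 51 downregulated cortex genes tested in both, 20 and 12 moved the same way in the flox libraries by label, at any size. Nup62cl (ENSMUSG00000072944.11, chromosome X) was at 0.0139 ± 0.0278 CPM (SD, n = 4) in the libraries labelled KO and at 9.18 ± 0.983 CPM (SD, n = 4) in those labelled control (adjusted p = 7.23e-06, edgeR's quasi-likelihood test). Fancd2, Theg and Gm3772 were lower and Vegfa was higher in the libraries labelled KO, with log2 fold changes of -1.37, -3.0, -4.27 and 0.90.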

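Beside Gm43891 and the Fbxw genes, the largest rises in the cortex from 0 counts in the controls were those of Iapp, at least 20.8-fold, and Zfp345, at least 9.86-fold against the floor of 3 counts per library. Among the falls, Ptprh (chromosome 7, 4548612 to 4604041, within 10 Mb of Trim28) had a log2 fold change of -3.83 (standard error 0.448, adjusted p = 6.7e-04 from edgeR's quasi-likelihood test). Myoc had one of -3.29 (standard error 0.251, adjusted p = 1.7e-05, same test). Slc47a1, Slc26a7 and Celsr1 had log2 fold changes of -3.02, -2.32 and -2.31. Of 19 tested markers of the meninges, the membranes that cover the cortex, all 19 were lower in the Trim28-KO libraries, with a median log2 fold change of -0.93 (fry, two-sided, p = 0.0165, exact test over the 20 groupings of the libraries, p = 0.1, the smallest it can give). From the changed genes of this cortex and the part of them similarly changed in the AAV.Cre mice, the paper concludes that the developmental loss of Trim28 has strong downstream effects on gene expression.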

Gene ontology (GO) analysis on molecular and biological pathways of genes specifically altered in *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+)—but not in AAV.Cre, *Trim28‐*flox (+/+) mice—revealed significant changes in genes related to cell adhesion (Fig EV3H).

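As genes of cell adhesion, the clustered protocadherins (Pcdha, Pcdhb and Pcdhg) were tested as a set chosen in advance. Genes of the Pcdha cluster and of the Pcdhg cluster share constant exons within their cluster, so reads there could be assigned to several of them. Of 56 tested in the Emx1-Cre cortex, 37 had a positive log2 fold change, 20 were upregulated and 2 downregulated over all genes, and 34 passed when adjusted over the list alone. Their median log2 fold change was 0.46, compared with 0.00708 for all genes, and their mean 0.49 (fry, two-sided, p = 0.0144, camera p = 4.9e-26, exact test over the 20 groupings of the libraries, p = 0.1, the smallest it can give). Corrected over the 11 gene lists tested in this cortex, the set no longer passed (fry, adjusted p = 0.0605), nor did it pass uncorrected without the control 65 or the control 77. Pcdhb genes alone had a median of 0.65 (fry, adjusted p = 0.0201) and Pcdhg genes 0.37 (fry, adjusted p = 0.0159), while Pcdha genes had a median of -0.39 and a mean of 0.33 (fry, adjusted p = 0.375), with the sign of the median and of the mean differing. Pcdha1 rose from 0.636 ± 0.459 to 7.95 ± 0.486 CPM (SD, n = 3 each) and Pcdhb6 from 4.62 ± 0.486 to 27.7 ± 5.88 CPM (SD, n = 3 each). In the AAV.Cre, Trim28-flox libraries the median of the set was -0.08 by the labels, which Trim28 goes against (fry, p = 0.402, exact test over groupings, p = 0.6). The gene ontology analysis itself was not repeated, since no ontology table was used here.

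**Figure D5:**
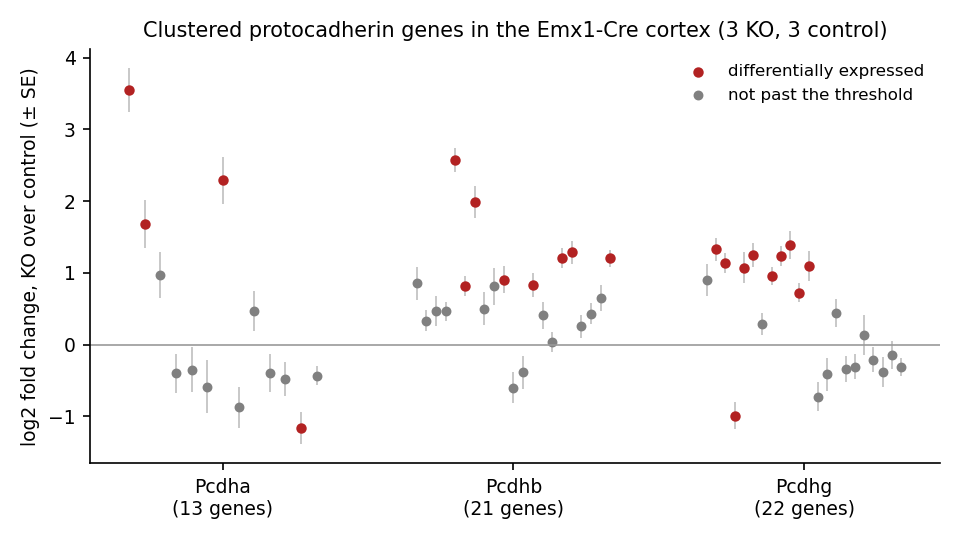
Log2 fold change (y axis, KO over control, with the standard error as a line) of the clustered protocadherin genes in the Emx1-Cre cortex, grouped by cluster (x axis), red where past the thresholds. Of 56 genes, 20 were upregulated and 2 downregulated.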

### Single‐nuclei RNA‐seq analysis of ERV‐expressing brain tissue

These results indicate that the activation of ERVs in neurons results in downstream transcriptional effects that could have an impact on neuronal function. However, the brain is a complex tissue composed of several cell types located in close vicinity. To separate cell‐intrinsic effects from cell‐extrinsic effects, we performed single‐nuclei RNA‐seq analysis on forebrain cortical tissue dissected from *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) and control littermates. 

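Single-nuclei libraries were made from the cortex of 2 Emx1-Cre (+/-), Trim28-flox (+/+) animals (60 and 73) and 2 control animals (64 and 65), each of which also gave a bulk RNA-seq library. In this assay each nucleus is tagged with a barcode and each transcript with a unique molecular identifier (UMI). The authors aligned the reads with Cell Ranger to a pre-mRNA reference of mm10 and deposited the UMI counts per gene for the barcodes called as nuclei. The animals were the replicates in every test here, with UMI counts summed per animal and cell type, so an exact two-sided permutation test of 2 against 2 cannot go below p = 0.333. Summed counts were tested with edgeR's quasi-likelihood test, and a gene was called changed at an adjusted p under 0.05. Clusters were built anew, with 2000 variable genes, 20 principal components and a resolution of 0.1, and called after a cell type, here "-like", from markers fixed in advance.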

High‐quality single‐nuclei sequencing data were generated from a total of 14,296 cells, including 7,670 from *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice and 6,626 from control littermates (Fig 4A).

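The deposited matrices hold 3799 and 3871 nuclei of the Trim28-KO animals 60 and 73, and 3496 and 3130 of the control animals 64 and 65. Nuclei within 3 median absolute deviations of their animal's median number of detected genes, on a log10 scale, were kept, which left 3609, 3590, 3407 and 3065. The log scale was chosen after seeing that the linear scale removed 0 nuclei. The kept nuclei had a median of 8655 and 8839.5 UMIs in the Trim28-KO animals and of 8088 and 8579 in the controls. Their median number of detected genes was 3340 and 3370 against 3127 and 3179. Scrublet, with an expected doublet share of 6%, marked 193 nuclei as doublets, of which 12 came from animal 60, and these were kept in the main results.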

**Figure 4:**
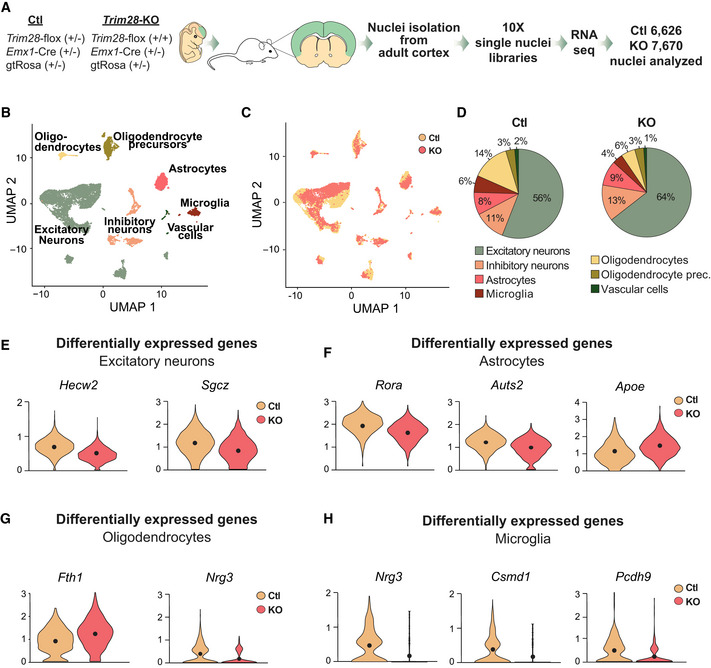
Single‐nuclei RNA‐seq of cortical tissue from *Emx1*‐Cre/*Trim28*‐KO animals and their littermates AA schematic of the workflow for the single‐nuclei RNA‐seq of cortical tissue from *Emx1*‐Cre/*Trim28*‐KO animals and their littermates.BUMAP showing the unbiased clustering analysis with seven different cell clusters.C, DUMAP and pie charts showing the distribution of *Trim28*‐KO and control cells over the seven different clusters. There were no major differences in proportions of the different cell clusters between *Emx1*‐Cre/*Trim28*‐KO animals and controls.E–HA selection of significant cell‐type‐specific changes in gene expression between *Emx1*‐Cre/*Trim28*‐KO animals and controls as revealed by single‐nuclei RNA‐seq. The black dots represent the mean value (Wilcoxon rank sum test, (*P*‐adj value < 0.01), *n* = 2. For a full list, see Table EV2.

We first performed an unbiased clustering analysis to identify and quantify the different cell types present in the brain tissue. 

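Clustering of the kept nuclei gave 7951 excitatory neuron-like nuclei, 1626 inhibitory neuron-like, 1308 oligodendrocyte-like, 1185 astrocyte-like, 691 microglia-like, 453 oligodendrocyte progenitor-like and 46 vascular cell-like nuclei. A cluster of 282 nuclei led by Slc17a8 and Tshz2 had no clear markers of the cell types above and was left without a name. A cluster of 129 nuclei led by Slc47a1, Bnc2 and Slc6a20a was also left without a name, by a rule on its leading genes chosen after seeing the clusters. Of the markers of its best-scoring cell type 8 were detected, with a mean score of 1.54. The leading genes of the latter include Slc6a20a and Slc6a13, both on the list of meningeal markers. Vascular cell-like nuclei had a median of 1720 UMIs, microglia-like nuclei one of 1813 and oligodendrocyte-like nuclei one of 2362.5, below those of the other named cell types.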

We detected seven different clusters (Figs 4B and EV4A–H), including excitatory and inhibitory neurons as well as several different glial populations, with excitatory neurons making up the largest cluster with more than half of the cells (Fig 4B). Overall, there was no major difference in cell number proportions between *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) and control animals (Fig 4C and D). For example, we found no reduction of excitatory neurons in the *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) animals even though this cell population completely lacked *Trim28*, as demonstrated by IHC of Trim28 and GFP. 

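Shares were computed per animal from the kept nuclei with a rebuilt naming of clusters. Excitatory neuron-like nuclei made up 60.6% (exact 95% binomial interval 59.0 to 62.2%) and 64% (62.4 to 65.6%) in the Trim28-KO animals and 49.0% (47.3 to 50.7%) and 58.7% (56.9 to 60.4%) in the controls. The mean was 62.3 ± 2.41% against 53.8 ± 6.86% (SD, n = 2 each, exact permutation test, p = 0.333). Oligodendrocyte-like nuclei made up 6.46% (5.68 to 7.31%) and 4.54% (3.88 to 5.27%) in the Trim28-KO animals and 16.7% (15.5 to 18.0%) and 11.2% (10.1 to 12.4%) in the controls, a difference in means of -8.45 percentage points. Neither this difference nor that of microglia-like nuclei, 4.03 ± 0.889% against 6.17 ± 0.785% (SD, n = 2 each), can pass a threshold of 0.05 with 2 animals per group (exact permutation test, p = 0.333 for both). The animals differed from each other beyond the binomial intervals, which cover counting error only.

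**Figure D6:**
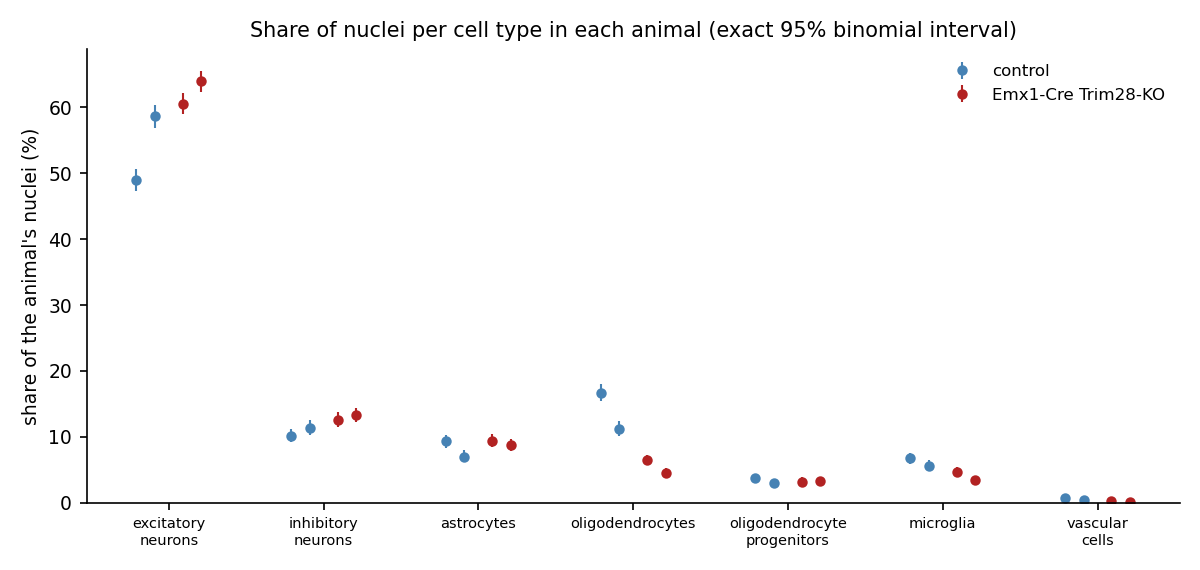
Share of the kept nuclei of each animal (y axis, %) by cell type (x axis), control animals in blue and Trim28-KO animals in red, with the exact 95% binomial interval as a line. Oligodendrocyte-like nuclei were at 16.7 and 11.2% in the controls and at 6.46 and 4.54% in the Trim28-KO animals.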

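The means of inhibitory neuron-like nuclei were 12.9 ± 0.500% in the Trim28-KO animals and 10.8 ± 0.870% in the controls (SD, n = 2 each), of astrocyte-like nuclei 9.07 ± 0.457% and 8.16 ± 1.62%, and of oligodendrocyte progenitor-like nuclei 3.28% and 3.33%. Vascular cell-like nuclei, 46 in all, were at 0.167% and 0.517%. The excitatory share was higher in the Trim28-KO animals by 8.44 points, and by between 3.58 and 13.3 points with each animal left out. Trim28 was detected at 6.29 and 6.71 CPM in the summed excitatory neuron-like nuclei of the Trim28-KO animals, from 162 and 175 UMIs, and at 8.70 and 6.89 CPM in the controls, from 188 and 155 UMIs. There its log2 fold change was -0.31 (adjusted p = 0.310, edgeR's quasi-likelihood test), and UMIs from the part of the gene that Cre does not remove are included in it.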

We conclude that deletion of *Trim28* during brain development in neuronal progenitors does not result in significant cell death.

Next, we analyzed transcriptional differences between the two genotypes. 

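In the excitatory neuron-like nuclei, 754 of 16243 genes were upregulated and 668 downregulated in the Trim28-KO animals (edgeR), and DESeq2 called 895 and 840. The UMIs summed to between 21617130 and 26099790 per animal. edgeR recovered 80.5% of changed genes with 17.9% false calls in simulated counts with the spread of these sums, and DESeq2 74.5% with 8.59%. The number of changed genes depended on single animals, being 5319 without the control 64 and 701 without the Trim28-KO animal 73, and was 0 without the filter on low counts and 478 with each nucleus thinned to 1000 UMIs. The largest changes were rises of She, Gm13016 and Draxin, with log2 fold changes of 7.31, 5.10 and 5.00, and falls of Ctgf, 5930412G12Rik and Clic5, with -3.97, -3.66 and -3.38. All 10 genes that Table EV2 lists for this cell type had the sign given there, and 8 passed the threshold here.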

Among the dysregulated genes in excitatory neurons, we found altered expression of several lncRNAs and protein coding genes (Table EV2), many of which are linked to neurological disorders. 

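Hecw2 was at 467 and 459 CPM in the excitatory neuron-like nuclei of the Trim28-KO animals and at 785 and 866 CPM in the controls, a log2 fold change of -0.88 (standard error 0.103, adjusted p = 0.00672 from edgeR's quasi-likelihood test). Sgcz was at 1653 and 1425 CPM against 2281 and 2424 CPM, a log2 fold change of -0.66 (standard error 0.113, adjusted p = 0.0169, same test). Cdh18, Hs3st4, Tmem132d and Pak7 had log2 fold changes of -1.56, -1.23, -1.17 and -0.92, and Gm26835 and Pde10a of 0.93 and 0.62, all past the threshold. Meg3, with 0.34, and Homer1, with 0.92, did not pass (adjusted p = 0.0870 and 0.148, edgeR). Under DESeq2 Meg3 passed (adjusted p = 0.0480) and Homer1 did not (adjusted p = 0.398). For any gene, both Trim28-KO animals lie on one side of both controls by chance in a share of 0.333 of cases.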

Notably, we observed reduced expression of *Hecw2*, a ubiquitin ligase linked to neurodevelopmental delay (Berko *et al*, 2017) and *Sgcz*, a transmembrane protein linked to mental retardation (Piovani *et al*, 2014) (Fig 4E). We also found transcriptional alterations in astrocytes and oligodendrocytes (Fig 4F and G), two additional cell types in which *Emx1* is expressed during brain development and therefore should lack Trim28 expression. 

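In astrocyte-like nuclei, 95 of 10297 genes were upregulated and 120 downregulated (edgeR), and in oligodendrocyte-like nuclei 149 and 91 of 8041. DESeq2 called 55 and 56, and 73 and 19. The number for the astrocyte-like nuclei was 65 without the Trim28-KO animal 73 and 977 without the control 64, and that for the oligodendrocyte-like nuclei 94 and 683. Oligodendrocyte progenitor-like nuclei had 9 upregulated and 11 downregulated genes, and 150 changed genes without the control 64. Fbxw19 and Fbxw16 had 0 UMIs in either control and were called upregulated in both the astrocyte-like and the oligodendrocyte-like nuclei. Unc13c fell by 7.16 on the log2 scale in the astrocyte-like nuclei (adjusted p = 8.2e-08, edgeR's quasi-likelihood test). Trim28 was seen in 7, 7, 6 and 6 UMIs of the astrocyte-like nuclei and in 9, 7, 7 and 2 UMIs of the oligodendrocyte-like nuclei of animals 64, 65, 60 and 73, too few to show a difference at this depth.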

Among the dysregulated genes in astrocytes, we detected upregulation of *Apoe*, the key risk variant gene for Alzheimer’s disease, *Rora*, a nuclear hormone receptor linked to intellectual disability, epilepsy and autism (Guissart *et al*, 2018) and downregulation of *Auts2*, a transcriptional regulator linked to several neurodevelopmental disorders (Oksenberg & Ahituv, 2013). 

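In the astrocyte-like nuclei, Apoe had a log2 fold change of 0.74 (standard error 0.238, adjusted p = 0.16 from edgeR's quasi-likelihood test) and did not pass the threshold. Rora was lower in the Trim28-KO animals, with a log2 fold change of -0.69 (standard error 0.123, adjusted p = 0.0116, same test). Auts2 had a log2 fold change of -0.56 (standard error 0.114, adjusted p = 0.0258, same test). Under DESeq2 Rora passed (adjusted p = 0.00686) and Auts2 did not (adjusted p = 0.0577). Of the 15 genes that Table EV2 lists for astrocytes, all 15 had the sign given there and 13 passed the threshold. Genes that are far higher in excitatory neuron-like nuclei, 271 in all, had a median log2 fold change of -0.63 in these nuclei, 214 of them being lower, and did not pass as a set under fry.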

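In the oligodendrocyte-like nuclei, Fth1 had a log2 fold change of 0.75 (standard error 0.188, adjusted p = 0.0275 from edgeR's quasi-likelihood test). Nrg3 had a log2 fold change of -1.64 (standard error 0.306, adjusted p = 0.00246, same test). Under DESeq2 neither gene passed (adjusted p = 0.168 for Fth1 and 0.520 for Nrg3). All 17 genes of Table EV2 for this cell type had the sign given there, and 16 passed the threshold under edgeR. Genes that are far higher in excitatory neuron-like nuclei, 206 in all, had a median log2 fold change of -0.79 in these nuclei, 172 of them being lower, and did not pass as a set under fry.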

In oligodendrocytes, we observed transcriptional changes of *Fth1*, a ferritin gene linked to neurodegeneration (Muhoberac & Vidal, 2019), and *Ngr3*, a ligand to tyrosine kinase receptors that has been linked to schizophrenia (Kao *et al*, 2010). In contrast, interneurons, a neuronal subtype that maintains *Trim28* expression in *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice, displayed no evidence of altered gene expression in interneurons.

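In the inhibitory neuron-like nuclei, 0 of 12665 genes passed the threshold under edgeR, 1853 having an unadjusted p under 0.05, and DESeq2 called 6 up and 7 down. Without the control 64 edgeR called 2868 genes, and without the Trim28-KO animal 60 it called 1. The UMIs summed to between 3403563 and 4269706 per animal, less than in the excitatory neuron-like nuclei. In simulated counts with the spread of these sums, edgeR recovered 80% of changed genes, and 71% of those changed 2-fold. Snhg11 had a log2 fold change of 0.33 (standard error 0.128, adjusted p = 0.296 from edgeR's quasi-likelihood test). In a joint model with an interaction term, the change between genotypes differed between excitatory and inhibitory neuron-like nuclei in 395 of 15907 genes. Trim28 was at 16.7 and 10.3 CPM in the Trim28-KO animals and at 16.2 and 14.8 CPM in the controls, with a log2 fold change of -0.23 (adjusted p = 0.726, edgeR).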

Interestingly, we noted that also microglial cells displayed transcriptome alterations (Fig 4H). For example, microglia showed a reduced expression of *Csmd1*, a complement regulatory gene linked to familial epilepsy (Naseer *et al*, 2016) and schizophrenia (Schizophrenia Psychiatric Genome‐Wide Association Study & C, 2011), and of the protocadherin *Pcdh9*, which is a risk factor for major depressive disorder (Xiao *et al*, 2018). 

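In the microglia-like nuclei, 0 of 6087 genes passed the threshold under edgeR and 0 under DESeq2, with 430 at an unadjusted p under 0.05. Without the Trim28-KO animal 60 edgeR called 61 genes. The depth was low, with between 122 and 229 nuclei and between 230687 and 472122 UMIs per animal. In simulated counts of this size edgeR recovered 57.5% of changed genes, and 30% of those changed 2-fold. Csmd1 was at 146 and 134 CPM in the Trim28-KO animals, from 42 and 31 UMIs, and at 229 and 597 CPM in the controls, from 108 and 189 UMIs. Its log2 fold change was -1.56 (standard error 0.360, adjusted p = 0.202 from edgeR's quasi-likelihood test). Pcdh9 was at 483 and 234 CPM against 843 and 1206 CPM, a log2 fold change of -1.53 (standard error 0.267, adjusted p = 0.176, same test, and 0.0639 under DESeq2). All 7 genes that Table EV2 lists for microglia had the sign given there, 6 of them with both Trim28-KO animals below both controls, which chance gives in a share of 0.333 of genes for either direction, and 0 passed the threshold.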

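Nrg3 was at 188 and 160 CPM in the microglia-like nuclei of the Trim28-KO animals, from 54 and 37 UMIs, and at 318 and 821 CPM in the controls, from 150 and 260 UMIs. Its log2 fold change was -1.71 (standard error 0.349, adjusted p = 0.176 from edgeR's quasi-likelihood test). Genes that are far higher in excitatory neuron-like nuclei, 104 in all, had a median log2 fold change of -0.98 in the microglia-like nuclei, 96 of them being lower, and did not pass as a set under fry.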

Similar to oligodendrocytes, microglia showed a downregulation of *Nrg3* (Fig 4H). Microglia are immune cells of endodermal origin that do not express Emx1 during development and therefore maintains *Trim28* expression in *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) animals. 

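Trim28 was seen in 6 and 5 UMIs of the microglia-like nuclei of the Trim28-KO animals, or 20.9 and 21.7 CPM, and in 7 and 11 UMIs of the controls, or 14.8 and 34.7 CPM. With so few UMIs, a difference between genotypes was not detectable at this depth.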

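The interaction between genotype and cell type was significant in 438 genes between excitatory neuron-like and astrocyte-like nuclei, in 386 for oligodendrocyte-like, in 117 for oligodendrocyte progenitor-like and in 61 for microglia-like nuclei (edgeR). Bulk and single-nuclei libraries of the same animals were compared through the 140 upregulated and 76 downregulated genes of the bulk cortex. Of the upregulated genes, 74 could be tested in excitatory neuron-like nuclei, with a median log2 fold change of 1.05, above all 10000 random lists matched on expression, whose medians ranged from -0.0872 to 0.143. The medians were 1.22 in astrocyte-like, 1.90 in oligodendrocyte-like, 0.06 in inhibitory neuron-like and -0.02 in microglia-like nuclei, the latter pair at percentiles 60.3 and 47.7 of their random lists. The downregulated genes had a median of -0.86 in excitatory neuron-like, -0.93 in astrocyte-like, -0.13 in inhibitory neuron-like and oligodendrocyte-like, and -0.27 in microglia-like nuclei, the last 3 at percentiles 1.74, 12.7 and 6.2. With the downregulated genes of Table EV1 the inhibitory neuron-like nuclei had a median of -0.20, at percentile 0.05. As the animals overlap, these lists are not independent of the nuclei. The paper reasons that excitatory neurons lack Trim28 whereas microglia keep it. From changes in both it concludes that ERV activation in excitatory neurons, brought about by this loss, acts within those cells and on microglia.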

Taken together, these results demonstrate that the ERV activation in excitatory neurons, due to the loss of Trim28 during brain development, results in both cell autonomous and non‐cell autonomous effects, specifically on microglia where some of the downstream dysregulated genes have been previously linked to psychiatric disorders.

### Cell type‐specific analysis of ERV activation in the brain

The single‐nuclei RNA‐seq analysis indicated that microglia display transcriptional alterations despite maintaining Trim28 expression. Thus, microglia should be affected through cell‐extrinsic mechanism mediated by derepressed ERVs from adjacent cells lacking Trim28. To verify this observation, we devised a strategy to analyze the expression of ERVs in the different cell populations in the *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) animals and control littermates. Since current pipelines available for high‐throughput single cell RNA‐seq analysis do not allow for estimation of TE expression, we developed an approach that initially uses the cell clusters established based on the gene expression (Fig 4A and B). Then, by back‐tracing the reads from cells forming each cluster we were able to analyze the expression of ERVs and other TEs using TEtranscripts in distinct cell populations (Fig 5A) (Jin *et al*, 2015), increasing the sensitivity of TE expression at single cell type‐resolution.

**Figure 5:**
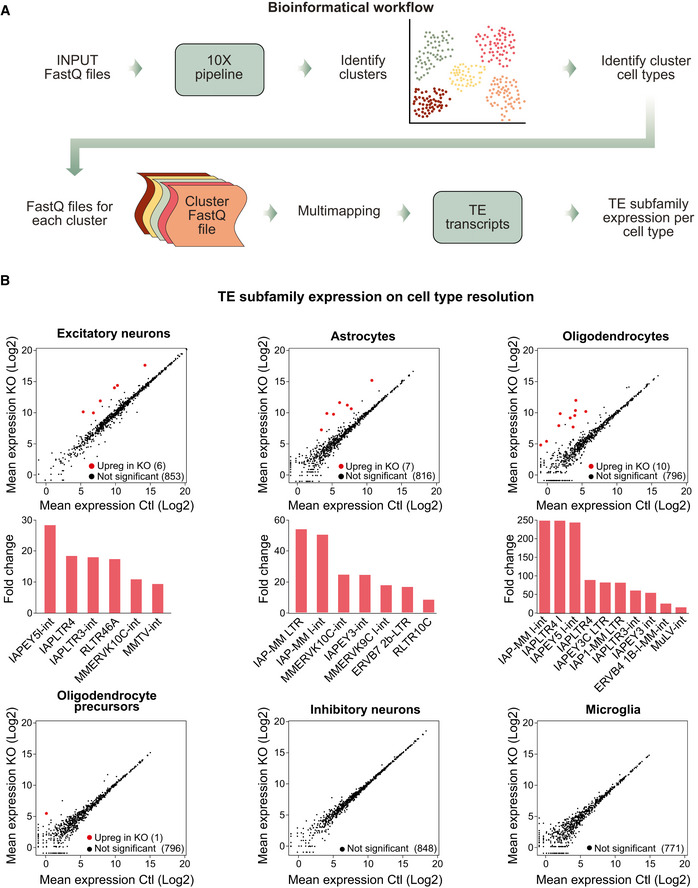
Cell type‐specific analysis of ERV activation in *Emx1*‐Cre/*Trim28*‐KO animals The workflow used to analyze ERV expression in single‐nuclei RNA‐seq data.Mean plots show the changes of TE subfamily expression in each cell cluster upon the *Emx1*‐Cre/*Trim28*‐KO. A differential expression analysis performed with DESeq2 (described in material and methods) showed upregulated TEs in cell types in which *Trim28* was deleted (excitatory neurons, astrocytes, oligodendrocytes, and oligodendrocyte precursors), (indicated with red dots: *P*‐adj < 0.01, log2FC > 3). The specific upregulated elements and their fold changes are listed in bar graphs under each mean plot. In cell types in which *Trim28* was not deleted, TE expression remained unaffected (inhibitory neurons and microglia).

When using this bioinformatical approach, we found that different ERV families (e.g, MMERVK10C) were expressed in excitatory neurons, astrocytes, oligodendrocytes, and oligodendrocytes progenitors, i.e, the cell types in which *Emx1* is expressed during brain development and thus lack Trim28 (Fig 5B). Notably, we found differences in ERV expression in distinct cell types, including activation of different families, demonstrating a cell type‐specificity in the ERV‐response to *Trim28* deletion. However, we found no upregulation of ERV expression in interneurons and microglia where Trim28 expression is maintained (Fig 5B). This analysis confirms that the transcriptional alterations observed in microglia are due to downstream cell‐extrinsic effects.

### Expression of ERVs in the brain is linked to an inflammatory response

The microglia response to the *Trim28*‐KO in neurons is intriguing as the aberrant expression of ERVs and other TEs have been linked to inflammatory responses (Hurst & Magiorkinis, 2015; Lim *et al*, 2015; Roulois *et al*, 2015; Thomas *et al*, 2017; Ishak *et al*, 2018; Saleh *et al*, 2019; Tam *et al*, 2019a). To study this further, we analyzed microglial cells by IHC for the pan‐myeloid marker Iba1 (ionized calcium‐binding adapter molecule 1, encoded by the Allograft inflammatory factor 1 (*Aif1*) gene). We found that the microglial cells in *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice displayed signs of activation, including higher expression of Iba1 (Fig 6A). Automated high‐content screening microscopy analysis revealed that, although the density of Iba1 + cells was unaffected (Fig EV5A), the microglia present in the cortex of *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice displayed a morphology that is typical for an activation phenotype, including longer and thicker processes with increased numbers of branches (Fig 6B). Interestingly, we only found activated microglia in the cortex, where excitatory neurons lack Trim28, but not in the nearby forebrain structure striatum, where Trim28 is still expressed in all neurons (Fig 6C). The inflammatory response was therefore spatially restricted to the area with increased ERV expression. We also detected an increased expression of CD68, a lysosomal protein upregulated in activated microglia, in the cortex of *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) animals, a further indication of an ongoing inflammatory response (Fig 6D). In addition, we found no signs of gliosis or an inflammatory response in animals where *Trim28* was deleted in mature neurons, a setting where Trim28 is removed but no ERVs are activated (AAV.Syn‐Cre/*Trim28‐*flox) (Fig EV5B). These results verify that the inflammatory response was not activated by the loss of *Trim28 per se* or by direct *Trim28*‐targets in neurons, but more likely caused by the expression of ERVs.

**Figure 6:**
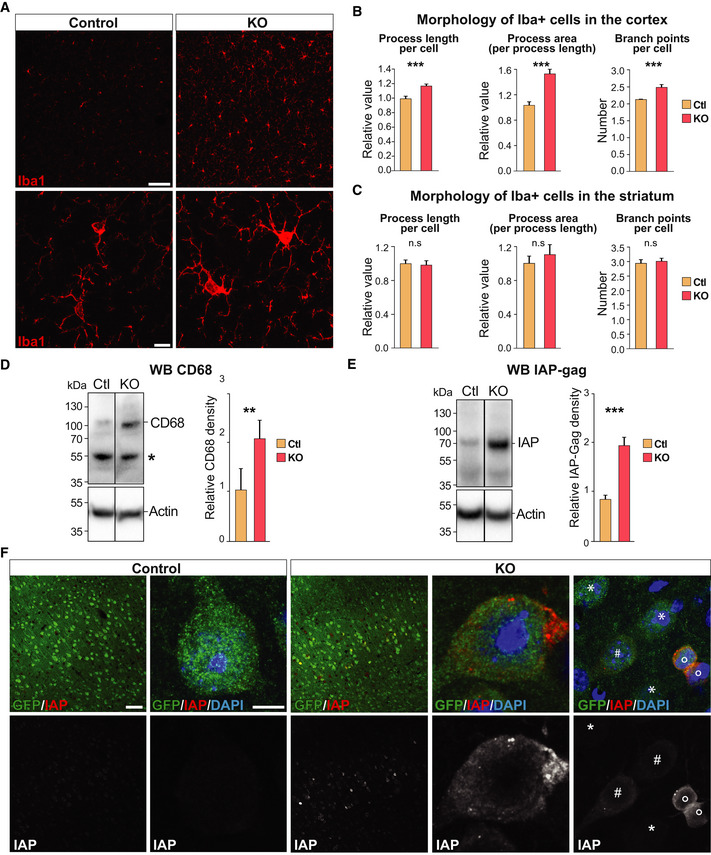
Activation of ERVs during brain development results in the presence of ERV proteins in adult brain tissue and signs of an inflammatory response AIHC analysis for the microglia marker Iba1 in *Emx1*‐Cre/*Trim28*‐KO animals and controls. Scale bars: Low magnification 75 μm, high magnification 10 μm.B, CThe morphology of microglia in cortex and striatum (control region) of *Emx1*‐Cre/*Trim28*‐KO animals and controls were quantified by high‐content screening of Iba1 immunoreactivity, revealing differences in process length, area, and number of branch points specifically in cortex, error bars mean ± SEM (unpaired *t*‐test. *P* values: 1.8 × 10^−4^, 9.6 × 10^−4^, and 5.2 × 10^−6^, respectively). A large number of photographs from three control and two KO animals were analyzed, see material and methods for details.DWestern blot revealed an increased expression of CD68 in the *Emx1*‐Cre/*Trim28*‐KO animals (*n* = 5 per group), unpaired *t*‐test, **P = 0.0036, error bars mean ± SEM. The star indicates an unspecific band.EAn increased expression of the ERV‐derived protein IAP‐Gag was detected in the cortex of *Emx1*‐Cre/*Trim28*‐KO animals (*n* = 5 per group), unpaired *t*‐test, ***P = 0.0008, error bars mean ± SEM.FImmunohistochemistry for IAP‐Gag visualized the presence of ERV proteins in the cortex of *Emx1*‐Cre/*Trim28*‐KO animals. The distribution of IAP‐Gag was heterogenous among *Trim28*‐KO neurons, where it was either accumulated in a low (#) or high (°) number of aggregate‐like structures in the cytoplasm, or as weak homogenous staining throughout the cytoplasm (#) or not present at all (*). Scale bars: low magnification 75 µm, high magnification 5 μm. Source data are available online for this figure.

### ERV‐derived proteins are found in areas of microglia activation

A number of recent studies have demonstrated that the presence of ERV‐derived nucleic acids can activate the innate immune system, such as double‐stranded RNAs or single‐stranded DNA (Hurst & Magiorkinis, 2015; Roulois *et al*, 2015; Ishak *et al*, 2018). According to this model, the host cells misinterpret the expression of ERVs as a viral infection, and this triggers an autoimmune response through the activation of interferon signaling. Therefore, we searched for evidence of an interferon response and activation of a viral defense pathway in the transcriptome data (bulk RNA‐seq and single‐nuclei RNA‐seq) from *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice. However, we found no evidence of activation of these pathways suggesting that the expression of genes linked to the innate immune response and viral response were not transcriptionally activated despite high levels of ERVs in the brain (Fig EV5C and D). Similarly, we found no evidence of this response in the *Trim28*‐KO NPCs *in vitro*, in which ERVs were activated. Thus, deletion of *Trim28* and subsequent ERV activation in neural cells does not result in a detectable interferon response, suggesting that other cellular mechanisms are responsible for triggering the observed inflammatory response.

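A list of 41 interferon-stimulated genes was written in advance from general knowledge, not from the paper's figure. In the Emx1-Cre bulk cortex 32 of them could be tested, with a median log2 fold change of -0.07, 11 of them above 0 (fry, two-sided, p = 0.281, camera p = 0.0625, exact test over the 20 groupings of the libraries, p = 0.4). None passed over all genes, 0 when adjusted over the list alone, and 4 had an unadjusted p under 0.05 (edgeR). Under DESeq2 the median was -0.08, which did not pass under camera. With each animal left out the median ranged from -0.14 to -0.01.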

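A list of 36 genes of glial activation and inflammation was treated in the same way, and 20 of them could be tested. Their median log2 fold change was 0.22, with 15 above 0 (fry, two-sided, p = 0.144, camera p = 0.00869, exact test over the 20 groupings of the libraries, p = 0.4). C4b was the only one past the thresholds over all genes. Its log2 fold change was 1.13 (standard error 0.163, adjusted p = 0.00305 from edgeR's quasi-likelihood test). When adjusted over the list alone 3 passed, C4b, Spp1 and Aif1, of which Spp1 was lower (log2 fold change -1.14). DESeq2 called 1 gene of the list up and 1 down. Under fry the list passed only without the Trim28-KO animal 60. The camera call did not hold under fry with all animals included. Aif1 had a log2 fold change of 0.67 (adjusted p = 0.210, edgeR) and Cd68 one of -0.04 (adjusted p = 1.00).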

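In the NPCs 33 of the 41 interferon-stimulated genes could be tested, with a median log2 fold change of 0.15, 23 of them above 0 (fry, two-sided, p = 0.386, camera p = 0.0847, exact test over the 28 groupings of the libraries, p = 0.607). Over all genes and over the list alone 0 passed the threshold, and 1 had an unadjusted p under 0.05 (edgeR). With each culture left out the median ranged from 0.09 to 0.17.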

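From the absence of such a response in both experiments, the paper proposes that another cellular mechanism triggers the inflammation it observed.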

An alternative mechanism for ERV‐mediated triggering of the inflammatory response is the expression of ERV‐derived peptides and proteins, which could have neurotoxic properties (Li *et al*, 2015). To search for evidence of ERV‐derived proteins, we performed WB and IHC analysis using an antibody detecting IAP‐Gag protein in the brain of *Emx1*‐Cre (+/−), *Trim28*‐flox (+/+) mice. We found high levels of IAP‐Gag protein expression in the brain of mice expressing elevated ERV transcripts, demonstrating their efficient translation into proteins (Fig 6E and F). The IAP‐Gag labeling was restricted to cortical excitatory neurons lacking Trim28, as visualized by the co‐expression of the Cre‐dependent GFP reporter. Notably, the IAP‐Gag labeling was not uniform, as some neurons expressed higher levels of IAP‐Gag and some contained IAP‐Gag in aggregate‐like structures (Fig 6F), suggesting that the expression of ERVs in the brain results in the accumulation of ERV‐derived proteins.

## Discussion

In this study, we define epigenetic mechanisms that control the expression of ERVs during brain development and investigate the consequences of their inactivation. Previous work has implicated ERVs and other TEs in several neurological disorders, such as MS, AD, ALS, PD, and schizophrenia, where an increased expression of TEs has been reported along with the speculation of their contribution to the disease process (Perron *et al*, 1997; Garson *et al*, 1998; Andrews *et al*, 2000; Karlsson *et al*, 2001; Steele *et al*, 2005; MacGowan *et al*, 2007; Perron *et al*, 2008; Douville *et al*, 2011; Li *et al*, 2015; Guo *et al*, 2018; Sun *et al*, 2018; Tam *et al*, 2019b; Jonsson *et al*, 2020). However, these clinical observations have been difficult to interpret since the results are correlative. Although there are studies that indicate a causality between upregulated TEs and neurodegeneration using both *Drosophila* and mouse model systems (Li *et al*, 2012; Li *et al*, 2013; Krug *et al*, 2017; Guo *et al*, 2018; Kremer *et al*, 2019; Sankowski *et al*, 2019; Dembny *et al*, 2020), modeling of ERV activation in an experimental setting is challenging. Thus, the putative involvement of ERVs in brain disorders has remained controversial and direct experimental evidence on the consequences of ERV activation in the brain has been needed (Tam *et al*, 2019a; Jonsson *et al*, 2020). This study demonstrates that aberrant activation of ERVs during brain development *in vivo* triggers an inflammatory response linked to the presence of ERV‐derived proteins present in aggregate‐like structures in the adult brain. This increases our understanding of the consequences of ERV activation in the brain and provides new mechanistic insights opening up for further research into the role of ERVs and other TEs in various brain disorders.

Brain development is a critical period for the repression of ERVs and other TE, during which several chromatin‐associated factors, such as DNMTs, HUSH, and Trim28/KRAB‐ZFPs, work in parallel to mediate transcriptional silencing (Fasching *et al*, 2015; Brattas *et al*, 2017; Liu *et al*, 2018; Jonsson *et al*, 2019). Our data demonstrate that Trim28 dynamically controls the expression of ERVs through a mechanism linked to the repressive histone mark H3K9me3. Remarkably, we also found that Trim28 is required for the establishment of a different, stable silencing mechanism that is present in adult neurons—most likely DNA methylation (Wiznerowicz *et al*, 2007). Importantly, once established this system is independent of Trim28 and H3K9me3. This observation suggests that the ERV silencing machinery is particularly vulnerable during brain development and that perturbation of the system during this period could have life‐long consequences. If Trim28‐mediated silencing of ERVs is impaired during brain development, for example through mutations in KRAB‐ZFPs or by environmental influence, ERVs may be derepressed in adult neurons, resulting in inflammatory response.

It is well established that many psychiatric disorders are a consequence of neurodevelopmental alterations (Bale *et al*, 2010; Horwitz *et al*, 2019). A combination of genetic components and environmental exposures are thought to contribute to the appearance and progress of these diseases, indicating that epigenetic alterations play a key role in the disease process (see e.g, (Khashan *et al*, 2008; Susser *et al*, 2008)). Many psychiatric disorders also have an immune component that is thought to play an important role in the disease process (Bauer & Teixeira, 2019). This immune response includes both peripheral activation and glial activation, in the brain. The underlying cause for this immune response remains largely unknown. However, the combination of epigenetic dysregulation and immune activation in psychiatric disorders, together with the observations made in the current study, suggest that ERVs are directly involved in the disease process. We have previously demonstrated that the deletion of *Trim28* during postnatal forebrain development or heterozygous deletion of *Trim28* during early brain development results in complex behavioral changes including hyperactivity and an impaired stress‐response (Jakobsson *et al*, 2008) (Fasching *et al*, 2015). In addition, heterozygous germ line deletion of *Trim28* in mice has been described to provoke an abnormal exploratory behavior (Whitelaw *et al*, 2010). These findings demonstrate that disruption of Trim28 levels in the mouse brain results in behavioral changes, similar to impairments found in psychiatric disorders. However, Trim28 is a multi‐role protein which executes functions in the cell that is unrelated to the control of ERVs and we cannot formally exclude that such mechanisms contribute to the observed phenotypes (Ziv *et al*, 2006; Quenneville *et al*, 2011; Bunch *et al*, 2014). Still, aberrant ERV expression in settings which do not involve the loss of Trim28 has also indicated that ERV activation in the brain results in an inflammatory response as well behavioral impairments that are reminiscent to those observed in Trim28‐mutant mice (Li *et al*, 2015; Kremer *et al*, 2019; Sankowski *et al*, 2019; Dembny *et al*, 2020; Jonsson *et al*, 2020).

In the current study, we found no evidence that activation of ERVs in NPCs, *in vitro* or *in vivo*, triggers an interferon response. This was unexpected, since a number of previous studies have demonstrated that activation of ERVs and other TEs through pharmacological inhibition of DNMTs, aging or by genetic alterations results in an interferon response through the recognition of double‐stranded RNA or other TE‐derived nucleic acids (Van Meter *et al*, 2014; Lim *et al*, 2015; Roulois *et al*, 2015; Thomas *et al*, 2017; Ahmad *et al*, 2018; De Cecco *et al*, 2019). On the other hand, there are mouse models, such as mice deficient for Toll‐like receptors or antibodies (Young *et al*, 2012; Yu *et al*, 2012), that express high levels of ERVs without the appearance of an interferon response. Thus, the link between TE‐activation and interferon response is likely context dependent, both in regard to the cell and tissue type as well as the identity of the TEs. Our results on ERV activation in the brain rather point to an alternative mechanism. One possibility is that ERV‐derived peptides and proteins are implicated in the observed inflammatory response. We found numerous neurons displaying expression of ERV‐derived proteins in the transgenic mice that expressed high levels of ERV‐derived transcripts. These proteins were not distributed in a uniform pattern, but rather tended to form aggregate‐like structures in a subset of neurons often located in close vicinity. This observation is interesting given the well‐established link between protein aggregation and neurodegenerative disorders (Ross & Poirier, 2004). It is plausible that the presence of ERV proteins directly or indirectly causes an inflammatory response, or they may serve as a trigger for further protein aggregation. Future in‐depth studies are needed to understand this phenomenon.

In summary, these results demonstrate that Trim28 is required to silence ERVs during brain development and that the perturbation of this system results in an ERV‐mediated inflammatory response in the adult brain. These results provide a new perspective to the potential cause and progression of neurodevelopmental and neurodegenerative disorders and further research into ERV‐dysregulation in these types of disorders is therefore warranted.

## Materials and Methods

### Generation of Cas9‐GFP mouse NPC cultures

All animal‐related procedures were approved by and conducted in accordance with the committee for use of laboratory animals at Lund University.

The forebrain was dissected on embryonic day 13.5 from embryos obtained by breeding homozygote Cas9‐GFP knock‐in mice (Platt *et al*, 2014). The tissue was mechanically dissociated and plated in gelatin coated flasks and maintained as a monolayer culture (Conti *et al*, 2005) in NSA medium (Euromed, Euroclone) supplemented with N2 hormone mix, EGF (20 ng/ml; Gibco), bFGF (20 ng/ml; Gibco), 2 nM l‐glutamine and 100 µg/ml Pen/Strep. Cells were then passaged 1:3–1:6 every 2–3 days using Accutase (Gibco).

### Targeting *Trim28 in vitro*

Guides were designed at crispr.mit.edu and are listed in the Appendix. Lentiviruses were produced according to Zufferey *et al*, (1997), and titers were 10^9^ TU/ml, which was determined using qRT–PCR. Cas9 mouse NPCs were transduced at a MOI 40 and allowed to expand for 10 days prior to FACS (FACSAria, BD Biosciences). Cells were detached and resuspended in basic culture media (media excluding growth factors) with propidium iodide (BD Biosciences) and strained (70 µm filters, BD Biosciences). RFP cells were FACS isolated at 4°C (reanalysis showed > 99% purity) and pelleted at 400 *g* for 5 min, snap frozen on dry ice and stored at −80°C until RNA/DNA were isolated. All groups were performed in biological triplicates.

### Targeting *Trim28 in vivo* using CRISPR/Cas9 in the adult brain

All animal‐related procedures were approved by and conducted in accordance with the committee for use of laboratory animals at Lund University.

The production of AAV5 vectors has been described in detail elsewhere (Ulusoy *et al*, 2009), and titers were in the order of 10^13^ TU/ml, which was determined by qRT–PCR using TaqMan primers toward the ITR. Prior to injection, the vectors were diluted in PBS; the vectors containing the guide RNAs were diluted to 30% except upon co‐injection of guides 3, 4, and 13 where the vectors were diluted to 10% each. Rosa26 Cas9 knock‐in mice were anesthetized by isoflurane prior to the intra‐striatal injections (coordinates from bregma: AP + 0.9 mm, ML + 1.8 mm, DV −2.7 mm) of 1 μl virus solution (0.1 µl / 15 s). The needle was kept in place for additional 2 min post‐injection to avoid backflow. Animals were sacrificed after 2 months and analyzed either by IHC or nuclei isolation (see details below) followed by DNA‐ or RNA‐seq.

### Targeting *Trim28 in vivo* during neural development

Male *Emx1*‐Cre (+/−); *Trim28*‐flox (+/−); gtRosa (+/−) were bred with *Trim28*‐flox (+/+) females to generate animals in which one (*Emx1*‐Cre +/−; *Trim28*‐flox +/−) or both (*Emx1*‐Cre +/−; *Trim28*‐flox +/+) *Trim28* alleles had been excised, used as control and *Trim28*‐KO, respectively. Animals used for IHC were additionally heterozygote for gtRosa, in order to visualize the cells in which Cre had been expressed. Animals were genotyped from tail biopsies according to previous protocols (Cammas *et al*, 2000) and sacrificed at 3 months of age for either IHC or RNA‐sequencing.

### Immunohistochemistry

Mice were given a lethal dose of phenobarbiturate and transcardially perfused with 4% paraformaldehyde (PFA, Sigma); the brains were post‐fixed for 2 h and transferred to phosphate buffered saline (PBS) with 25% sucrose. Brains were coronally sectioned on a microtome (30 µm) and put in KPBS. IHC was performed as described in detail elsewhere (Sachdeva *et al*, 2010). Antibodies: Trim28 (Millipore, MAB3662, 1:500), Trim28 (Abcam, ab10484, 1:1,000), NeuN (Sigma‐Aldrich, MAB377, 1:1,000), IAP‐Gag (a kind gift from Bryan Cullen and described in (Dewannieux *et al*, 2004), 1:2,000), Iba1 (WAKO, no.019‐19741, 1:1,000). All sections were counterstained with 4',6‐diamidino‐2‐phenylindole (DAPI, Sigma‐Aldrich, 1:1,000). Secondary antibodies from Jackson Laboratories were used at 1:400.

### Nuclei isolation

Animals were sacrificed by cervical dislocation and brains quickly removed. The desired regions were dissected and snap frozen on dry ice and stored at −80°C. The nuclei isolation was performed according to (Sodersten *et al*, 2018). In brief, the tissue was thawed and dissociated in ice‐cold lysis buffer (0.32 M sucrose, 5 mM CaCl_2,_ 3 mM MgAc, 0.1 mM Na_2_EDTA, 10 mM Tris–HCl, pH 8.0, 1 mM DTT) using a 1 ml tissue douncer (Wheaton). The homogenate was carefully layered on top of a sucrose cushion (1.8 M sucrose, 3 mM MgAc, 10 mM Tris–HCl, pH 8.0, and 1 mM DTT) before centrifugation at 30,000 ×*g* for 2 h and 15 min. Pelleted nuclei were softened for 10 min in 100 μl of nuclear storage buffer (15% sucrose, 10 mM Tris–HCl, pH 7.2, 70 mM KCl, and 2 mM MgCl_2_) before resuspended in 300 μl of dilution buffer (10 mM Tris–HCl, pH 7.2, 70 mM KCl, and 2 mM MgCl_2_) and run through a cell strainer (70 μm). Cells were run through the FACS (FACS Aria, BD Biosciences) at 4°C with low flowrate using a 100 μm nozzle (reanalysis showed > 99% purity). Sorted nuclei intended for either DNA or RNA‐sequencing were pelleted at 1,300 ×*g* for 15 min and snap frozen, while nuclei intended for single‐nuclei RNA‐sequencing were directly loaded onto the 10× Genomics Single Cell 3′ Chip—see *Single‐nuclei sequencing*.

### Analysis of CRISPR/Cas9‐mediated *Trim28*‐indels

Total genomic DNA was extracted from all *Trim28*‐KO and control groups using DNeasy blood and tissue kit (Qiagen) and a 1.5 kb fragment surrounding the different target sequences were amplified by PCR (see Table EV3 and EV4 for target and primer sequences, respectively) before subjected to NexteraXT fragmentation, according to manufacturer recommendations. Indexed tagmentation libraries were sequenced with 2 × 150 bp PE reads and analyzed using an in‐house TIGERq pipeline to evaluate CRISPR/Cas9 editing efficiency.

### RNA‐sequencing

Total RNA was isolated from frozen cell/nuclei pellets and brain tissue using the RNeasy Mini Kit (Qiagen) and used for RNA‐seq (tissue pieces were run in the tissue lyser for 2 min, 30 Hz, prior to RNA isolation). Libraries were generated using Illumina TruSeq Stranded mRNA library prep kit (poly‐A selection) and sequenced on a NextSeq500 (PE 2 × 150 bp).

The reads were mapped with STAR (2.6.0c) (Dobin *et al*, 2013), using gencode mouse annotation GRCm38.p6 vM19 as a guide. Reads were allowed to map to 100 loci with 200 anchors, as recommended by (Jin *et al*, 2015) to run TEtranscripts.

Read quantification was performed with TEtranscripts version 2.0.3 in multimode using gencode annotation GRCm38.p6 vM19 for gene annotation, as well as the curated GTF file of TEs provided by TEtranscripts authors (Jin *et al*, 2015). This file differs to RepeatMasker as it excludes simple repeats, rRNAs, scRNAs, snRNAs, srpRNAs, and tRNAs. The output matrix was then divided between TE subfamilies and genes to perform differential expression analysis (DEA) with DESeq2 (version 1.22.2) (Love *et al*, 2014) contrasting *Trim28*‐KO against control samples. DESeq2 creates a general linear model assuming a negative binomial distribution using the condition of a sample and the normalized values of a gene. The resulting coefficients are tested between conditions using a Wald test. *P* values are then adjusted using Benjamini and Hochberg correction. For more information about the package methods, see (Love *et al*, 2014).

We report TE subfamilies as significantly different if their *P* adjusted value is below 0.05 and the absolute value of its log2 fold change is higher than 0.5.

To show the expression levels per condition, samples from the different guides targeting *Trim28* were pooled together and tested against the LacZ controls. The data were normalized using sizeFactors from the DESeq2 object (median ratio method described in (Anders & Huber, 2010) to account for any differences in sequencing depth.

In order to define differentially expressed elements and study their effects on gene expression, reads were uniquely mapped with STAR (2.6.0c). Full length mouse ERV predictions were done using the RetroTector software (Sperber *et al*, 2007), and read quantification of them was performed using featureCounts (Subread 1.6.3) (Liao *et al*, 2014). Differential expression analysis (DEA) was done with DESeq2. An intersection of the gencode annotation GRCm38.p6 vM19 with windows of 10, 20, and 50 kbp up and downstream of the upregulated elements was made with BEDtools intersect (Quinlan & Hall, 2010); same intersection was done for non‐upregulated elements to compare their nearby gene dysregulation.

Bigwig files were normalized by RPKM using bamCoverage from deeptools and uploaded to USCS Genome Browser (release GCF_000001635.25_GRCm38.p5 (2017‐08‐04)).

Differential gene expression analysis was performed using DESeq2. Up‐ and downregulated genes (*P*‐adj < 0.05, log2FC > 0.5) were used to test for GO terms overrepresentation using the web‐based tool PANTHER (Mi *et al*, 2019). 30407594 We tested for overrepresentation of terms in their GO‐Slim biological process dataset using Fisher’s exact test with false discovery rates. Terms shown in main figures were those with more than four genes among the group of genes we were testing (up or downregulated), with an absolute log2 fold change value higher than 0.5 and a false discovery rate less than 0.05.

### Single‐nuclei RNA‐sequencing

Nuclei were isolated from the cortex of *Emx1*‐Cre(+/−)/*Trim28*‐flox(+/−, +/+) animals (Ctl *n* = 2, KO *n* = 2) as described above. 8,500 nuclei per sample were sorted via FACS and loaded onto 10× Genomics Single Cell 3′ Chip along with the Reverse Transcription Master Mix following the manufacturer’s protocol for the Chromium Single Cell 3′ Library (10× Genomics, PN‐120233) to generate single cell gel beads in emulsion. cDNA amplification was done as per the guidelines from 10× Genomics, and sequencing libraries were generated with unique sample indices (SI) for each sample. Libraries for samples were multiplexed and sequenced on a Novaseq using a 150‐cycle kit.

The raw base calls were demultiplexed and converted to sample specific fastq files using cellranger mkfastq^1^ that uses bcl2fastq program provided by Illumina. The default setting for bcl2fastq program was used, allowing 1 mismatch in the index, and raw quality of reads was checked using FastQC and multiQC tools. For each sample, fastq files were processed independently using cellranger count version 3.0 pipeline (default settings). This pipeline uses splice‐aware program STAR^5^ to map cDNA reads to the transcriptome (mm10). Since in nuclei samples it is expected to get a higher fraction of pre‐mRNA, a pre‐mRNA reference was generated using cellranger guidelines.

Mapped reads were characterized into exonic, intronic, and intergenic if at least 50% of the read intersects with an exon, intronic if it is non‐exonic and it intersects with an intron and intergenic otherwise. Only exonic reads that uniquely mapped to transcriptome (and the same strand) were used for the downstream analysis.

Low‐quality cells and genes were filtered out based on fraction of total number of genes detected in each cell (±3 nmads). From the remaining 16,671 nuclei, 6,472 came from control samples (Ctl) and 7,199 from knockout (KO).

For downstream analysis, samples were merged together using Seurat (version 3) R package (Dobin *et al*, 2013). Clusters have been defined with Seurat function FindClusters using resolution 0.1 and visualized with UMAP plots. Cell type annotation was performed using both known marker‐based expression per cluster and a comparison of the expression profiles of a mouse brain Atlas (Zeisel *et al*, 2018). A marker gene set consisting of upregulated gene per cluster among the cells, combined with marker genes for all the 256 cell types in the atlas, was used in the comparison. The 256 atlas cell types were grouped into main clusters at Taxonomy rank 4 (39 groups), and mean expression per group was calculated using the marker gene set. These were compared to the mean expression in our clusters using Spearman correlation. Based on clusters annotation, clusters 0, 1, 2, 5, and 6, 7 were manually merged as excitatory and inhibitory neurons, respectively. For each cell type, differential expression between knockout and control samples was carried out using Seurat function FindMarkers (Wilcox test, *P* adjusted < 0.01).

The expression of transposable elements was analyzed by extracting cell barcodes for all clusters using Seurat function WhichCells, and the original.bam files obtained from the cellranger pipeline were used to subset aligned files for each cluster (subset‐bam tool provided by 10×). Each.bam file was then converted back to clusters’ fastq files using bamtofastq tool from 10×.

The resulting fastq files were mapped using default parameters in STAR using gencode mouse annotation GRCm38.p6 vM19 as a guide. The resulting bam files were used to quantify reads mapping to genes with featureCounts (forward strandness). The output matrix was then used to calculate sizeFactors with DESeq2 that would later be used to normalize TE counts.

The cluster fastq files were also mapped allowing for 100 loci and 200 anchors, as recommended by TEtranscripts authors. Read quantification was then performed with TEtranscripts in multimode (forward strand) using GRCm38.p6 vM19 for the gene annotation, and a curated GTF file of TEs given by TEtranscripts’ authors. For further details, see the RNA‐sequencing paragraph.

For the data presented in Fig 5B, the fold change bar plots were made from a DEA performed with DESeq2 of TE subfamilies of each cell type comparing control and knockout samples, for further details see the RNA‐sequencing paragraph. The mean plots in the same figure were normalized using the sizeFactors resulting from the gene quantification with the default parameters’ mapping.

### CUT&RUN

The CUT&RUN were performed according to (Skene & Henikoff, 2017). In brief, 200,000 mouse NPCs were washed, permeabilized, and attached to ConA‐coated magnetic beads (Bang Laboratories) before incubated with the H3K9me3 (1:50, ab8898, Abcam) antibody at 4°C overnight. Cells were washed and incubated with pA‐MNase fusion protein, and digestion was activated by adding CaCl_2_ at 0°C. The digestion was stopped after 30 min and the target chromatin released from the insoluble nuclear chromatin before extracting the DNA. Experimental success was evaluated by capillary electrophoresis (Agilent) and the presence of nucleosome ladders for H3K9me3 but not for IgG controls.

The library preparation was performed using the Hyper prep kit (KAPA biosystems) and sequenced on NextSeq500 2 × 75 bp. Mapping of the reads to mm10 was performed with Bowtie2 2.3.4.2 (Langmead & Salzberg, 2012) using default settings for local alignment. Multi‐mapper reads were filtered by SAMtools view version 1.4 (Li *et al*, 2009).

Using the ERVK prediction described in the section *RNA‐sequencing*, we retrieved full length MMERVK10Cs. An ERVK was considered to be a full length MMERVK10C when an annotated MMERVK10C‐int of mm10 RepeatMasker annotation (open‐4.0.5—Repeat Library 20140131) would overlap more than 50% into the full length ERVK prediction. The intersection was performed with BEDtools intersect 2.26.0 (‐f 0.5) (Quinlan & Hall, 2010). Heatmaps and profile plots were produced using deepTools’ plotHeatmap (Ramirez *et al*, 2016) and sorted using maximum expression of the *Trim28*‐KO samples or guide 3 for the *in vitro* and *in vivo* CRISPRs. Tracks for genome browser were normalized using RPKM using deepTools’ bamCoverage (version 2.4.3) (Ramirez *et al*, 2016).

The H3K9me3 ChIP‐seq data from adult mouse cortex were retrieved from (Jiang *et al*, 2017), mapped, and analyzed in the same way as the in‐house Cut & Run samples described above.

### qRT–PCR

Cortical brain pieces were disrupted in a tissue lyser (2 min, 30 Hz, 4°C) prior to RNA isolation using an RNeasy Mini Kit (Qiagen). cDNA was synthesized by the Maxima First‐Strand cDNA Synthesis Kit (Invitrogen) and analyzed with SYBR Green I master (Roche) on a LightCycler 480 (Roche). Data are represented with the ΔΔCt method normalized to the housekeeping genes *Gapdh* and β*‐actin*. Primers are listed in Table EV4.

### Western blot

Dissected cortical pieces from the *Emx1*‐Cre (+/−); *Trim28*‐flox (+/− and +/+) animals (Ctl *n* = 5, KO *n* = 5) were put in RIPA buffer (Sigma‐Aldrich) containing Protease inhibitor cocktail (PIC, Complete, 1:25) and lysed at 4°C using a TissueLyser LT (Qiagen) on 50 Hz for 2 min, twice, and then kept on ice for 30 min before spun at 10,000 ×*g* for 10 min at 4°C. Supernatants were collected and transferred to a new tube and stored at −20°C. Each sample was mixed 1:1 (10 μl + 10 μl) with Laemmli buffer (Bio‐Rad) and boiled at 95°C for 5 min before loaded onto a 4–12% SDS–PAGE gel and run at 200 V before electrotransferred to a membrane using Transblot‐Turbo Transfer system (Bio‐Rad). The membrane was then washed 2 × 15 min in TBS with 0.1% Tween20 (TBST), blocked for 1 h in TBST containing 5% non‐fat dry milk, and then incubated at 4°C overnight with the primary antibody diluted in TBST with 5% non‐fat dry milk (rabbit anti‐Trim28, Abcam ab10484, 1:1,000; rabbit anti‐CD68, 1:1,000, Abcam ab125212; rabbit anti‐IAP‐Gag, 1:10,000, a kind gift from Bryan Cullen and described in (Dewannieux *et al*, 2004)). The membrane was washed in TBST 2 × 15 min and incubated for 1 h in room temperature with HRP‐conjugated anti‐rabbit antibody (Sigma‐Aldrich, NA9043, 1:2,500) diluted in TBST with 5% non‐fat dry milk. The membrane was washed 2 × 15 min in TBST again and 1 × 15 min in TBS, before the protein expression was revealed by chemiluminescence using Immobilon Western (Millipore) and the signal detected using a ChemiDoc MP system (Bio‐Rad). The membrane was stripped by treating it with methanol for 15 s followed 15 min in TBST before incubating it in stripping buffer (100 mM 2‐mercaptoethanol, 2% (w/v) SDS, 62.4 mM Tris–HCL, pH 6.8) for 30 min 50°C. The membrane was washed in running water for 15 min, followed by 3 × 15 min in TBST before blocked for 1 h in TBST containing 5% non‐fat dry milk. The membrane was then stained and visualized for β‐actin (mouse anti‐β‐actin HRP, Sigma‐Aldrich, A3854, 1:50,000) as described above.

### Morphological analysis

The morphology of Iba1^+^ cells in the *Emx1*‐Cre/*Trim28*‐flox animals (Ctl *n* = 3, KO *n* = 2) was analyzed in 2D through an unbiased, automated process using the Cellomics Array Scan (Array Scan VTI, Thermo Fischer). The scanner took a high number of photographs (using a 20× objective) throughout cortex (Ctl *n* = 361, KO *n* = 215) and striatum (Ctl *n* = 104, KO *n* = 63) and the program “Neuronal profiling” allowed analysis of process length, process area, and branchpoints per cell. 10 photographs of cortex from each animal were randomly selected, and Iba1^+^ cells were manually counted in a blinded manner and presented as Iba1^+^ cells per mm^2^.

### Code availability

The pipeline, configuration files, and downstream analyses are available in the src folder at GitHub (https://github.com/ra7555ga‐s/trim28_Jonsson2020.git). All downstream analysis and visualization were performed in R 3.5.1.

## Author contributions

All authors took part in designing the study as well as interpreting the data. MEJ and JJ conceived and designed the study. MEJ, RP, JGJ, PAJ, DAMA, KP, SM, DY, RR performed experimental research and RG, PJ and YS performed bioinformatical analyses, JL ES, JH contributed resources. MEJ, RG, and JJ wrote the manuscript and all authors reviewed the final version.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

There are no restrictions in data availability. All file names are described in Table EV5, and the accession code for the RNA and DNA sequencing data presented in this study is GSE154196.

# Supplementary material for: Activation of endogenous retroviruses during brain development causes an inflammatory response
**Source:** EMBO J. 2021 Mar 1;40(9):e106423. doi: 10.15252/embj.2020106423
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

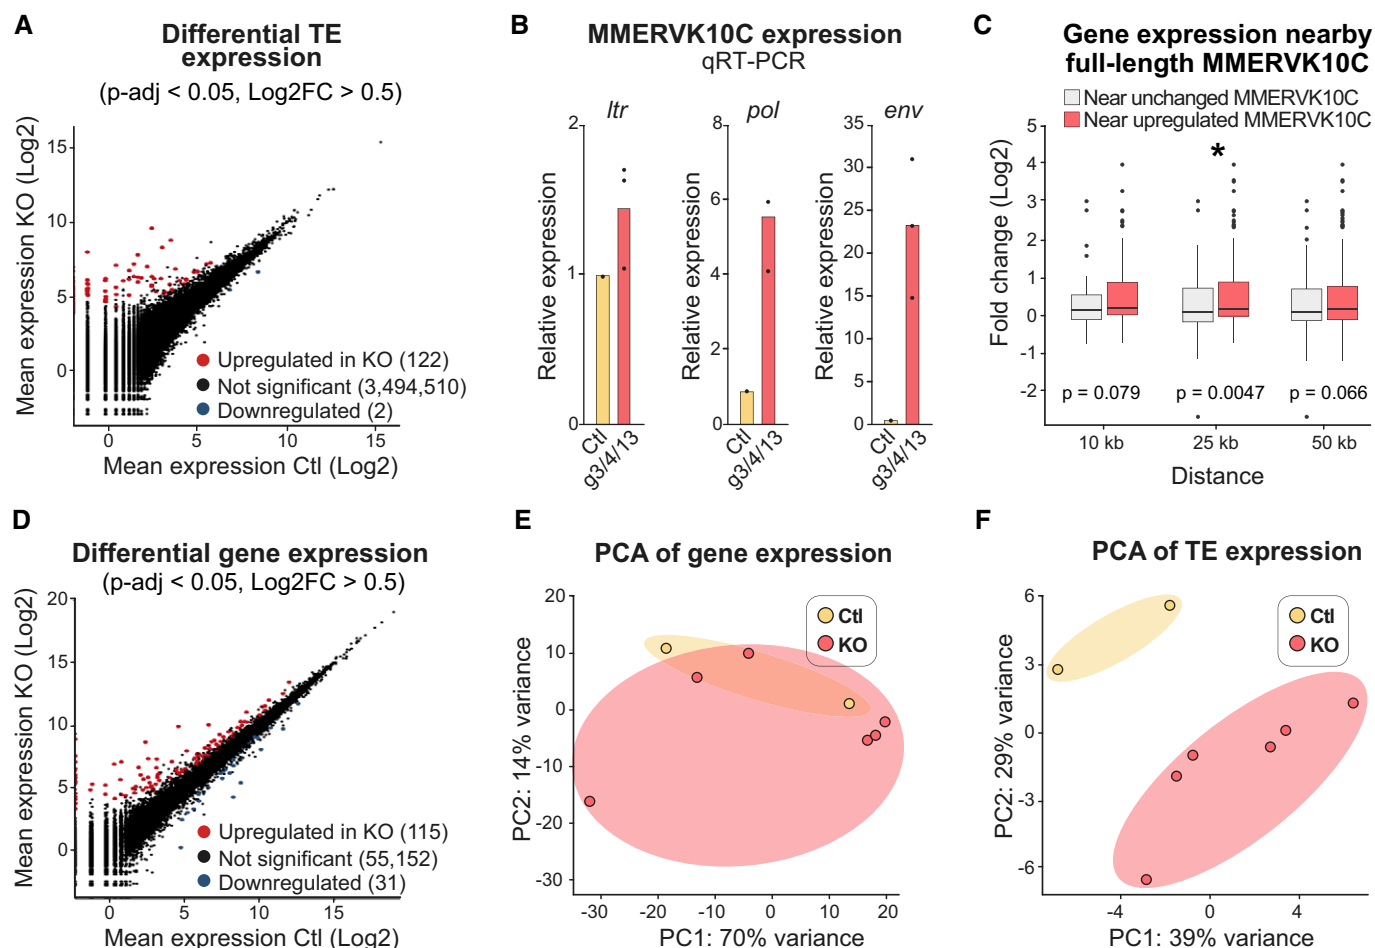

**Figure EV1. CRISPR/Cas9 deletion of *Trim28* in NPCs results in upregulation of ERVs and nearby genes.**

- A Differential expression analysis of individual TEs in mouse NPCs upon CRISPR/Cas9-mediated disruption of *Trim28* was performed with DESeq2 (described in Materials and Methods).
- B The upregulated transcription of MMERVK10C elements was validated by qRT-PCR. Columns show an average of the individual data points.
- C Genes located in the close vicinity of upregulated MMERVK10C elements were significantly upregulated. X-axis indicate the window-of-inclusion for genes located close to an MMERVK10C. Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.
- D RNA-seq differential expression analysis of protein coding genes performed with DESeq2 (described in Materials and Methods) in mouse NPCs upon CRISPR/Cas9-mediated disruption of *Trim28*.
- E, F PCA analysis of gene expression was unable to distinguish the *Trim28*-KO cells from Ctl, while PCA analysis of TE expression was. The spread of the groups is visualized with opaque ellipses.

Source data are available online for this figure.

**Figure EV2. Deletion of *Trim28* in adult neurons *in vivo* does not result in an upregulation of ERVs.**

- A A schematic of the workflow targeting *Trim28* in the forebrain of Stop-Cas9-GFP knock-in mice using AAV vectors expressing the gRNA and a nuclear RFP reporter as well as an AAV vector expressing Cre, specifically in neurons by the Synapsin promoter. 8 weeks after injection, the animals were analyzed either by IHC or by DNA/RNA-sequencing following nuclei isolation by FACS.
- B Gene editing efficiency was evaluated by amplicon sequencing of the respective targeted sequences. DNA was isolated from 50,000 RFP<sup>+</sup> nuclei per animal, one animal per group was analyzed. Black bars indicate % of frameshift mutations.
- C, D Neuron-specific editing of the *Trim28*-loci resulted in a robust loss of the Trim28 protein in neurons, as evaluated by IHC where the expression of Trim28 in RFP<sup>+</sup> cells was quantified and is displayed as mean  $\pm$  SEM. Approximately 550 RFP<sup>+</sup>/GFP<sup>+</sup> cells per animal and group was evaluated. Scale bar 30  $\mu$ m.
- E Differential expression analysis of TEs in adult neurons from the Stop-Cas9-GFP knock-in mice upon *Trim28*-KO was done by using Tetrascripts and DESeq2 (described in Materials and Methods).
- F A schematic of the workflow targeting *Trim28* in adult neurons in the forebrain of *Trim28*-flox mice (+/- and +/+) by co-injecting AAV vectors expressing Cre or nuclear GFP under the control of the Synapsin promoter. 8 weeks after injection, the animals were analyzed either by IHC or by RNA-sequencing following nuclei isolation by FACS.
- G RNA-seq analysis of the isolated GFP<sup>+</sup> nuclei revealed a loss of the *Trim28* transcript. Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.
- H TE differential expression analysis on the adult neurons in the *Trim28*-flox animals was done using Tetrascripts and DESeq2 (described in Materials and Methods).
- I IHC for Trim28, GFP, and the neuronal marker NeuN revealed a complete neuronal loss of the protein Trim28 in the *Trim28*-KO animals (*Trim28*-flox mice (+/+)). Scale bar 75  $\mu$ m.

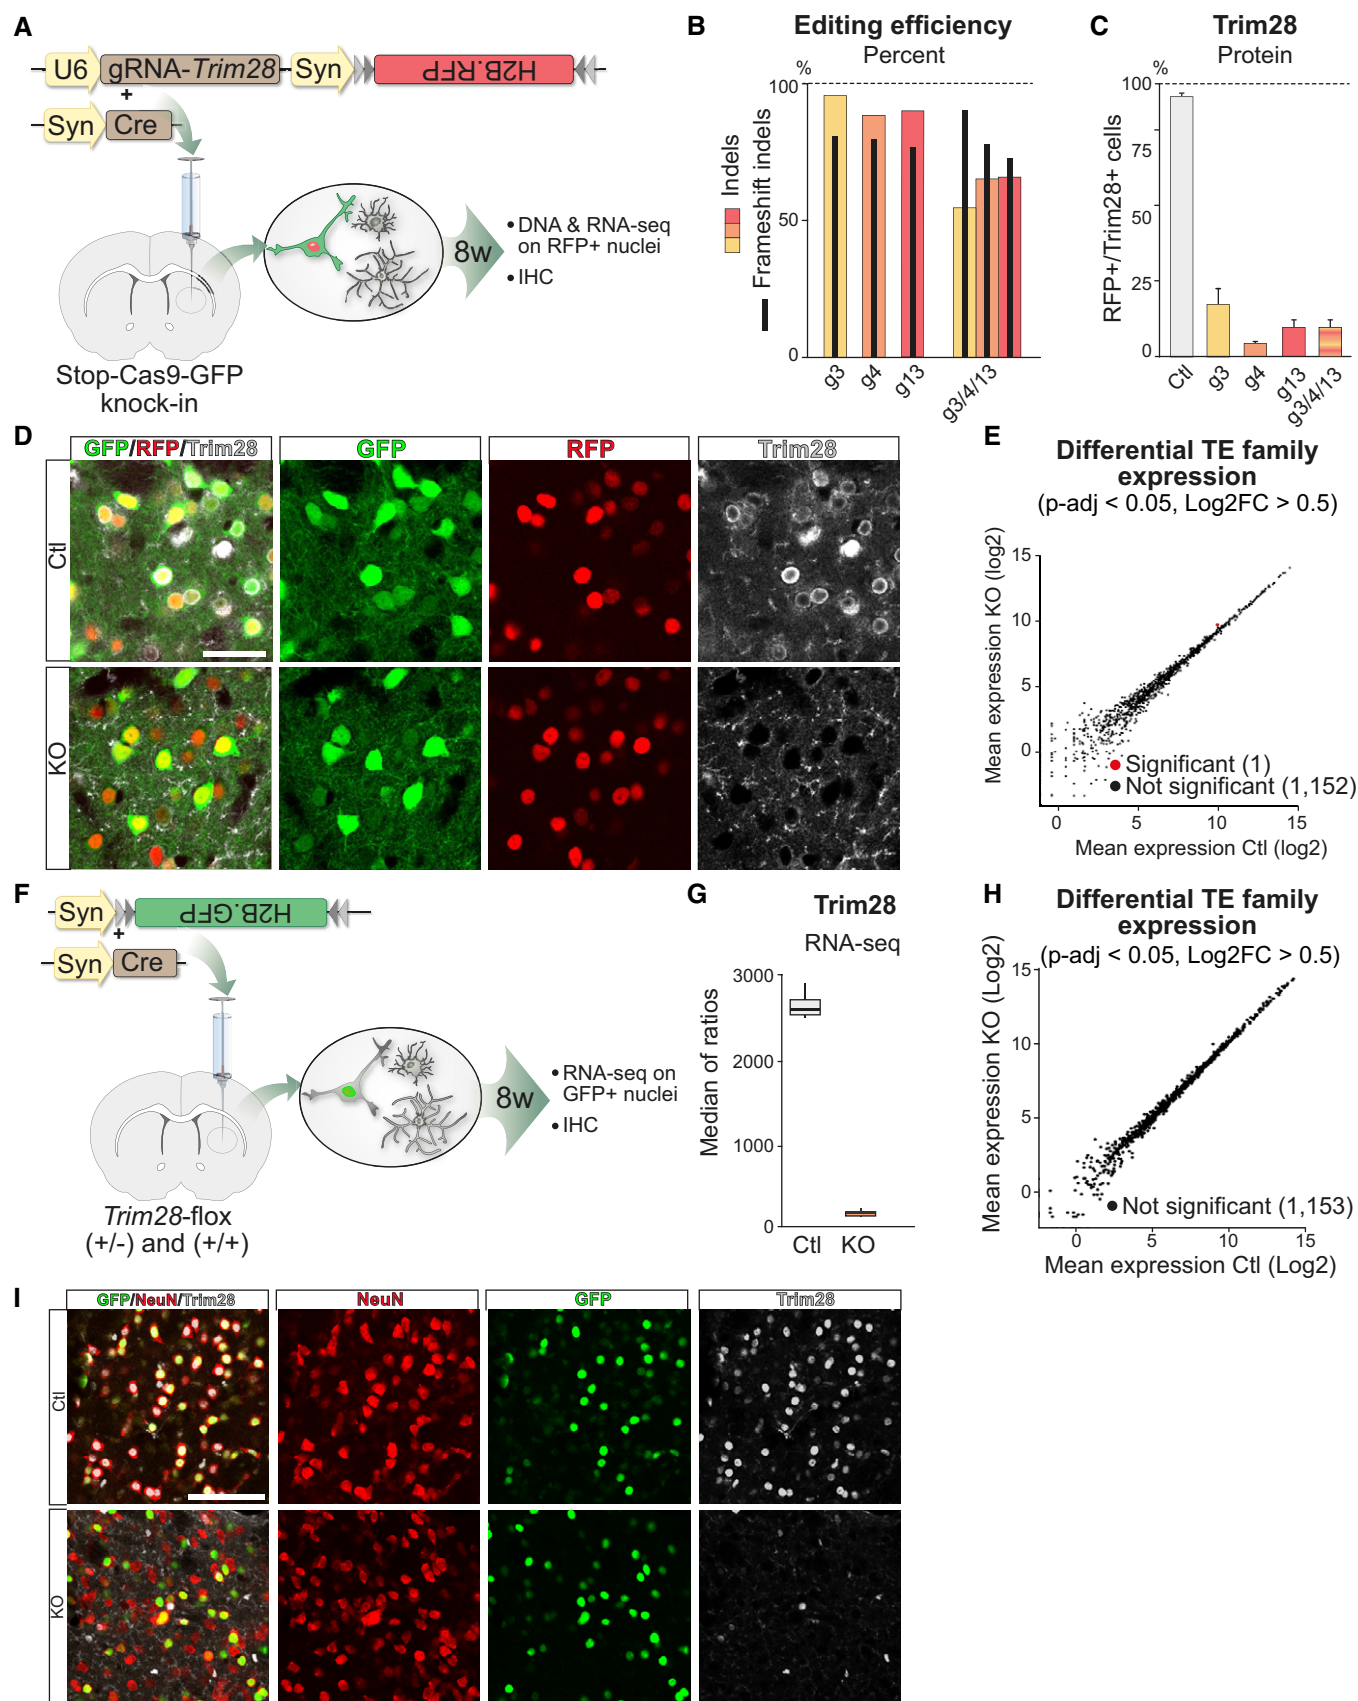

Figure EV2.

**Figure EV3. Differential gene expression upon loss of *Trim28*.**

- A RNA-seq analysis of *Trim28* expression in the adult cortex of *Emx1-Cre/Trim28-KO* animals (*Emx1-Cre*(+/-), *Trim28-flox*(+/+)). Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.
- B Differential TE expression analysis for individual TEs in the adult cortex of *Emx1-Cre/Trim28-KO* animals compared to their Cre-negative control litter mates was performed with DESeq2 (described in Materials and Methods).
- C Expression of genes nearby upregulated full length MMERV10Cs were not upregulated in the *Emx1-Cre/Trim28-KO* animals. X-axis indicate the window-of-inclusion for genes located close to an MMERV10C (test performed with DESeq2, Log2FC > 0). Boxplot hinges represent first and third quartile, and the median is indicated by the central band. Whiskers extend to 1.5 times the interquartile range.
- D No transcriptional readthrough into nearby genes from upregulated MMERV10Cs were observed, exemplified with an UCSC screenshot of the same location in the genome as shown in Fig 1G.
- E Differential gene expression performed with DESeq2 (see Materials and Methods) in the adult cortex of *Emx1-Cre/Trim28-KO* animals compared to their control litter mates.
- F Differential gene expression performed with DESeq2 (see Materials and Methods) in the adult forebrain upon AAV.Cre/*Trim28-KO* compared to controls.
- G Venn diagrams showing significantly up- and downregulated genes in the *Emx1-Cre/Trim28-KO* and the AAV.Cre/*Trim28-KO* animals, as well as the genes overlapping in between them.
- H GO term analysis of the overlapping upregulated genes between *Emx1-Cre/Trim28-KO* and the AAV.Cre/*Trim28-KO* animals.

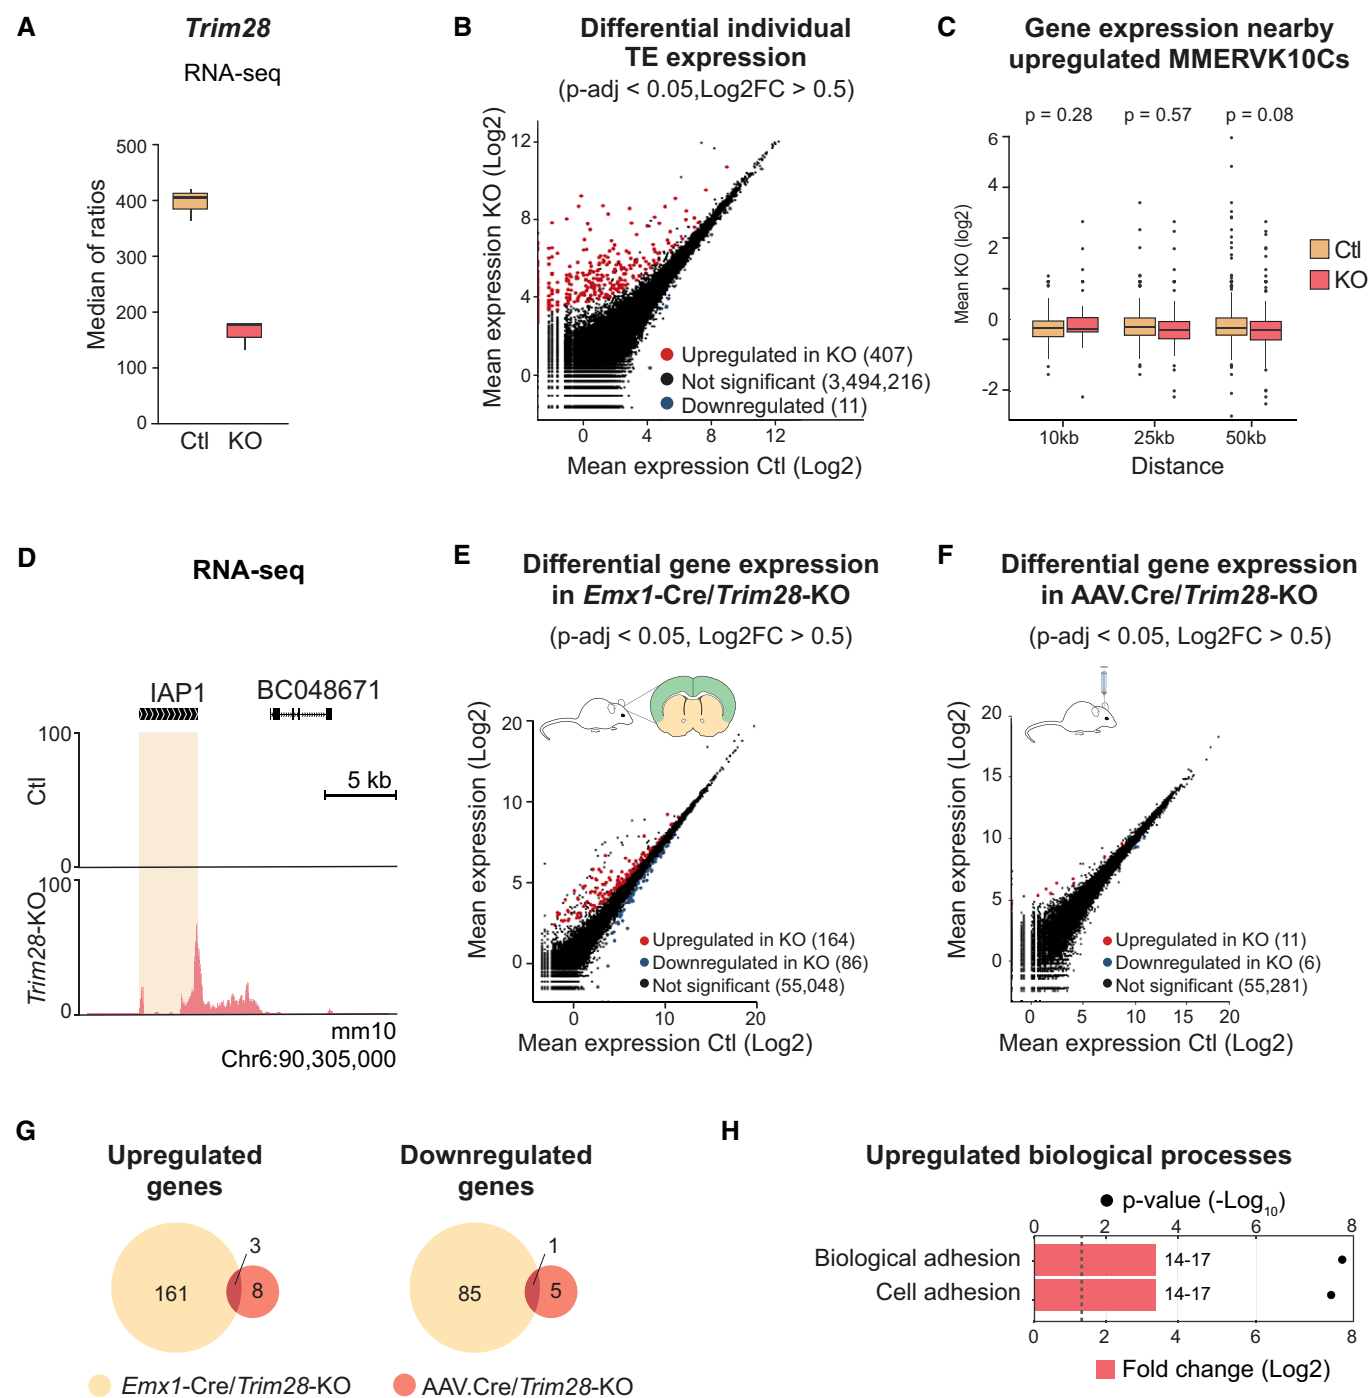

Figure EV3.

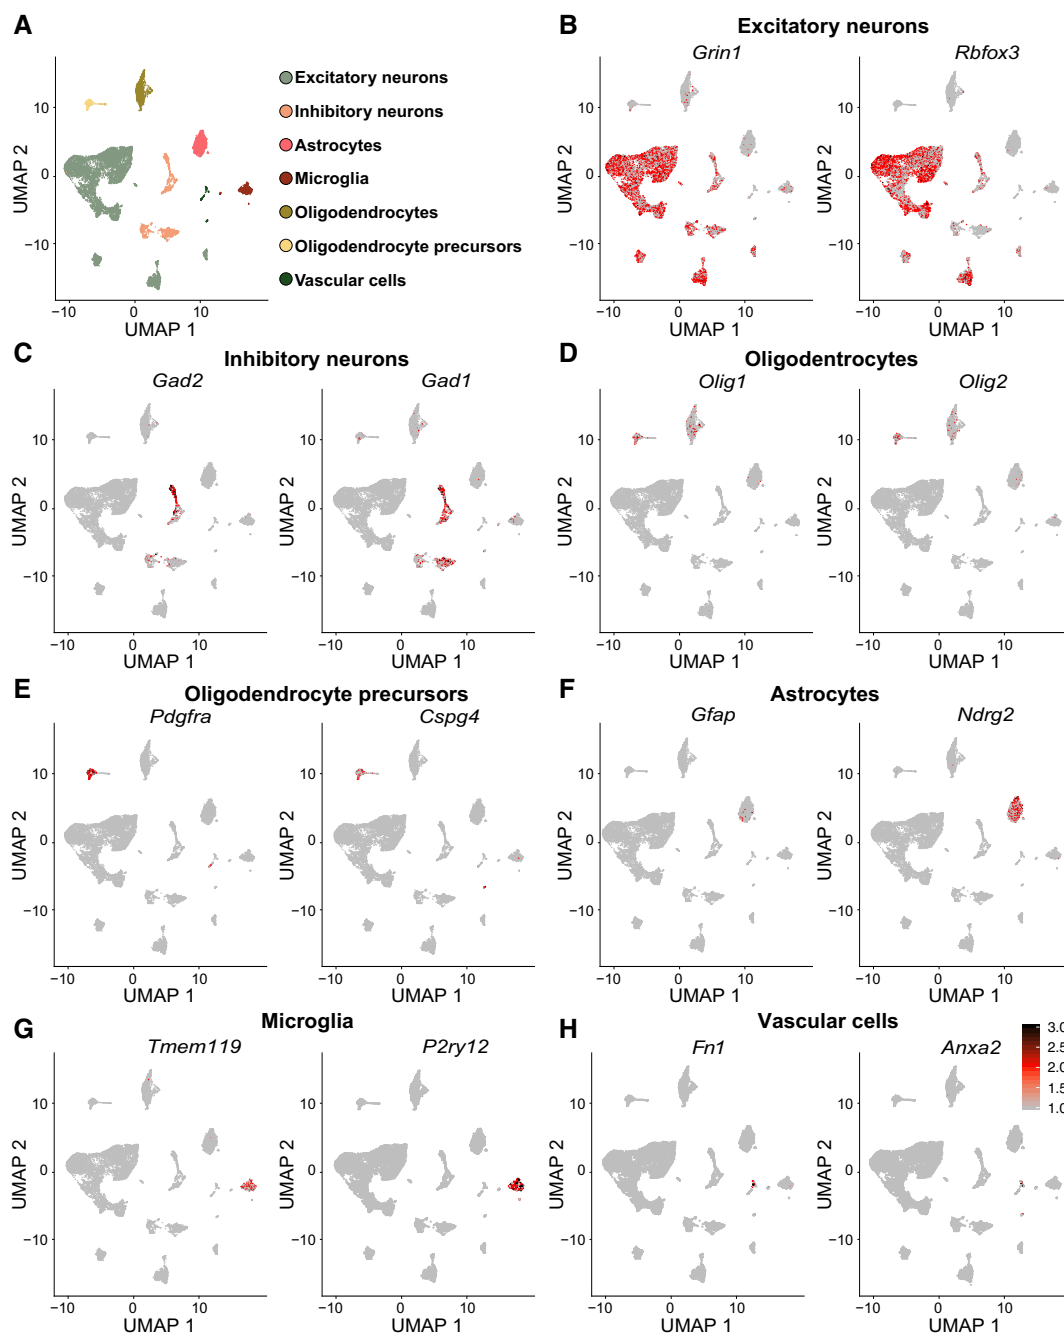

**Figure EV4. Cell type marker expression projected onto the UMAP plot of *Emx1-Cre/Trim28* cell clusters.**

A An overview of the defined cell clusters from single cell RNA-seq of *Emx1-Cre/Trim28*-flox animals in an UMAP plot.

B–H The projected expression of two cell markers per cluster on the UMAP.

Source data are available online for this figure.

**Figure EV5. Iba1<sup>+</sup> densities and inflammatory/viral defense genes upon Trim28-KO.**

- A The number of Iba1<sup>+</sup> cells did not differ in the cortex of *Emx1-Cre/Trim28-KO* animals and controls, here shown as mean  $\pm$  SEM, unpaired t-test. Iba1<sup>+</sup> cells were counted in 20 photographs (20x objective) per animal, control  $n = 3$  and KO  $n = 2$ .
- B Immunohistochemical analysis for the microglia marker upon *Trim28-KO* in mature neurons *in vivo* (AAV.Syn-Cre/*Trim28-KO* animals) revealed no difference in Iba1 morphology between *Trim28-KO* animals and controls. Scale bar 75  $\mu$ m.
- C Inflammatory genes were chosen from 216 genes annotated in the immune response GO term (GO0006954) if none of the confidence intervals overlapped zero. Three genes were significantly downregulated upon the *Emx1-Cre/Trim28-KO* and are labeled in red: *Bmp6*, *Cd163*, and *Ptgdr* ( $P$ -adj  $< 0.05$ ),  $n = 3$  per condition. Error lines showing 95% confidence intervals. The list of viral defense genes was retrieved from (Liu et al, 2018). None of these were significantly different upon the *Emx1-Cre/Trim28-KO*.

Source data are available online for this figure.

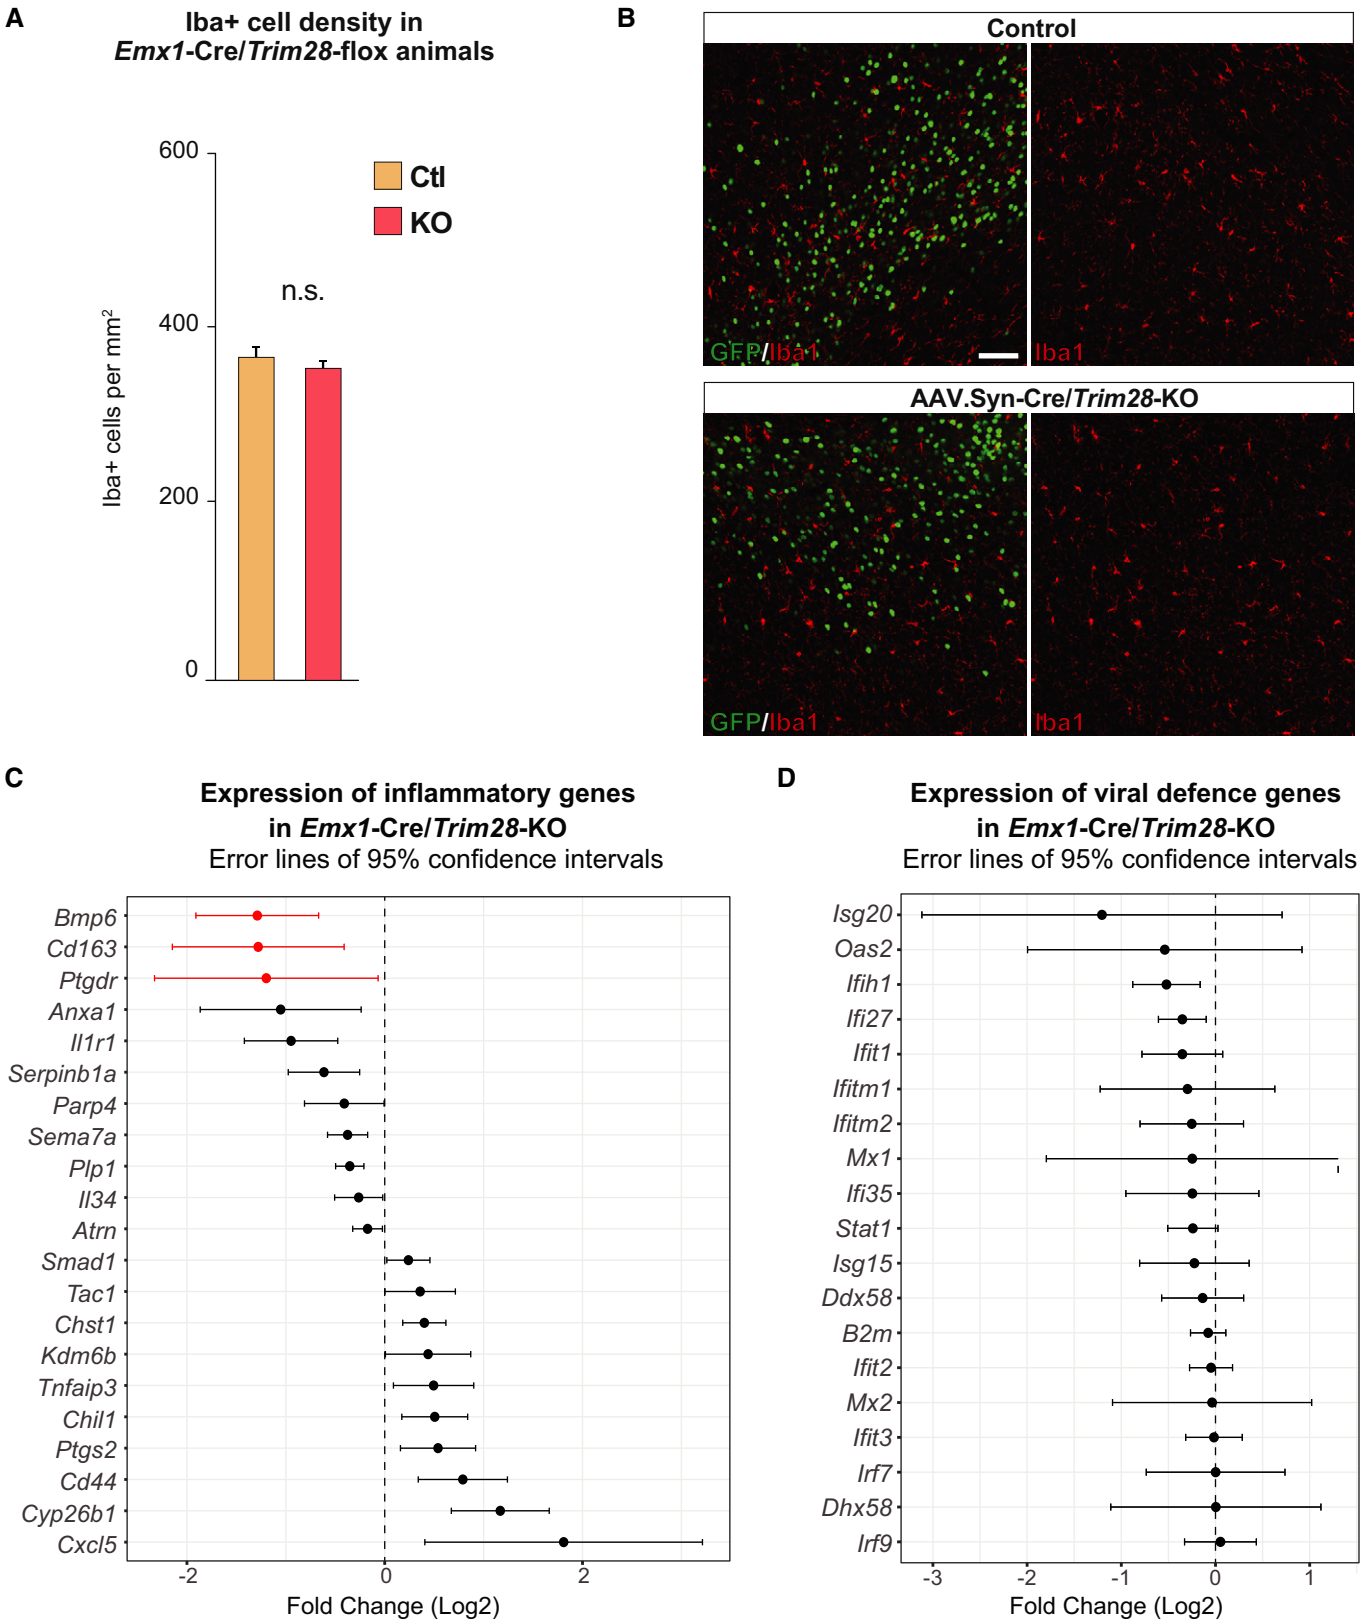

Figure EV5.

How the deposited data were processed for this re-analysis (not part of the article)

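The deposited data cover 38 samples. They are bulk RNA-seq of 8 NPC cultures (6 Trim28-KO, 2 lacZ control), of sorted nuclei from 5 Cas9-GFP and 5 Stop-Cas9-GFP animals (4 Trim28-KO and 1 lacZ control each), of 8 AAV-injected Trim28-flox animals (4 labelled Trim28-KO, 4 labelled control) and of the cortex of 6 animals of the Emx1-Cre cross (3 Trim28-KO, 3 control), single-nuclei RNA-seq of 4 of these 6 animals (2 Trim28-KO, 2 control), and 1 H3K9me3 and 1 IgG CUT&RUN library from NPCs. Samples were assigned to groups from the sample labels and the paper's methods. The individual-TE table has 6 further columns that match no sample, and these were not used.

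For the bulk RNA-seq the authors aligned reads of 150 bases to GRCm38 with STAR, kept uniquely mapped reads and deposited raw read counts per gene, per individual TE and per full-length MMERVK10C element from featureCounts. For TE subfamilies the authors deposited counts from TEtranscripts in its multi mode, in which reads with several matches are shared among copies and the sums are rounded, together with counts for genes made in the same way. For the nuclei the authors deposited UMI counts per gene and barcode from Cell Ranger with a pre-mRNA reference, after its own call of barcodes that hold a nucleus. For CUT&RUN the authors aligned with Bowtie2 to mm10, filtered on mapping quality and deposited a deepTools matrix whose score in each bin is a difference between the coverage of the H3K9me3 and the IgG library. The direction and scale of that difference are not stated, so it was used only to compare an element with its own flanks and groups of elements with each other. The paper's DESeq2 analyses and its TE counts per cluster of nuclei were not repeated in its own settings.

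Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes numbered 55298, of which 54409 matched GENCODE by identifier without the version, individual TEs 3494634, full-length elements 309 and TE subfamilies 1153. Each experiment was fitted alone with its KO and control samples, with filterByExpr, TMM factors, estimated dispersions and the quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method. A row was called changed at an adjusted p under 0.05 and a log2 fold change above 0.5 in either direction, and in nuclei at an adjusted p under 0.05 alone. Library sizes and factors of TE subfamilies came from the subfamily counts, and those of individual TEs and full-length elements from the genes. Full-length elements were fitted together with the other ERVK copies, and their p was adjusted over both. The standard error of a log2 fold change was its size divided by the square root of its F value. CPM are counts relative to the normalized library size. A row with 0 counts in all samples of a group was compared with a floor of 3 counts in each library of that group. DESeq2 1.42.0, the gene counts of TEtranscripts, other normalization factors, no filter on low counts and leaving out each sample in turn were the alternatives, and their effects are given in the closing section. Permutation tests enumerate all splits of the samples, or draw 100000 resamples over genes.

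The genes named in the text were chosen by a rule. It takes Trim28, every gene or TE subfamily that the paper names for an experiment and, of the rows past the thresholds whose KO samples all lie on one side of all controls, the 5 largest changes in each direction for genes and TE subfamilies and the 3 largest for individual TEs, full-length elements and genes per cell type. The rule, the designs, the alternatives, the gene lists of clustered protocadherins, interferon-stimulated genes and glial activation and inflammation, and the cell type markers were written before the data were examined. Lists of meningeal markers and of imprinted genes were added later. Gene lists were tested with fry, with camera at its preset correlation beside it. An exact test over all groupings of the libraries, on the median difference in mean log2 CPM, was added later, as was a Benjamini-Hochberg correction of fry over the lists of an experiment.

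Genes near MMERVK10C copies were those within 50 kb of a copy, with 10, 20 and 25 kb as alternatives. Principal components used log2 CPM with a prior count of 2 over the 500 most variable rows. The NPC samples carry numbers in 2 series, lacZ-842 to KO-851 and lacZ-867 to KO-876, each with 1 control and 1 culture per guide. The paper and the labels do not say what a series stands for. The deviations of same-series samples from their group means correlated across genes with r between 0.532 and 0.706 for all 6 pairs of groups, and across TE subfamilies with r between 0.320 and 0.400, so the numbers were treated as pairing the samples, and a fit with the series as a block was run as an alternative.

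Nuclei were analysed with Seurat 5.3.0 (2000 variable genes, 20 principal components, resolution 0.1, seed 42), after keeping nuclei within 3 median absolute deviations of their animal's median of log10 detected genes, and UMIs were summed per animal and cell type for types with at least 20 nuclei in each animal. The linear scale was tried first and removed 0 nuclei, and the log10 scale was then taken, of 12 forms counted, for giving the numbers of retained control and Trim28-KO nuclei in the paper's methods, whose printed total is larger than their sum. The score for naming clusters and the rule for the doublet threshold were each changed after first output was seen. Doublets were marked with Scrublet in scanpy 1.11.5 at an expected share of 6%, and 193 nuclei were marked. Alternatives were a resolution of 0.2, all deposited nuclei, no marked doublets, and each nucleus thinned to 1000 UMIs. Genes per cell type from bulk lists were compared with 10000 random lists in 10 bins of expression.

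Depth sets the precision. The bulk libraries hold between 8790346 and 25345083 counts on genes and between 310446 and 1766812 on TE subfamilies, while the counts on full-length elements are only between 230 and 2900 per library. The summed nuclei hold between 230687 UMIs per animal in microglia-like nuclei and 26099790 in excitatory neuron-like nuclei. Intervals of shares are exact 95% binomial intervals and cover counting error only.

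The fits were tested on simulated data, drawn from the means, spread and library sizes of the real samples with 200 rows changed 2- or 4-fold, up or down. Smaller changes of single rows, or fewer changed rows, were not simulated, so the recovered shares do not hold for them. For genes, edgeR recovered 33.5% of the changed rows in the NPC design with 9.46% false calls, 34.5% with 8% in the Cas9-GFP design, 35.5% with 12.3% in the Stop-Cas9-GFP design, 65.5% with 7.09% in the Trim28-flox design and 93% with 7% in the Emx1-Cre design. For TE subfamilies it recovered 81.5%, 54.5%, 53.5%, 85.5% and 96% in the same order. For individual TEs in the NPC design, 34153 of them, it recovered 3.5% with 30% false calls and DESeq2 recovered 24.5% with 29.0%, so single copies called there carry a larger error. A raised set of genes was found by fry and an unchanged set was not.

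Guide sequences were matched to chromosome 7 of GRCm38, and coordinates are those of that build throughout. Immunostaining, Western blot, qPCR, external ChIP-seq, read-level evidence such as readthrough, and TE expression per cell type were not analysed here.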

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

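Of the tests in this part, the exchange of the labels of the AAV.Cre, Trim28-flox libraries, the single mislabelled library, the count of calls in other splits of these libraries, the Y-linked SINE copy, the sex of the Cas9-GFP animals and the pair of libraries ctl-822 and KO-823 were chosen only after the result was seen.

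The NPC Trim28-KO culture KO-876 (g13) had 9996885 counts on genes, while the other 5 Trim28-KO cultures had between 15962530 and 18985593, so its lowest total lay far from the others of its group. Of 20 groups examined for such a sample, 2 had one, and chance gives about 1 in 20. A lower sequencing depth is the technical reading. Without this culture 15 genes and 9 TE subfamilies changed, compared with 32 and 8 with it, so the number of genes may depend on it as on other cultures. No biological explanation was tested.

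The other such sample was the library ctl-822, labelled control, of the AAV.Cre, Trim28-flox experiment, in which 9.15% of the counts fell on TEs. Its share of LTR counts among TE counts was 19.9%, within the range of the other libraries (19.2 to 22.5%), which argues against a rise of ERVs as the cause. The library KO-823, labelled KO, carries the next number and had a share on TEs of 7.48%, the others lying between 6.36 and 7.24%, and LINEs took 29.8% and 28.5% of the TE counts of ctl-822 and KO-823 against 21.2 to 25.3% in the others. A shared preparation of this pair is a candidate explanation, but with 2 libraries it cannot be told apart from chance.

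In a joint model of both experiments, the effect of genotype on 16 of 946 TE subfamilies differed between the Emx1-Cre cortex and the AAV.Cre, Trim28-flox neurons, MMERVK10C-int among them with 2.89 on the log2 scale (adjusted p = 2.56e-08, edgeR's quasi-likelihood test). It was higher in 3 of 3 Trim28-KO cortex samples than in their controls. The labels of the flox libraries go against Trim28, and with these labels exchanged the number was again 16, which argues against the labels as the source. Among 100 drawn regroupings of the samples within each experiment, the real one included, 7 gave a number as large. All 7 were among the 10 that keep the real groups of the cortex, and the largest number in a regrouping other than the real one was 22. So none of the drawn regroupings that break the groups of the cortex reached 16, which goes against a random grouping of the cortex samples as far as their 10 splits can show, while regrouping the flox libraries often left the number as large. Without the flox library KO-823 the number was 26, and with the NPC experiment in place of the cortex it was 5. The cortex tissue and the sorted neurons differ in sample type and batch as well as in the time of deletion, so these cannot be separated in this design, and the biological reading stays a hypothesis.

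Within the nuclei, the change between genotypes differed between excitatory neuron-like nuclei and inhibitory neuron-like nuclei in 395 genes, astrocyte-like nuclei in 438, oligodendrocyte-like nuclei in 386, oligodendrocyte progenitor-like nuclei in 117 and microglia-like nuclei in 61 (edgeR, interaction between genotype and cell type). A difference in depth was tested by thinning the excitatory sums to the UMI totals of the inhibitory ones, which left 998 calls (844 to 1198 over 10 draws) compared with 0 in inhibitory neuron-like nuclei, so depth alone is argued against. A trend with gene length was tested as well, and 58.4% of the 1422 excitatory calls (830) stayed after its removal, which argues against length as the whole cause. The shares of called genes within 10 Mb of Trim28 (8.52%) and elsewhere (8.77%) argue against DNA linked to the floxed allele as the cause. In microglia-like nuclei, genes that are far higher in excitatory neurons had a median log2 fold change of -0.98, in oligodendrocyte-like nuclei one of -0.79 and in astrocyte-like nuclei one of -0.63 (214 of 271 lower), though none of these sets passed under fry. Free RNA from excitatory neurons may thus contribute to the falls in all 3, and it cannot be told apart from a change in the cells because no empty droplets were analysed. Gene length may go with a part of the microglial falls, as 477 of the 587 longest genes tested were lower, compared with 3090 of all 6087. Their median was -0.32, and length cannot be told apart from other causes here, as no correction for it was made in these nuclei and the genes that Table EV2 lists were chosen for their fall in them. The loss of Trim28 in the Emx1 lineage remains a hypothesis for the excitatory neuron-like nuclei, with 2 animals per group.

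Individual TEs passed the thresholds in the adult neurons, 176 in Cas9-GFP, 2 of them MMERVK10C-int copies, 14 in Stop-Cas9-GFP and 3 in Trim28-flox nuclei. With 1 control animal, the variation of a lone library was tested by setting each library against the other 4. In Cas9-GFP the animal with all 3 guides gave 292 calls when set alone, 1.66 times the 176 of the control, and the other animals gave 11 to 16. In Stop-Cas9-GFP the animal with g3 gave 58.8 times the 14 calls of the control. Both numbers come from a single Trim28-KO animal. In Stop-Cas9-GFP the animal with all 3 guides also gave more calls than the control, and those with g13 and g4 gave fewer. Variation of single animals is thus a possible source of these calls, though not each library shows it. The Stop-Cas9-GFP SINE copy on chromosome Y was lower, and 2 of the 4 Trim28-KO animals had 0 counts on Y-linked genes while the others had 5944 to 7306, so the sex of the animals may explain it. In Cas9-GFP the control and the animals with g4 and with all 3 guides had high Xist and at most 1 count on Y-linked genes, and those with g3 and g13 the reverse (8428 and 7247 counts). The 14 higher copies on chromosome Y had 0 counts in the control and in both Trim28-KO animals of its sex, so the sex of the animals may explain them. For the 154 calls on chromosomes other than X and Y sex is argued against, since in 151 both Trim28-KO animals of the control's sex lay past the log2 threshold on the side of the call. Their median log2 difference from the control was 4.08, and that of the animals of the other sex 3.99. For the Trim28-flox copies, 1 of 35 splits of the 8 libraries gave as many calls, the real one, so a random split of these libraries is argued against, and by the labels all 3 were lower.

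Nup62cl had the largest change of the AAV.Cre, Trim28-flox libraries and is not discussed by the paper, with a log2 fold change of -8.90 by the labels (adjusted p = 7.23e-06, edgeR's quasi-likelihood test). It was lower in 4 of 4 libraries labelled KO. As Trim28 goes against the labels, an exchange of the labels of all 8 libraries was tested on the genes of Table EV1, and beside Trim28 all 36 tested genes had the sign opposite to that table, which fits an exchange. A single wrong label is excluded, as all 8 libraries lie on the wrong side of the midpoint of 86.0 CPM of Trim28. With labels exchanged, Nup62cl would be higher after loss of Trim28, as it was in NPCs (log2 fold change 3.43, adjusted p = 0.031) and in the Emx1-Cre cortex (2.83, adjusted p = 5.23e-04, both by edgeR). Table EV1 gives Trim28 a log2 fold change of -2.25, so the paper's own values run opposite to these labels. The paper gives no list from which the true label of each library can be read. An exchange therefore rests on expression values alone and remains a hypothesis.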

How the results depend on the processing

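Of the tests in this part, DESeq2 without a filter on low counts, the replicate block on Trim28, MMERVK10C-int, the full-length elements, the nearby genes and the interferon-stimulated genes, the splits of the NPC cultures with 1 control in each number series, and the form of the filter on nuclei were chosen only after the result was seen. For that filter several forms were counted, and the one kept (log10 of the detected genes within each animal) gives the 6472 control and 7199 Trim28-KO nuclei stated in the methods. Together these are 13671, while the methods print a total of 16671.

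For 68 results, 549 alternatives were computed. In 383 of them the result kept its direction and its side of the threshold, or its count or share stayed close. Of the others, 121 counts or shares moved, 13 results no longer passed the threshold, 12 newly passed it and 20 changed sign. Leaving out 1 sample accounts for 56 of the moved, 11 of the weakened, 4 of the strengthened and 14 of the reversed results. The lone lacZ control of the Cas9-GFP and of the Stop-Cas9-GFP animals cannot be left out, so this alternative, though planned, was not run.

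MMERVK10C-int stayed higher after loss of Trim28 under all 12 alternatives in NPCs (log2 fold change 2.51 to 4.25) and all 9 in the Emx1-Cre cortex (2.29 to 2.99). The cortex also kept 27 to 36 changed TE subfamilies over 11 alternatives (29 in the design as planned) and a lower Trim28 (-1.48 to -1.23). No subfamily changed in Stop-Cas9-GFP neurons under any of 10 alternatives, and no gene passed in the same direction by the labels in cortex and Trim28-flox neurons under any of 16. By the labels, Trim28 was higher in flox neurons under all 11 (2.22 to 2.32).

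With DESeq2 in place of edgeR, 150 genes (32 with edgeR) and 13 TE subfamilies (8), all 13 of them LTR, changed in NPCs, 25 genes (0), 2 subfamilies (0) and 32 individual TEs (176) in Cas9-GFP neurons, 1 gene (0) and 1 individual TE (14) in Stop-Cas9-GFP neurons, and 38 genes (7) and 29 individual TEs (3) in Trim28-flox neurons. Trim28 in Stop-Cas9-GFP neurons turned to 0.00037 on the log2 scale. The glial activation and inflammation list in the cortex passed the threshold under camera (median log2 fold change 0.21). In nuclei, 13 genes (0) changed in inhibitory neuron-like, 111 (215) in astrocyte-like, 92 (240) in oligodendrocyte-like and 10 (20) in oligodendrocyte progenitor-like nuclei. The oligodendrocyte-like calls were split into 149 higher and 91 lower with edgeR, and 73 and 19 with DESeq2. The progenitor-like calls were split into 9 and 11, and 6 and 4. The cause of these differences was not tested.

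DESeq2 without a filter on low counts gave 13 subfamilies in NPCs and 2 in Cas9-GFP neurons. On the gene counts that TEtranscripts made, it gave 146 genes (115 higher, 31 lower) in NPCs, 31 in Cas9-GFP, 4 in Stop-Cas9-GFP and 40 in Trim28-flox neurons. When the subfamilies were scaled by the factors of the genes, 17 changed in NPCs, all 17 LTR, and 34 in Cas9-GFP neurons, where MMERVK10C-int passed with 0.76 (adjusted p = 0.0181, edgeR). Summing the uniquely mapped counts of its copies gave 0.62 there (adjusted p = 0.0192, edgeR). With edgeR on the gene counts that TEtranscripts made, 4 genes changed in Cas9-GFP, 1 in Stop-Cas9-GFP and 11 in Trim28-flox neurons (2 higher, 9 lower by the labels, compared with 2 and 5). Taking both lines in 1 model, 1 gene and 5 individual TEs changed in Cas9-GFP neurons, and 1 gene and 5 individual TEs in Stop-Cas9-GFP neurons. The cause was not tested.

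With no filter on low counts, edgeR called 131 genes in Cas9-GFP, 18 in Stop-Cas9-GFP and 19 in Trim28-flox neurons, 546 in the cortex (216 with the filter), and 26 full-length MMERVK10C elements there (12). In nuclei it called 0 genes in excitatory neuron-like (1422), 521 in astrocyte-like, 68 in oligodendrocyte progenitor-like and 87 in microglia-like nuclei (0), and the split in oligodendrocyte-like nuclei moved to 185 higher and 173 lower. A limit of 10 counts over all samples gave 16 individual TEs in Trim28-flox neurons (2 higher, 14 lower by the labels) and 979 in the cortex (382). More features enter the test in these settings, and no other cause was tested.

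With each guide set alone against the controls, 5 subfamilies changed with g13 and 5 with g4, and 0, 3 and 0 genes with g13, g3 and g4, where each comparison has fewer cultures. The separation of NPC samples by genes turned from 10.8 to -2.66 after the variance stabilizing transformation of DESeq2 (exact permutation test, p = 0.536), and neither value passed. Over the 16 splits with 1 control in each number series, the separation by TE subfamilies (5.31) no longer passed (exact permutation test, p = 0.0625, compared with 0.0357 over 28 splits), and that by genes (10.8) had the same p, the smallest that 16 splits allow. The median of genes near upregulated MMERVK10C elements in NPCs (0.05 above that of genes near other copies on the log2 scale at 50 kb) passed with windows of 10 kb (1.28, permutation test, p = 0.00097), 20 kb (0.39, p = 0.00546) and 25 kb (0.39, p = 0.00521), and around full-length elements (0.25, p = 0.0049). In the cortex this difference turned from -0.04 to 0.10 with 10 kb (permutation test, p = 0.157). With NPCs in place of the cortex, the effect on 5 subfamilies, not 16, differed from that in Trim28-flox neurons.

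Using all deposited nuclei, the difference in share between Trim28-KO and control animals was -0.283 percentage points for microglia-like (-2.14 with the filter) and -0.117 for vascular-like nuclei (-0.350), and 13 genes (9 higher, 4 lower) changed in oligodendrocyte progenitor-like nuclei. Without the nuclei marked as doublets, the share of progenitor-like nuclei turned from -0.0536 to 0.0194 percentage points, and 530 genes changed in astrocyte-like and 6 in progenitor-like nuclei. With each nucleus thinned to the same number of UMIs, 478 genes changed in excitatory neuron-like, 17 in inhibitory neuron-like, 96 in astrocyte-like, 66 in oligodendrocyte-like (51 higher, 15 lower) and 0 in progenitor-like nuclei, with less depth behind each. For the genes that rose in bulk tissue, the list of the NPC comparison gave a median of -0.30 in excitatory neuron-like nuclei (8 genes). In inhibitory neuron-like nuclei it gave -0.15 (5 genes), and the cortex list gave positive values in both. In astrocyte-like and oligodendrocyte-like nuclei the NPC list gave 3.18 and 5.03 (7 genes each). With the list of Table EV1, the risen genes in progenitor-like nuclei had a median of 0.20 (permutation test against random lists of genes, p = 0.098), which no longer passed, and the fallen genes in oligodendrocyte-like nuclei one of -0.26 (p = 0.0038), which newly passed. The share of full-length elements with a signal above that of their flanks was 50.8% with the median over bins and 63.8% with the outer 500 bp alone. It was 51.5% when the element had to reach 2 times its flanks. That ratio has no meaning where the flanks are at or below 0 (their first quartile was -0.006). The cause was not tested.

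The series of sample numbers in NPCs was used as a replicate block, as described with the processing. With it, 136 genes changed (93 higher, 43 lower) compared with 32 (29 and 3), and 411 individual TEs (398 higher, 13 lower) compared with 193 (all higher). Otherwise it gave 9 subfamilies compared with 8, 12 full-length elements, a log2 fold change of -1.81 for Trim28 (adjusted p = 0.0118, edgeR) and 3.90 for MMERVK10C-int. In Trim28-flox neurons the libraries share only a number, with 1 pair of groups to compare, whose deviations correlated by 0.583 over genes and 0.769 over subfamilies. There the block gave 20 genes (5 higher, 15 lower by the labels), 42 individual TEs (1 higher, 41 lower) and 1 subfamily, lower, with Trim28 at 2.26 and MMERVK10C-int at 0.0073. The cortex animals and the adult neurons edited with guides share no numbers between groups, so no such block exists for them.

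Leaving out 1 NPC culture in turn gave 4 (without the control lacZ-842) to 9 subfamilies, 5 without lacZ-867, KO-870 or KO-873. It gave 2 (without either control) to 58 genes (without KO-845), 13 to 17 without KO-870, KO-848, KO-873, KO-851 or KO-876, and 52 (without lacZ-842) to 265 individual TEs, 58 without lacZ-867. The full-length elements numbered 4 (without lacZ-842) to 12. The NPC value of Trim28 lay between -2.00 and -1.62, past the threshold only without KO-845 or KO-876 (edgeR, adjusted p = 0.0263 at the lowest and 0.414 at the highest). The separation by TE subfamilies lay between 4.41 and 6.69 (exact permutation test, p = 0.0476 to 0.286) and no longer passed without lacZ-842, lacZ-867 or KO-851. The difference for nearby genes was 0.0572 to 0.69 (permutation test, p = 0.00161 to 0.307) and passed without lacZ-842 (0.69) or lacZ-867 (0.33). Both controls carry these NPC results, since 1 control remains when the other is left out.

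In Cas9-GFP neurons, leaving out 1 Trim28-KO animal gave 0 to 16 subfamilies and 86 to 1061 individual TEs, the higher numbers without the animal with all 3 guides, 86 without g3 and 105 without g13. The genes numbered 0 to 7 (without g3, 1 without g13), and MMERVK10C-int had 0.40 to 0.46, past the threshold only without the animal with all 3 guides (adjusted p = 0.0381, edgeR). In Stop-Cas9-GFP neurons the individual TEs numbered 8 (without the animal with all 3 guides) to 18, and Trim28 lay between -0.10 and 0.0681, above 0 without g13 (0.0040), g3 (0.0093) or the animal with all 3 guides (0.0681). In Trim28-flox neurons MMERVK10C-int lay between -0.0925 and 0.0784, below 0 without the libraries ctl-798 (-0.016), ctl-822 (-0.0925), KO-794 (-0.0651) or KO-796 (-0.0315), and the individual TEs numbered 0 to 10, with 9 without ctl-822, 10 without KO-823 and 0 without any other.

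In the cortex the genes numbered 104 (without control 77) to 344 (without Trim28-KO 76), 111 without control 64 and 133 without control 65. The difference for nearby genes lay between -0.0622 and 0.01 (permutation test, p = 0.083 to 0.967), above 0 without control 64 (0.0066), Trim28-KO 60 (0.0013) or 73 (0.0099). The clustered protocadherins had a median of 0.32 to 0.55 and no longer passed under fry without control 65 or 77, and the inflammation list had 0.17 to 0.31 and passed under fry only without Trim28-KO 60. The subfamilies that differed between cortex and flox neurons numbered 14 to 26, the most without KO-823.

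For nuclei, where leaving out 1 animal leaves a group of 1 that is assumed to vary like the other, the genes changed numbered 701 (without Trim28-KO 73) to 5319 (without control 64) in excitatory neuron-like, 1 (without Trim28-KO 60) to 2868 (without control 64) in inhibitory neuron-like, 65 (without 73) to 977 (without 64) in astrocyte-like, 94 (without 73) to 683 (without 64) in oligodendrocyte-like, 19 to 150 (without 64) in progenitor-like and 0 to 61 (without 60) in microglia-like nuclei. The difference in share of astrocyte-like nuclei lay between -0.235 (without control 65) and 2.06, and that of progenitor-like nuclei between -0.449 and 0.342, above 0 without control 64 or Trim28-KO 60 (0.0106). Trim28 in inhibitory neuron-like nuclei lay between -0.60 and 0.0808, above 0 without Trim28-KO 73.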

Differences from the paper's values

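Of the tests in this part, the exchange of the labels of the Trim28-flox libraries, DESeq2 without a filter on low counts and the adjusted p of Bmp6, Cd163 and Ptgdr under each setting were chosen only after the result was seen. Counts and shares were taken to differ where one was more than 1.5 times the other, shares only if also beyond the SD over animals, and log2 fold changes where the sign was opposite or the gap exceeded 1 standard error. A value called within the paper's is inside these limits. Of 48 values compared with the paper, 18 differed.

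In NPCs, edgeR called 8 upregulated TE subfamilies, and the paper's value is 13. With DESeq2 the number was 13, with the factors of the genes 17, and with the replicate block or without the culture KO-845, KO-851 or KO-876 it was 9, all of which fall within the paper's value. With median-ratio factors or no filter on low counts it stayed at 8, with the guides g13, g3 and g4 alone it was 5, 7 and 5, and without another single culture 4 to 8. DESeq2 without a filter also gave 13, a setting chosen after seeing the values.

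Of genes in NPCs, edgeR called 29 upregulated and 3 downregulated, and the paper's values are 115 and 31. DESeq2 gave 121 and 29, and the replicate block 93 and 43, both within the paper's values. With the gene counts of TEtranscripts (36 and 4), median-ratio factors (29 and 3), no filter (32 and 4), single guides (0 to 3 and 0) or 1 culture left out (2 to 47 and 0 to 11) the difference stayed. DESeq2 on the gene counts of TEtranscripts without a filter on low counts, chosen after seeing the values, gave 115 and 31.

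In Cas9-GFP neurons no gene passed with edgeR, where the paper's Table EV1 lists 11 upregulated and 6 downregulated genes. At an unadjusted p below 0.05 there were 1560 genes. DESeq2 gave 14 upregulated genes, within the paper's value, and 11 downregulated, which is not. Without the animal with g3 there were 7 downregulated genes, within the paper's value, and 0 upregulated. The gene counts of TEtranscripts (2 and 2), median-ratio factors (0 and 0), both lines in 1 model (1 and 0), the other animals left out (0 to 1 and 0) and no filter on low counts (88 and 43) did not reach either.

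In Stop-Cas9-GFP neurons no gene passed with edgeR either (459 at an unadjusted p below 0.05), where the paper's Table EV1 lists 19 upregulated and 6 downregulated genes. Without a filter on low counts the numbers were 13 and 5, within the paper's values. DESeq2 (1 and 0), the gene counts of TEtranscripts (1 and 0), median-ratio factors (0 and 0), both lines in 1 model (1 and 0) and single animals left out (0 and 0) did not reach them. For TE subfamilies, Fig EV2E shows about 1 upregulated (read by eye), and edgeR and all alternatives, DESeq2 among them, gave 0 (28 at an unadjusted p below 0.05).

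In the Trim28-flox neurons Table EV1 of the paper lists 26 upregulated and 13 downregulated genes and a log2 fold change of -2.25 for Trim28. By the labels of the libraries, edgeR called 2 higher and 5 lower, and the log2 fold change of Trim28 was 2.26. No alternative set in advance turned the sign of Trim28 (2.22 to 2.32) or reached the number of upregulated genes (1 to 13, DESeq2 giving the 13). The gene counts of TEtranscripts (9), no filter on low counts (14) and the replicate block (15) came within the number of downregulated genes, and DESeq2 (25), median-ratio factors (5) and single libraries left out (4 to 6) did not. This is a match in number alone, since by the labels all 37 genes of the table that were tested had the sign opposite to it. With the labels of all libraries exchanged, chosen after seeing the values, Trim28 fell by 2.26, and edgeR called 5 upregulated and 2 downregulated genes. In the same exchange DESeq2 called 25 and 13, and DESeq2 on the gene counts of TEtranscripts without a filter 26 and 14.

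Of the genes changed in the cortex, the paper finds 26 upregulated and 13 downregulated that are similarly changed in the Trim28-flox neurons. By the labels, 0 and 0 genes passed with the same sign in both with edgeR, and likewise under each of the 16 alternatives, DESeq2 included. With the labels exchanged, chosen after seeing the values, 2 upregulated genes (Mkrn3 and Nup62cl) and 1 downregulated gene (Trim28) were shared with edgeR. The shared genes then numbered 9 with DESeq2, 5 without the library KO-823, 4 without ctl-822 or with the gene counts of TEtranscripts, and 3 in the other alternatives.

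For individual TEs in NPCs, Fig EV1A shows about 120 upregulated and about 2 downregulated (read by eye), and 193 and 0 were called with edgeR. TMM factors over the individual TEs (165) and leaving out the culture KO-870 (137), KO-848 (159), KO-873 (164) or KO-851 (169) came within the first value. DESeq2 (230), at least 10 counts over the samples (278), the replicate block (398) and leaving out lacZ-842 (52), lacZ-867 (57), KO-845 (260) or KO-876 (192) did not. For the downregulated copies only the limit of 10 counts (2) came within the value, while DESeq2 gave 6, TMM over the individual TEs 4, the replicate block 13 and single cultures left out 0 to 5. In the cortex Fig EV3B shows about 11 downregulated individual TEs (read by eye), and 35 were called. Leaving out control 64 gave 16, within the value, and DESeq2 gave 19, the limit of 10 counts 65, TMM over the individual TEs 43 and the other animals left out 18 to 48.

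The share of vascular-like nuclei was 0.167% of the kept nuclei in Trim28-KO animals and 0.517% in controls, and Fig 4D of the paper shows about 1% and about 2% (read by eye). The names of the clusters were rebuilt here. No alternative that was computed reached these values, with 0.417% and 0.535% for all deposited nuclei, 0.168% and 0.53% without doublets, 0.167% and 0.517% at the higher clustering resolution, and 0.111 to 0.222% and 0.359 to 0.675% with 1 animal left out. The cluster led by Slc47a1, at 0.958% and 0.936%, was left unnamed by a rule on its leading genes. Counted as vascular, it would bring both shares closer to the paper's, so the difference may come from the naming.

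The paper places Rora among the genes that rise in astrocytes, and its log2 fold change in astrocyte-like nuclei was -0.69. Table EV2 of the paper lists it as lower. Apoe, another gene that the paper finds higher there, rose by 0.74 on the log2 scale with an adjusted p of 0.16 in edgeR, and it did not pass with DESeq2. Of the 7 genes that Table EV2 lists for microglia, 0 passed with edgeR in microglia-like nuclei.

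In the cortex, Fig EV5C marks Bmp6, Cd163 and Ptgdr as significantly lower. Their adjusted p in edgeR was 0.122, 0.161 and 0.263, and in DESeq2 0.142, 0.176 and 0.557. On the gene counts of TEtranscripts, Bmp6 passed with edgeR (adjusted p = 0.0358) and with DESeq2 (adjusted p = 0.0219), while Cd163 and Ptgdr did not. With DESeq2 on these counts without a filter on low counts Bmp6 did not pass either (adjusted p = 0.053).

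The paper reports that genes near upregulated MMERVK10C elements rise in NPCs. Within 50 kb their median log2 fold change lay 0.05 above that of genes near other copies (permutation test, p = 0.391), while the windows of 10 kb, 20 kb and 25 kb, the full-length elements alone, and the data without the control lacZ-842 or lacZ-867 gave values past the threshold. It finds no clear rise of LINEs and SINEs in NPCs. No subfamily of either class passed with edgeR or DESeq2, but among individual copies 76 LINEs and 21 SINEs were upregulated (edgeR).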

Other observations

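Of the tests in this part, the count of calls in other splits of the Trim28-flox and Emx1-Cre libraries for genes, TE subfamilies, individual TEs and full-length elements, the meningeal and imprinted gene lists, and the position of the lower individual TEs near Trim28, were chosen only after the result was seen. The meningeal and imprinted gene lists were written after the first results were seen and before they were tested.

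In the Emx1-Cre cortex, 3 samples against 3 make 10 splits, so the share of splits as large as the real one is never under 0.1 and a random split cannot be told apart from an effect by this count alone. The real split was the 1 of 10 with as many changed genes, as many TE subfamilies, as many individual TEs, as many full-length MMERVK10C elements and as strong a shift of the clustered protocadherins. No other split gave more than 1 gene, 4 individual TEs or any subfamily. For the genes near MMERVK10C elements 5 of 10 splits were as large, for the interferon-stimulated genes 3 of 10 and for the glial activation and inflammation genes 4 of 10. In the Trim28-flox neurons 8 libraries make 35 splits, of which 1, the real one, gave as many genes, so a random split is argued against for the genes that differ by the labels. For TE subfamilies all 35 of 35 splits reached the number of the real one, which was 0 with edgeR (26 at an unadjusted p below 0.05) and 0 with DESeq2. For genes called in both experiments with the sign opposite by the labels, 1 of 350 combinations of splits was as large, which argues against random splits as their source.

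In the bulk cortex, genes that mark the meninges were lower in the Trim28-KO samples as a set, with a median log2 fold change of -0.93 over 19 tested genes, all 19 lower (fry, p = 0.0165, exact test over the 20 groupings of the libraries, p = 0.1, the smallest it can give, and fry after correction over 11 lists, adjusted p = 0.0605). Their most abundant member, Ptgds, was at 83.0 CPM in Trim28-KO and at 182 CPM in control samples. A smaller amount of meningeal tissue in the Trim28-KO samples is a candidate explanation for the lower Bmp6 and Slc47a1. Against it, the cluster of nuclei led by Slc47a1, Slc6a20a, Bmp6 and Slc6a13 made up 0.958% of the nuclei in Trim28-KO and 0.936% in control animals, which are 4 of the 6 animals of the bulk samples. Whether the same tissue pieces served for both is not known here, so the explanation stays open. Whether it comes from dissection or from the animals was not tested.

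The share of oligodendrocyte-like nuclei was lower in both Trim28-KO animals than in both controls. In the bulk cortex samples, all 11 oligodendrocyte markers were lower as well, with a median of -0.30 (fry, p = 0.00972, exact test, p = 0.1, and fry after correction over the 11 lists, adjusted p = 0.0605), Mbp at 470 CPM compared with 527 in controls. This is consistent with fewer oligodendrocytes in the sampled tissue, by biology or by dissection, which this test does not separate. The markers of the other types had medians of -0.08 for excitatory neurons (11 genes), -0.07 for inhibitory neurons (10 genes), -0.05 for oligodendrocyte progenitors (11 genes), 0.09 for astrocytes (12 genes), 0.05 for microglia (12 genes) and -0.27 for vascular cells (13 genes, all 13 lower), and none of these passed under fry.

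DNA of another strain that is carried along with a floxed allele could change genes near Trim28. Of 166 genes tested within 10 Mb of Trim28 4 were changed in the cortex (2.41%), against 1.31% elsewhere (Fisher's exact test, p = 0.178). As the other 211 changed genes lie elsewhere, linked DNA is argued against as the source of most of them. Of the 4, Eps8l1, Ptprh and Gm45844, were lower, and Zfp110 was higher. These genes were named after their values were seen. For the downregulated genes alone the share was higher near Trim28, with 3 of 166 (1.81%) compared with 0.447% elsewhere (Fisher's exact test, p = 0.0413), so linked DNA stays open for these 3. Of the lower individual TEs 31 lie beyond 10 Mb, which argues against linked DNA as the source of most of them. Within 10 Mb 4 of 153 tested copies were lower (2.61%), compared with 0.224% elsewhere (Fisher's exact test, p = 5.52e-04). Of the 4 within 10 Mb, named after their values were seen, L1Md_T_dup8917 and L1VL2_dup1393 lie inside Gm45844 and B2_Mm1a_dup6729 inside Trim28 as annotated. They are not separate evidence, and for the copies inside Gm45844 linked DNA stays open as for that gene. Outside Trim28 and the changed genes B2_Mm1a_dup6686 remains, 1 of 146 copies (0.685%), compared with 0.175% elsewhere (Fisher's exact test, p = 0.233). For it linked DNA cannot be told apart from other causes, since a single copy is left.

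Unequal sex of the cortex animals was tested as a source of changed genes. Of 5 sex-linked genes 0 were called with edgeR, the Y-linked ones had 0 counts in all 6 samples and Xist lay between 417 and 704 CPM with a log2 fold change of 0.16, which argues against it. In the Trim28-flox experiment the library labelled ctl-797 and the one labelled KO-795 had high Xist and at most 1 count on the Y-linked genes, and the other 6 the reverse pattern. Loss of imprinting was tested with a list of imprinted genes, of which 1 of 35 tested, Mkrn3, was changed in the cortex (2.86%), compared with 1.32% of other genes (Fisher's exact test, p = 0.374). With 1 call it cannot be told apart from the rate of other genes.

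Copies of SINEs and LINEs were among the individual TEs that rose, 183 in the cortex and 97 in NPCs. Transcription of an upregulated gene around the copy does not account for most of them, since 17.5% of the 183 lay in such a gene. Of the cortex copies 29.5% lay within 10 kb of an upregulated LTR copy, compared with 0.180% of the other tested copies, and of the NPC copies 44.3% compared with 0.142%. This is consistent with transcription that runs on from a nearby LTR copy for that part. Either position held for 37.7% in the cortex, so the rest has no explanation here.

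Along the first principal component of NPC gene expression, 88.1% of the variance lay between the series of sample numbers (lacZ-842 to KO-851 against lacZ-867 to KO-876), not between genotypes. This is consistent with a batch shared by each series, although neither the paper's text nor the labels name one.

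The full-length MMERVK10C elements activated in NPCs had a mean H3K9me3 signal only 0.0035 above that of those tested and not activated (12 and 8 elements, permutation test, p = 0.994). With standard deviations of 1.14 and 0.889, more H3K9me3 at the activated elements cannot be told apart from none with so few elements. Of 6 full-length elements tested in both NPCs and cortex, 3 were activated in each and 2 in both, where chance gives 1.5 (Fisher's exact test, p = 1). These numbers are too few to tell whether the same elements respond in both. Activated in NPCs, cortex or both were 22 elements.

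Some genes recur among the adult neurons edited in the 2 mouse lines with guides, although no gene passed there with edgeR. Nup62cl was at 2.92 CPM (0.731 to 4.03) in Cas9-GFP Trim28-KO animals and at 0 in the control, and at 3.86 CPM and 0 in Stop-Cas9-GFP. Gm13016 was at 4.28 CPM and 0, and at 5.02 and 0.677. In the cortex it had a log2 fold change of 4.77 (adjusted p = 1.24e-07, edgeR). Fancd2 was at 32.9 and 10.7 CPM in Cas9-GFP, at 48.8 and 13.1 CPM in Stop-Cas9-GFP, and in the Trim28-flox neurons at 57.3 CPM in the libraries labelled control and 22.2 CPM in those labelled KO. Slc17a6 was at 8.02 and 0.687 CPM in Cas9-GFP and at 9.31 and 0.339 CPM in Stop-Cas9-GFP. Each line has 1 control animal, so these differences have no replicate check on that side. The genes were chosen after their values were seen.

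The clustered protocadherins had a median log2 fold change of 0.46 in the cortex and did not pass under fry after correction over the 11 lists. Their median was 0.21 in NPCs, 0.13 in Cas9-GFP neurons, 0.39 in Stop-Cas9-GFP neurons and -0.08 by the labels in Trim28-flox neurons. In none of these other experiments did the set pass under fry. Under camera the set passed in NPCs (p = 4.17e-07, exact test over groupings, p = 0.393), with 15 genes passing over the list alone, and in Stop-Cas9-GFP neurons (p = 5.59e-04, exact test over groupings, p = 0.8), with 48 of 58 positive. A difference from the cortex was not tested.

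Kazn, for which Table EV1 of the paper lists log2 fold changes of -24.9 in Cas9-GFP and -24.7 in Stop-Cas9-GFP neurons, had 482 TEtranscripts counts in the Cas9-GFP control and 0 in its 4 Trim28-KO animals, and 0 in all 5 Stop-Cas9-GFP libraries. It had 605 counts in the Trim28-flox library labelled KO-823 and 0 in the other 7, and 244 in the cortex control 77 and 0 in the other 5. In uniquely mapped counts it was at 0 in all of these but for 1 count in the Stop-Cas9-GFP animal with all 3 guides. No explanation was tested.

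The genes of Table EV1 were compared by sign. Of the listed genes that were tested here, 142 of 142 had the sign of the paper in NPCs, 14 of 14 in Cas9-GFP, 24 of 24 in Stop-Cas9-GFP and 226 of 226 in the cortex. By the labels 37 of 37 had the opposite sign in Trim28-flox neurons. With edgeR 30, 0, 0, 185 and 7 of these passed the thresholds here, and with DESeq2 133, 1, 1, 214 and 34.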
